# Transcriptional profiling of MnSOD-mediated lifespan extension in *Drosophila *reveals a species-general network of aging and metabolic genes

**DOI:** 10.1186/gb-2007-8-12-r262

**Published:** 2007-12-09

**Authors:** Christina Curtis, Gary N Landis, Donna Folk, Nancy B Wehr, Nicholas Hoe, Morris Waskar, Diana Abdueva, Dmitriy Skvortsov, Daniel Ford, Allan Luu, Ananth Badrinath, Rodney L Levine, Timothy J Bradley, Simon Tavaré, John Tower

## Abstract

**Background:**

Several interventions increase lifespan in model organisms, including reduced insulin/insulin-like growth factor-like signaling (IIS), FOXO transcription factor activation, dietary restriction, and superoxide dismutase (SOD) over-expression. One question is whether these manipulations function through different mechanisms, or whether they intersect on common processes affecting aging.

**Results:**

A doxycycline-regulated system was used to over-express manganese-SOD (MnSOD) in adult *Drosophila*, yielding increases in mean and maximal lifespan of 20%. Increased lifespan resulted from lowered initial mortality rate and required MnSOD over-expression in the adult. Transcriptional profiling indicated that the expression of specific genes was altered by MnSOD in a manner opposite to their pattern during normal aging, revealing a set of candidate biomarkers of aging enriched for carbohydrate metabolism and electron transport genes and suggesting a true delay in physiological aging, rather than a novel phenotype. Strikingly, cross-dataset comparisons indicated that the pattern of gene expression caused by MnSOD was similar to that observed in long-lived *Caenorhabditis elegans *insulin-like signaling mutants and to the xenobiotic stress response, thus exposing potential conserved longevity promoting genes and implicating detoxification in *Drosophila *longevity.

**Conclusion:**

The data suggest that MnSOD up-regulation and a retrograde signal of reactive oxygen species from the mitochondria normally function as an intermediate step in the extension of lifespan caused by reduced insulin-like signaling in various species. The results implicate a species-conserved net of coordinated genes that affect the rate of senescence by modulating energetic efficiency, purine biosynthesis, apoptotic pathways, endocrine signals, and the detoxification and excretion of metabolites.

## Abstract 2

Transcriptional profiling of MnSOD-mediated life-span extension in Drosophila identifies a set of candidate biomarkers of aging, consisting primarily of carbohydrate metabolism and electron transport genes.

## Background

Reactive oxygen species (ROS) such as superoxide, hydrogen peroxide, and hydroxyl radical are produced as byproducts of normal cellular metabolism. These ROS, especially hydrogen peroxide, are participants in cellular signaling pathways [1]. In addition, ROS can damage macromolecules and this process is implicated in human aging and disease [2]. Among the most important regulators of ROS levels are the superoxide dismutase (SOD) enzymes [3,4]: Cu/ZnSOD in the cytoplasm and outer mitochondrial space, and MnSOD exclusively in the inner mitochondrial space. Superoxide is converted to hydrogen peroxide (H_2_O_2_) and O_2 _by SOD. Peroxiredoxins and abundant catalase enzyme then scavenge the hydrogen peroxide, converting it to molecular oxygen and water. In *Drosophila*, the correlation between oxidative stress and aging is well established as demonstrated by increased levels of 8-oxo-guanine and protein carbonyls with age [5,6], and the induction of oxidative stress response genes [7-10]. Furthermore, *Drosophila *with mutated Cu/ZnSOD or MnSOD have a reduced lifespan [9,11-13] whereas tissue-specific [14] or conditional [15,16] over-expression of SOD enzymes can result in increased longevity.

Previously, the conditional transgenic system ('FLP-*out*') based on yeast FLP recombinase was used to induce the over-expression of MnSOD enzyme in adult *Drosophila *[17]. With FLP-*out*, a brief heat pulse triggered the rearrangement and subsequent expression of a *MnSOD *transgene throughout the adult lifespan, and longevity was increased in proportion to the increase in MnSOD enzyme activity. Here, a doxycycline (DOX)-regulated promoter system ('tet-on') [18] was used to induce MnSOD, thereby eliminating the confounding effect of the heat pulse and allowing for more sensitive assays. The increased sensitivity of this system was exploited to assay the effects of moderate MnSOD over-expression on mortality rates, metabolic rates, stress-resistance, and global patterns of gene expression.

Decreased signaling through the insulin/insulin-like growth factor-like signaling (IIS) pathway results in lifespan extension in the nematode, *Drosophila*, and mouse [19-21]. In *Drosophila *and *Caenorhabditis elegans*, lifespan can be increased by the IIS-target transcription factor FOXO/DAF-16. Assay of the transcriptional response to reduced IIS signaling in *C. elegans *has identified genes that are up-regulated, including those encoding MnSOD (*sod-3*) [22], and heat shock proteins (*hsp-16*) [23,24] as well as genes that are down-regulated, such as those encoding insulin-like peptides (ILPs; *ins-7*) and guanylyl cyclase (*gcy-18*) [23]. Several of the genes thought to be regulated by DAF-16 have, in turn, been found to have effects on lifespan, such as the *hsp *genes, suggesting that they might mediate part of the lifespan extension resulting from reduced IIS signaling [23-26]. Lifespan extension via reduced IIS signaling in *C. elegans *requires autophagy pathway components [27] and interacts with the heat shock factor pathway to control protein aggregate clearance [28]. Despite this progress in the identification and characterization of genes acting downstream of FOXO, the mechanism of lifespan extension by IIS has not yet been fully elucidated.

Previous genome-wide studies have identified genes that are up- and down-regulated during *Drosophila *aging [29], including tissue-specific patterns [30]. Additionally, cross-species comparisons of genome-wide expression patterns during aging have been used to search for species-general and species-specific signatures of aging [31,32]. Notably, the expression profiles of aging in *C. elegans *and *D. melanogaster *were found to show significant similarity (correlation = 0.18, *p *< 0.001) whereas a significant negative correlation was observed when the expression patterns of *daf-2 *IIS mutants were compared to those of *Drosophila *aging (correlation = -0.13, *p *<< 0.001) [31]. These results hint that similar mechanisms may mediate longevity in worms and flies, although few direct comparisons have been reported.

The data presented here demonstrate that manipulation of MnSOD expression alone is sufficient to increase lifespan through a mechanism that does not necessitate increased stress resistance, but likely involves altered metabolism. Transcriptional profiling identified candidate biomarkers of aging that consist of a set of carbohydrate metabolism and electron transport genes. Lifespan extension by MnSOD appears to proceed through a retrograde signal of increased hydrogen peroxide that involves an intricate network of genes that modulate energetic efficiency, purine biosynthesis, apoptotic pathways, endocrine signals, and the detoxification and excretion of metabolites. Cross-dataset comparisons revealed orthologous genes that are implicated in lifespan extension due to reduced IIS signaling in *C. elegans*. This implies that MnSOD up-regulation likely mediates part of the lifespan extension endowed by lowered IIS activity and identifies likely species-general effectors of longevity.

## Results

### MnSOD transgene induction prolongs *Drosophila *lifespan by rapidly reducing mortality rate

The *Drosophila Sod2 *(MnSOD) cDNA was cloned downstream of the DOX-inducible promoter [18] and five independent single insertions were recovered on the second chromosome. In all experiments the MnSOD transgenic lines were crossed to the rtTA transactivator line (*rtTA(3)E2*) and the adult male progeny were used in assays. The rtTA transcriptional activator protein is expressed in all tissues and will activate high-level transgene expression only in the presence of DOX [18]. As such, genetically identical flies cultured in the absence of DOX represent the control for the effect of MnSOD over-expression. To control for the effect of DOX, the *rtTA(3)E2 *strain was crossed to *Or-R *wild type and the resultant hybrid progeny were used in all assays. Transgene expression was confirmed by Northern blot, and approximately 15-, 6-, 13-, 13-, and 14-fold increases in MnSOD transcripts were observed in adult flies for lines *MnSOD(2)22*, *MnSOD(2)38*, *MnSOD(2)4*, *MnSOD(2)12*, and *MnSOD(2)20*, respectively (Figure 1). No leaky expression of the transgene in the absence of DOX could be detected by Northern blot.

**Figure 1:**
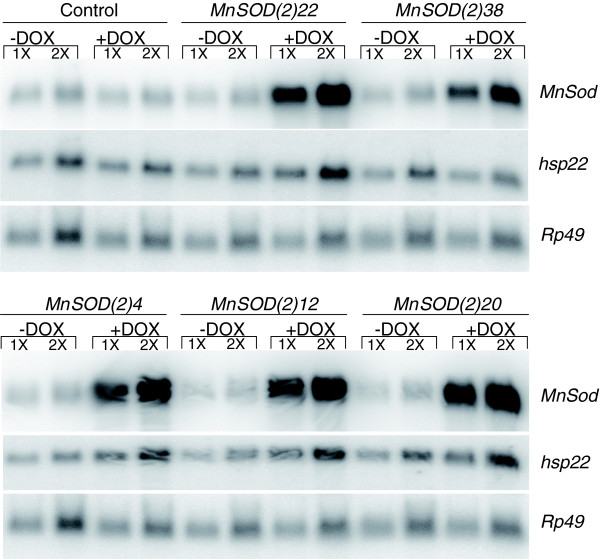
Northern analysis of MnSOD and *hsp22 *expression in control and transgenic lines. Northern analysis for controls and transgenic lines *MnSOD(2)22*, *MnSOD(2)38*, *MnSOD(2)4*, *MnSOD(2)12*, and *MnSOD(2)20 *demonstrates the induction of MnSOD transgene expression by DOX administration and the increased expression of *hsp22 *due to MnSOD over-expression. *Rp49 *represents the loading control; 1X = 5 μg RNA, 2X = 10 μg RNA.

MnSOD over-expression in adults was found to be necessary and sufficient for increased lifespan, while over-expression in larvae had no detectable effect on subsequent adult lifespan (Figure 2d–f; Figure S7 and Table S1 in Additional data file 2). The effect of MnSOD over-expression on the mean, median, and 'maximum' lifespan (defined operationally here as the 90th percentile of lifespan) was assayed in multiple trials for several lines (Figure 3; Tables S2-S4 in Additional data file 2). DOX itself had no effect on maximum lifespan and a small (+8%, (95% basic bootstrap confidence interval (CI) [33], 5-11%)) but significant (log-rank test, *p *< 0.001) positive effect on mean lifespan under these conditions (Figure 3a; Tables S3-S4 in Additional data file 2). We attribute this to the fact that DOX can reduce the occasional growth of sticky bacteria on the surface of the vials, which can otherwise present a hazard for the flies. DOX also caused a dramatic decrease in the expression of immune response genes (Additional data file 3). However, other experiments indicate that such a change does not affect fly lifespan [34]. 

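DptB and Mtk, which encode antimicrobial peptides, were higher in the control arrays labelled +DOX than in those labelled -DOX, by 4.22 (standard error 0.315, adjusted p = 2.6e-09) and 3.40 (standard error 0.321, adjusted p = 1.23e-07) on the log2 scale in limma, with 4 arrays per group. AttA, Def and Drs, further antimicrobial peptide genes, were higher by 3.38, 3.28 and 2.18. PGRP-SB1 and PGRP-SD, whose products bind bacterial peptidoglycan, were higher by 3.03 and 2.77. This direction opposes the study's: all 62 probe sets of Additional data file 3 changed here by the listed size, within 0.001 on the log2 scale, with the sign turned. With the control +DOX and -DOX groups exchanged, an alternative chosen after seeing the data, every DOX change keeps its size and turns its sign, and all 62 equal the listed values. The sources used here do not settle the direction, and the Northern blots of Figure 1 show MnSOD and hsp22 but no immune gene. In the MnSOD line at day 73, whose labels are not in question here, these genes were lower with DOX: DptB at -2.55 (standard error 0.315, adjusted p = 2.5e-05), Mtk at -2.75, AttA at -2.002, Def at -2.18, PGRP-SB1 at -1.88, PGRP-SD at -1.61 and Drs at -1.48. DOX also induces MnSOD in that line, so these changes combine DOX and MnSOD. These 7 genes kept their calls in both lines with a spike-in covariate, where DptB was higher with DOX in control flies by 4.34. Without control +DOX replicates 1 to 3 together, DptB was higher there by 4.11. Both alternatives were chosen after seeing the data. Leaving out control arrays does not change the estimates of the MnSOD line. The spike-in mean varied most within control +DOX (SD 0.786, against 0.315 in control -DOX), so the 2 alternatives are not separate checks. AttA and PGRP-SD were named from the additional data files, not from the annotation. They are outside the antimicrobial peptide and peptidoglycan recognition lists given next. Of 6 antimicrobial peptide probe sets, most of whose values had been seen in that file beforehand, 6 were higher with DOX in control flies, and 6 when adjusted over the list alone, with a median of 2.73. In the MnSOD line 4 of the 6 were lower, and 5 when adjusted over the list alone, with a median of -1.83. camera, which sets a list against all other probe sets, gave adjusted p = 1.12e-10 in control flies (adjusted p = 0.0325 with an estimated correlation) and 5.03e-20 in the MnSOD line (adjusted p = 0.00146). Of 22 probe sets for peptidoglycan recognition and Toll or Imd signalling, 11 were higher and 1 lower with DOX in control flies, 12 and 1 when adjusted over the list alone, with a median of 0.33. The camera test of that list gave adjusted p = 3.92e-08, and adjusted p = 0.0481 with an estimated correlation. The study picked the immune genes of Additional data file 3 on these same control arrays. The tests of immune lists in control flies are therefore no independent evidence. The lower call was lost without control -DOX replicates 1, 2 and 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1, 2 and 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 2 to 4, each left out alone.

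**Figure D1:**
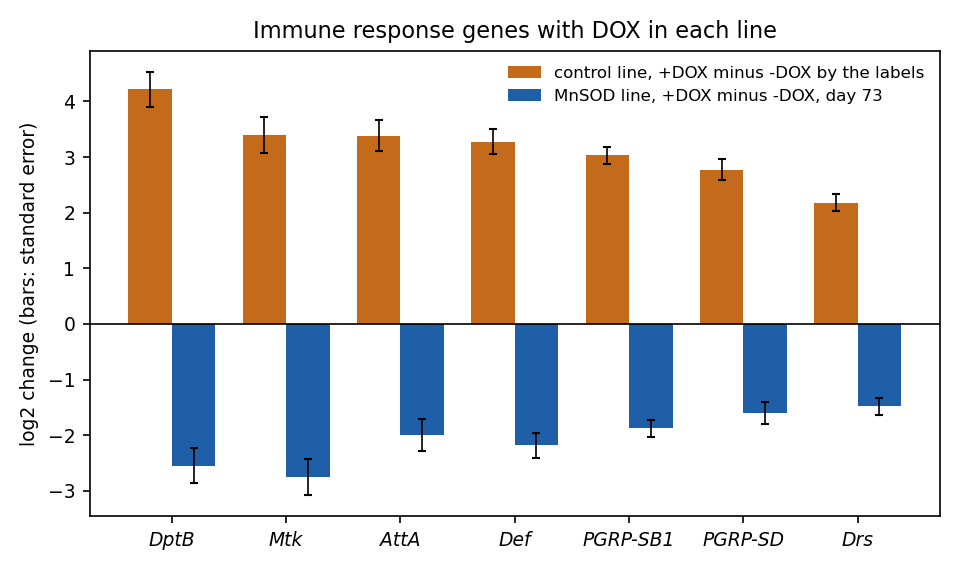
Log2 change between +DOX and -DOX arrays, as labelled, for 7 immune genes in control flies and in the MnSOD line at day 73. Bars give the limma estimate from 4 arrays per group and error bars its standard error. DptB reaches 4.22 in control flies and -2.55 in the MnSOD line, where DOX also induces MnSOD.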

Over-expression of MnSOD significantly extended lifespan (log-rank test, *p *<< 0.001 in all cases) and yielded further increases for each line: *MnSOD(2)22*, *MnSOD(2)20 *and *MnSOD(2)12 *had increases in mean lifespan of +20% (95% basic bootstrap CI 13-20%), +20% (95% basic bootstrap CI, 16-24%) and +18% (95% bootstrap CI, 15-22%), respectively (Figure 3a; Tables S3-S4 in Additional data file 2). Maximum lifespan was increased by +13% (95% double bootstrap CI [35], 6-13%), +10% (95% double bootstrap CI, 10-14%) and +7% (95% double bootstrap CI, 5-10%), respectively. Plots of log mortality rate versus age [36] reveal that the increase in lifespan is due primarily to a rapid decrease in the initial mortality rate (within approximately 48 hours of DOX feeding), with no detectable effect on the mortality rate doubling time (Figure 3b).

**Figure 2:**
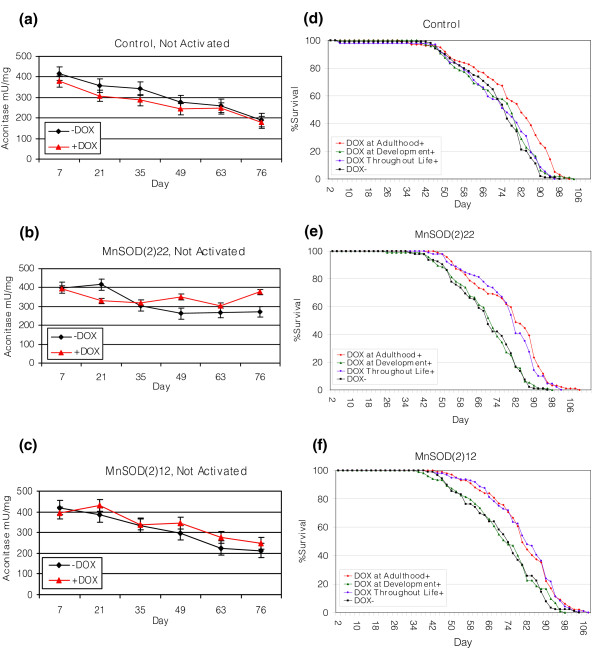
MnSOD over-expression during adulthood is necessary and sufficient for lifespan extension and does not result in increased oxidative stress. **(a-c) **Aconitase enzyme activity measured in mU/mg plotted against age for the following lines: control (a), *MnSOD(2)22 *(b), and *MnSOD(2)12 *(c). **(d-f) **The effect of timing of MnSOD induction on lifespan for control (d), *MnSOD(2)22 *(e) and *MnSOD(2)12 *(f).

**Figure 3:**
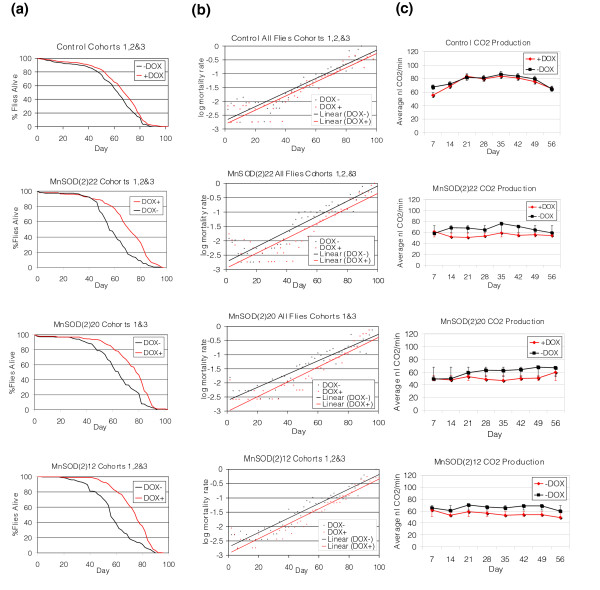
MnSOD over-expression extends *Drosophila *lifespan and alters metabolic rates. For these assays four lines were used: control, *MnSOD(2)22*, *MnSOD(2)20*, and *MnSOD(2)12*. **(a) **The percentage of animals alive is plotted against animal age. **(b) **Plots of log mortality rate against age. **(c) **CO_2 _production as measured by the average nanoliters of CO_2 _produced per minute plotted against age.

### MnSOD over-expression increases neither stress resistance nor oxidative stress

In *Drosophila *and other species the IIS pathway has been shown to negatively regulate both lifespan and stress resistance, but in certain instances these outputs can be uncoupled [19,20,37-40]. MnSOD over-expression yielded no increase in resistance to the stressors hydrogen peroxide, paraquat, 100% oxygen atmosphere, or desiccation (Figures S1-S3 and Table S3 in Additional data file 2). However, MnSOD over-expression resulted in significantly diminished (log-rank test, *p *<< 0.001) thermotolerance with reductions in mean lifespan as large as -31% (basic bootstrap CI, -34% to -28%) for *MnSOD(2)22 *(Figure S4 and Tables S3-S4 in Additional data file 2).

Aconitase is an iron-sulfur cluster enzyme that is exquisitely sensitive to inactivation by oxidative stress [7], and its activity decreases during *Drosophila *aging (Figure 2a–c) [41]. MnSOD over-expression did not result in a significant change in aconitase activity (Table S8 in Additional data file 2), indicating that it does not cause an increase in oxidative stress. Thus, lifespan extension by MnSOD does not appear to involve an oxidative-stress hormesis mechanism, although the possibility that diminished thermotolerance or other types of hormesis contribute to such an effect cannot be excluded.

### MnSOD over-expression results in decreased metabolic rate

Reduced metabolic rates are associated with enhanced longevity in *C. elegans *dauer larvae as well as severe class II mutant IIS adults [42,43]. To assay the effect of MnSOD over-expression on metabolic activity, CO_2 _production was measured weekly throughout the adult lifespan in progeny from lines *MnSOD(2)22*, *20*, *12 *and controls (Figure 3c). DOX had no effect on CO_2 _production in control flies (ANOVA, *p *= 0.29) (Figure S5 and Tables S4-S6 in Additional data file 2). However, a significant decrease in CO_2 _production was observed due to *MnSOD *over-expression (ANOVA, *p *< 0.01). Averaged over the total adult lifespan, DOX caused a change of -17% (basic bootstrap CI, -21% to -13%), -16% (basic bootstrap CI, -22% to -10%) and -16% (basic bootstrap CI, -21% to -12%) in lines *MnSOD(2)22*, *MnSOD(2)20 *and *MnSOD(2)12*, respectively. There were no detectable differences in respiratory quotient (Figures S5-S6 and Tables S5-S7 in Additional data file 2). MnSOD over-expression does not simply cause a general physiological impairment, however, as these flies exhibit normal or even increased total lifetime locomotor activity (C Brown, D Grover, N Hoe, D Ford, S Tavaré and J Tower, submitted).

### MnSOD over-expression induces genome-wide transcriptional changes

The global transcriptional response to MnSOD over-expression was assessed using Affymetrix DrosGenome1 arrays. 

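Sod2, the gene for MnSOD, had RMA values of 8.42, 8.36, 8.47 and 8.42 in the 4 arrays of MnSOD -DOX flies and of 12.57, 12.36, 12.61 and 12.42 in those of MnSOD +DOX flies at day 73. At day 83 the MnSOD +DOX arrays gave 12.24 ± 0.0175 (SD, n = 4). Control flies gave 7.56 ± 0.135 (SD, n = 4) without DOX and 7.94 ± 0.243 (SD, n = 4) with it, as labelled. MnSOD +DOX arrays therefore lay above MnSOD -DOX arrays in all 4, by 4.07 (standard error 0.0941, adjusted p = 3.76e-19) at day 73 and 3.82 (standard error 0.0941, adjusted p = 1.59e-18) at day 83, and each of these differences had the smallest p that 4 arrays against 4 allow (two-sided exact permutation test, p = 0.0286). With DOX in control flies Sod2 was higher by 0.38 (standard error 0.0941, adjusted p = 0.00312), while the exact permutation test gave p = 0.0857. That change was 0.03 (adjusted p = 0.965) without control +DOX replicates 1 to 3 together, which leaves 1 control +DOX array, and 0.07 (adjusted p = 0.795) with a spike-in covariate, alternatives chosen after seeing the data; its call was also lost without control -DOX replicate 2 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0157 to 0.0191). With the DOX change of control flies subtracted, the rise was 3.69 (standard error 0.133, adjusted p = 7.41e-15) at the same chronological age, a 12.9-fold change, and 3.44 at the same physiological age; with the control groups exchanged these are 4.45 and 4.20. The transgene product thus checks the labels of the MnSOD arrays and not those of the control arrays.

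**Figure D2:**
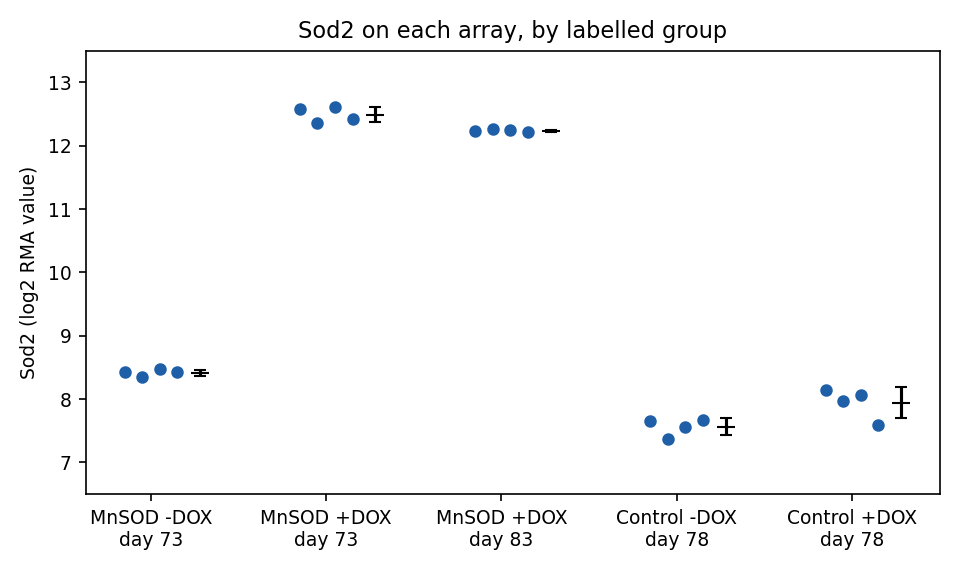
Log2 RMA value of Sod2 on each of the 20 arrays, by labelled group. Points are arrays, and bars with error bars give the mean and SD of 4 arrays. MnSOD +DOX arrays lie near 12.49 and MnSOD -DOX arrays near 8.42.

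RNA of 30 adult males per sample was hybridized to 20 DrosGenome1 arrays, 4 for each of 5 groups. The groups are progeny of MnSOD(2)22 (the MnSOD line) or Oregon R (control flies) crossed to rtTA(3)E2, fed 0 or 240 μg/ml DOX. The paper gives day 78 for both control groups, while their sample labels give day 73; both give day 73 and day 83 for the MnSOD line. The labels call the replicates biological, but nothing says that they came from separate cultures, so p-values measure only the spread between these samples. The authors normalized the arrays by RMA in affy and deposited 1 table of log2 values; intensities before RMA were not analysed here. All 20 arrays entered a single limma fit with 5 group means, and a probe set was called at adjusted p under 0.01 and a fold of at least 1.2, as the Methods state. The fit gives each probe set 1 spread for all groups. Control arrays deviated more from their group mean than MnSOD arrays at day 73. A direct day 73 change that did not pass could therefore pass with only its own groups in the fit. Gene lists were fixed before the data were examined, except that values of many immune genes had been seen in Additional data file 3. Lists of genes the paper names were chosen by the study. Some of the fixed lists also hold genes that the paper names as changed on these arrays, so their tests are not independent of the study's choice. A DOX-corrected change is the change of the MnSOD line minus that of control flies, as labelled; a direct change leaves the control flies out. Array medians ran from 5.49 to 5.68 and correlations between arrays from 0.957 to 0.997. Control +DOX arrays differed from control -DOX arrays in 3′ minus 5′ signal of the control transcripts by -0.81 (two-sided exact permutation test, p = 0.0286). Their mean of 9 bacterial spike-in probe sets differed by -1.23 (exact permutation test, p = 0.114), with 8.41, 7.98, 8.09 and 9.69 on control +DOX replicates 1 to 4, and 18S rRNA probe sets averaged 8.84, 3.94, 5.44 and 3.37 on them. The annotation used here names 1 gene for 12444 probe sets, several for 327 and lists none for 1239.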

To control for the effect of an approximately 20% delay in aging caused by MnSOD over-expression, cohorts of MnSOD transgenic flies treated with or without DOX were sampled at the same chronological age (day 73, corresponding to approximately 50% survival for -DOX flies) as well as, at the same 'physiological age' (approximately 50% survival, day 73 for -DOX flies and day 83 for +DOX flies) (Figure 4a). To control for the effect of DOX, control flies treated with or without DOX were sampled at the same chronological age (day 78, corresponding to approximately 50% survival of -DOX flies).

**Figure 4:**
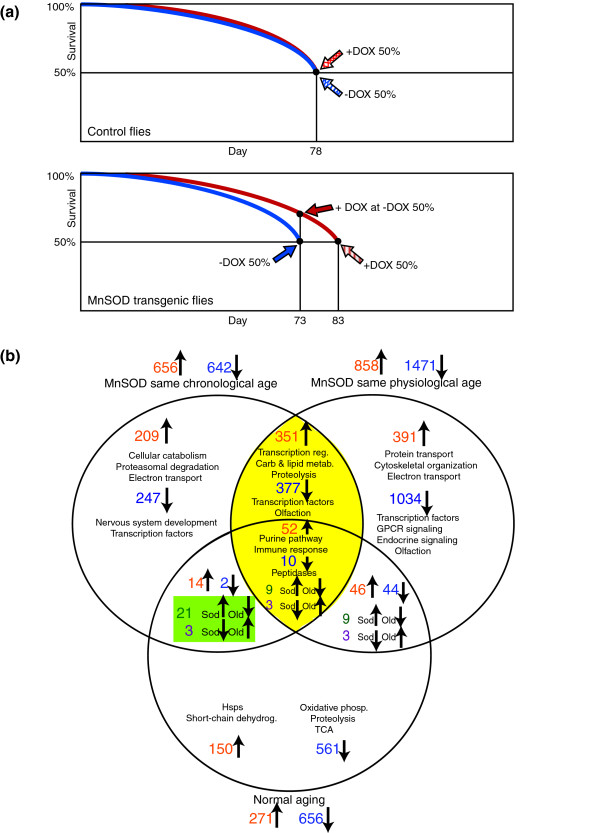
Similarities and differences in the gene expression profiles of MnSOD over-expressing and aging in *Drosophila*. **(a) **Diagram of sampling points for the transgenic and control flies used in the gene expression profiling studies. For the control, treated (+DOX) and untreated (-DOX) flies were sampled at the 50% survival of the untreated sample, which was also approximately the 50% survival point of the treated flies. For the transgenic line, untreated flies (-DOX) were sampled at their 50% survival and a sample was also taken for DOX treated (+DOX) flies at the same time point (same chronological age). An additional sample was taken for the treated flies (+DOX) at their 50% survival (same 'physiological age'). **(b) **Venn diagram depicting gene expression changes due to MnSOD over-expression and the overlap with those that occur during normal aging [10]. Yellow highlighting indicates genes whose expression levels are altered at both time points. Green shading indicates genes identified as potential biomarkers of aging. Orange or blue text denotes genes up- or down-regulated, respectively, in a given condition or in the same direction in multiple conditions. Green or purple text denotes genes up- or down-regulated, respectively, in MnSOD over-expressing flies when the direction of change is opposite in old flies. Several representative functional categorizations are noted for the various gene sets. GPCR, GTP-binding protein-coupled receptor; Hsp, heat shock protein; TCA, tricarboxylic acid cycle.

Assuming that MnSOD simply extends lifespan and the normal time course of gene expression changes, genes that are differentially expressed between control and long-lived flies of the same chronological age should include both the targets of MnSOD as well as potential biomarkers of aging that scale with 'physiological age'. Here, biomarkers would represent genes that normally increase or decrease in expression during aging, but have had their time course delayed by approximately 20%. At the same 'physiological age', gene expression changes should include both the targets of MnSOD as well as any alterations that do not simply represent a delay in normal aging patterns, such as genes whose expression scales with chronological age. Genes whose expression is altered (in the same direction) at the same chronological age and the same 'physiological age' should represent the primary true targets of MnSOD.

Transcriptional profiling was used to determine the extent to which the data match or depart from this simple predicted pattern. In flies of the same chronological age, MnSOD over-expression caused the up-regulation of 656 genes, and the down-regulation of 642 genes, while at the same 'physiological age' MnSOD resulted in 858 and 1,471 genes being up- and down-regulated, respectively (Figure 4b and Additional data file 4). 

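CG1648 and CG12057, genes with no named product in the annotation used here, rose in the MnSOD line at day 73 by 0.91 (standard error 0.0896, adjusted p = 1.26e-06) and 0.89 (standard error 0.137, adjusted p = 0.000456) in limma. Their DOX-corrected rises were 1.85 and 2.07, because both were lower with DOX in control flies, at -0.94 and -1.18. CG13947, another gene without a named product, fell, at -2.97 (standard error 0.222, adjusted p = 1.35e-08) directly and -4.73 after correction. The corrected changes of CG1648 and CG12057 with the control groups exchanged were -0.03 (adjusted p = 0.872) and -0.29 (adjusted p = 0.251), and CG13947 stood at -1.22 (adjusted p = 0.00904). The antimicrobial peptide gene DptB had the largest corrected fall among probe sets naming 1 gene, -6.76 (standard error 0.445, adjusted p = 1.75e-10); with the control groups exchanged its change was 1.67 (adjusted p = 0.0108). At the same physiological age CG14742, of unnamed product, had a corrected rise of 2.62 (standard error 0.355, adjusted p = 1.41e-05), with -1.68 in control flies and 0.94 (adjusted p = 0.011) in the MnSOD line; that direct change passed without control -DOX replicate 1, control +DOX replicates 3 and 4 and MnSOD +DOX day 83 replicate 4, each left out alone (adjusted p = 0.000361 to 0.00997). With the groups exchanged its corrected change was -0.74 (adjusted p = 0.104). By the labels, 311 probe sets rose and 530 fell at the same chronological age after DOX correction, and 1139 rose and 1329 fell at the same physiological age. With the control groups exchanged the counts were 656 and 642, and 858 and 1471. Without any correction 28 rose and 65 fell at day 73, and 422 rose and 877 fell at day 83. In control flies with DOX 1692 were higher and 1980 lower by the labels. These counts depend on the spread that the fit shares over all groups. With only the groups of each contrast in the fit, 347 changed directly at day 73 and 990 at day 83. In that setting 777 were higher and 553 lower with DOX in control flies. Control +DOX replicates 1 to 3 had a lower spike-in signal than replicate 4, and 2 alternatives chosen after seeing the data bear on this: without the 3 together, which leaves 1 control +DOX array, 55 were higher and 9 lower with DOX in control flies, 37 rose and 104 fell at the same chronological age and 96 rose and 203 fell at the same physiological age. The spike-in mean of each array as a covariate gave 80 and 21, 95 and 180, and 334 and 483. Of 287 values of genes named in this text, 83 and 75 lost their call under these alternatives. Centring each array on its median moves the share higher from 46.1% to 61.7% (2167 and 1344) with DOX in control flies, and from 37.0% to 21.2% (199 and 740) at the same chronological age. Leaving out arrays singly, the count that rose at the same chronological age was 163 to 204 without control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 to 3 and MnSOD +DOX day 73 replicates 2 and 3 and 489 to 1095 without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, and the count that fell was 350 without MnSOD +DOX day 73 replicate 3 and 1090 without control +DOX replicate 4. At the same physiological age the count that rose was 1771 without control +DOX replicate 4. The direct day 83 count was 719 to 856 without MnSOD -DOX replicates 1 to 4. Under DOX in control flies the count higher was 1039 to 1096 without control +DOX replicates 1 and 3, and the count lower 979 to 1097 without control +DOX replicates 1 and 3.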

In line with the prediction that these genes include the true targets of MnSOD, none was found to have opposing patterns of expression between the two sampling time points, while 412 and 390 were up- or down-regulated in both cases. 

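ImpL3 and Cyp6d5, which encode lactate dehydrogenase and a cytochrome P450, rose with Sod2 at the same chronological age under either naming of the control groups. ImpL3 rose in the MnSOD line by 0.51 (standard error 0.0832, adjusted p = 0.00077) at day 73 and 0.71 (standard error 0.0832, adjusted p = 6.48e-06) at day 83, against 0.03 (adjusted p = 0.785) with DOX in control flies. Cyp6d5 rose by 0.46 (standard error 0.0788, adjusted p = 0.00146) and 0.44 (standard error 0.0788, adjusted p = 0.000559), against -0.0018 (adjusted p = 0.987). Their DOX-corrected rises were 0.48 (adjusted p = 0.00828) and 0.46 (adjusted p = 0.00774). The corrected ImpL3 call was lost without control -DOX replicates 1 to 4, control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicate 4, each left out alone (adjusted p = 0.0101 to 0.0222). That of Cyp6d5 was lost without control -DOX replicates 2 to 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1, 3 and 4 and MnSOD +DOX day 73 replicates 1 to 4, each left out alone (adjusted p = 0.0112 to 0.0221), and its direct day 73 call without MnSOD -DOX replicates 1 and 3, each left out alone (adjusted p = 0.0101 to 0.0115). Both corrected calls were also lost without control +DOX replicates 1 to 3 together (adjusted p = 0.0556 and 0.158) and with the spike-in covariate (adjusted p = 0.0103 and 0.0489). Against control +DOX arrays alone, Cyp6d5 stood at -0.02. Of the 311 and 530 probe sets called at the same chronological age, 3 that rose and 5 that fell were called the same way with the control groups exchanged, and 274 the opposite way. By the labels 256 probe sets rose and 488 fell at both ages, and none changed in opposite directions in limma, where 4805 and 6251 passed an unadjusted p under 0.05; with the control groups exchanged 412 rose and 390 fell at both, with none opposite. Leaving out arrays singly, the count that rose at both ages was 131 to 167 without control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 3 and MnSOD +DOX day 73 replicates 2 and 3 and 386 to 880 without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, and the count that fell 975 without control +DOX replicate 4. Without control +DOX replicates 1 to 3 together 27 rose and 91 fell at both ages, and 77 and 169 with the spike-in covariate. Both contrasts contain the same MnSOD -DOX and control arrays. Across probe sets, which are not independent replicates, they correlated at r = 0.911 with a covariance of 0.166, against 0.751 and 0.0160 in 20 simulations of unchanged groups with the same controls, where none was called at both. The simulations gave all groups 1 spread per probe set, whereas the spread of the real arrays differed between groups, so these values are approximate. Independent lists of these sizes would share 25.3 that rose, 50.3 that fell and 72.6 opposite. With different arrays of each shared group used at each age, over 36 splits, the median covariance was 0.150 and at most 1 probe set was opposite. This removes shared noise and keeps the control difference that both contrasts subtract, which the simulated groups do not hold. Likeness of the 2 ages is therefore partly built in. The direct changes, which leave control flies out and share the MnSOD -DOX arrays, had a covariance of 0.0232 (r = 0.605). Of these, 20 rose and 58 fell at both ages, with none opposite. The paper reasons that genes changed alike at both ages should be the primary targets of MnSOD, and reads the lack of opposing changes as matching its prediction that these genes include them.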

A number of genes were only differentially expressed at one of the time points assayed. For example, of the 656 and 642 genes up- and down-regulated at the same chronological age, 244 and 252, respectively, were not identified as differentially expressed at the same 'physiological age'. Such genes may consist of both potential biomarkers of aging as well as true MnSOD targets that are not detected at the later time point because they demonstrate complex time-dependent modes of regulation. Likewise, 446 and 1,081 genes were identified as up- and down-regulated, respectively, when flies were sampled at the same 'physiological age', but not at the same chronological age. These genes may represent aspects of normal aging that are not delayed by MnSOD as well as any targets of MnSOD that have delayed induction.

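Of 16 probe sets for genes that the paper names as candidate aging biomarkers, 5 were higher and 2 lower with DOX in control flies by the labels, and Pax, the paxillin gene, was among the higher. After DOX correction at the same chronological age 2 fell and none rose, against 12 that rose and 3 that fell with the control groups exchanged. Directly, in the MnSOD line alone, 1 rose at day 73, EbpII, an ejaculatory bulb protein gene, and 1 fell, CG11854. The study chose these genes from these arrays, so their direction is not independent evidence. The counts rest on single arrays: each left out alone, the number higher with DOX was 1 to 3 without control -DOX replicates 2 and 3 and control +DOX replicates 1 to 3 and 9 without control +DOX replicate 4, the number lower 1 without control -DOX replicates 2 and 4 and control +DOX replicates 1 and 3, and the number that fell after correction 1 without control -DOX replicates 2 to 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 2 to 4. EbpII was no longer called without control -DOX replicates 2 and 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicate 3. Over all probe sets, 55 rose and 42 fell by the labels at the same chronological age without being called at the same physiological age; with the control groups exchanged these were 244 and 252. The label counts rest on single arrays too. Without control +DOX replicate 4, 1095 rose and 1090 fell at the same chronological age, 880 and 975 of them at both ages. All 55 and all 42 had the same sign at the other age, where 43 and 36 passed an unadjusted p under 0.05. Their median was 0.55 against 0.34 at the other age for the risers, and -0.61 against -0.38 for the others. This agreement is partly built in, since both contrasts hold the same MnSOD -DOX and control arrays. In simulated unchanged groups 77% of all probe sets had the same sign at the 2 ages. A direct test of day 83 against day 73 in MnSOD +DOX flies called 5 of the 55 and 4 of the 42, and 19 of the 244 and 21 of the 252.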

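Cyp28a5, a cytochrome P450 gene, and Jon25Bii, a Jonah serine protease gene, changed at day 83. Cyp28a5 rose by 0.74 (standard error 0.089, adjusted p = 8.11e-06) directly and by 0.92 after DOX correction, with -0.17 (adjusted p = 0.111) for DOX in control flies. Jon25Bii fell, at -1.37 (standard error 0.181, adjusted p = 2.47e-05) directly and -1.25 after correction, with -0.12 (adjusted p = 0.604) in control flies. Against control +DOX arrays alone Jon25Bii stood at 0.33 (adjusted p = 0.172). By the labels 883 probe sets rose and 841 fell at the same physiological age only, and 446 and 1081 with the control groups exchanged. Of the 883, 880 had the same sign at the same chronological age and 702 passed an unadjusted p under 0.05 there. Of the 841 these were 827 and 586. Part of this agreement is built in, since both contrasts hold the same MnSOD -DOX and control arrays. Day 83 differed from day 73 in MnSOD +DOX flies, by its own limma test, for 77 of the 883 and 159 of the 841. With the control groups exchanged that test called 45 of 446 and 157 of 1081. Being called at a single age therefore came with a called difference between days for a minority of these probe sets.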

These genes were mapped onto the Gene Ontology (GO) [44] classification of molecular function, biological process, and cellular compartment as a means of assessing functional profiles. Statistically overrepresented functional categories were identified using GOstat [45,46], which calculates a false discovery rate (FDR)-corrected *p *value based on a Chi-square test of whether the observed numbers of counts could have resulted from randomly distributing a particular GO term between the gene set of interest and the reference group. The statistical significance of the overlap between various gene sets was evaluated by computing the *p *value representing the probability of obtaining more than the observed number of overlaps by chance under a hypergeometric distribution, and was further assessed for several gene sets by Monte Carlo simulations.

### Candidate aging biomarkers include carbohydrate metabolism and electron transport genes

One type of aging biomarker might be a gene whose expression increases (or decreases) dramatically due to aging. An intervention that delays aging should delay the time course of gene induction, and such a biomarker would then be scored as up-regulated (or down-regulated) by the intervention. Of the 244 genes that are up-regulated in long-lived versus control flies of the same chronological age, but that are not altered in flies of the same 'physiological age', 21 (approximately 9%) have opposing patterns of expression to that of normal aging [10]. The *p *value associated with the null hypothesis that this overlap occurred by chance suggests rejection of the null in support of the alternative hypothesis that the overlap is non-random (*p *< 0.005; Additional data file 5). Examination of GO annotations revealed that this suite of candidate biomarkers is enriched for genes involved in the generation of precursor metabolites and energy (GO: 006091; *p *< 0.002), such as those encoding the glycolytic enzymes pyruvate kinase (CG12229), fructose-bisphosphate aldolase (*delilah*), trehalose-phosphatase (CG5177), and L-iditol 2-dehydrogenase (CG4836) (Figure 5). 

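CG12229, a pyruvate kinase gene, stood at 0.37 (standard error 0.136, adjusted p = 0.0313) with DOX in control flies and at 0.39 (standard error 0.136, adjusted p = 0.211) in the MnSOD line at day 73, neither of which passed limma's threshold. CG5177, for trehalose-phosphatase, was higher with DOX in control flies by 0.45 (standard error 0.119, adjusted p = 0.00448) and stood at 0.20 (adjusted p = 0.663) in the MnSOD line. CG4836, for L-iditol 2-dehydrogenase, stood at 0.09 (adjusted p = 0.432) and 0.40 (adjusted p = 0.0202). After DOX correction CG5177 stood at -0.26 (adjusted p = 0.283), and with the control groups exchanged at 0.65 (adjusted p = 0.00919). The DOX call of CG5177 was lost without control -DOX replicate 2 and control +DOX replicates 1 to 3, each left out alone (adjusted p = 0.0114 to 0.0256), and CG12229 passed with DOX without control +DOX replicate 4 (adjusted p = 0.00111).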

Several genes involved in electron transport chain were also identified, including cytochrome-c oxidase subunit Va (*CoVa*) and NADH dehydrogenase (ubiquinone; CG9140) as was *kitty *(CG9314), which encodes a protein with predicted catalase activity. 

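COX5A and ND-51, the genes given as CoVa and CG9140, encode subunits of cytochrome-c oxidase and of NADH dehydrogenase. At day 73 they stood at 0.26 (standard error 0.101, adjusted p = 0.302) and 0.28 (standard error 0.109, adjusted p = 0.316), and with DOX in control flies at 0.32 (standard error 0.101, adjusted p = 0.0137) and 0.34 (standard error 0.109, adjusted p = 0.0165); none of these passed in limma. CatB, the name here of CG9314, with predicted catalase activity, stood at 0.31 (adjusted p = 0.375) and 0.42 (adjusted p = 0.014). The signs are the same in both lines, so subtracting the DOX change of control flies brings them toward 0, and exchanging the control groups adds them. With DOX in control flies COX5A passed without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.000118 to 0.00889), ND-51 without control +DOX replicate 4 (adjusted p = 0.000141) and CatB without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00228 to 0.0052).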

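CG11854 fell in the MnSOD line at day 73, at -1.29 (standard error 0.113, adjusted p = 2.18e-07), while it was higher with DOX in control flies by 0.47 (standard error 0.113, adjusted p = 0.0025) according to the labels; the annotation used here gives no product for it. Its DOX-corrected fall was -1.76 (standard error 0.16, adjusted p = 5.8e-08), and it was also called lower with the control groups exchanged. BomS5, given in the paper as CG15065, belongs to a family of short immune-induced peptides and was lower with DOX in control flies, -0.34 (standard error 0.0851, adjusted p = 0.00311), with -0.16 (adjusted p = 0.557) in the MnSOD line. Its DOX-corrected change was 0.18 (adjusted p = 0.291), and -0.50 (adjusted p = 0.00632) with the control groups exchanged. The probe set that the paper names without a gene, which the annotation does not list, was lower with DOX in control flies, at -0.49 (standard error 0.106, adjusted p = 0.00117) and stood at -0.12 (adjusted p = 0.856) in the MnSOD line. For CG11854 the DOX call was lost without control -DOX replicates 2 and 3 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0108 to 0.0149), and that of BomS5 without control -DOX replicates 2 and 4 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0122 to 0.0183).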

Three additional genes of unknown function (CG11854, CG15065, 151431_at) were down-regulated due to MnSOD over-expression, but up-regulated during normal aging. Thus, out of 496 changes in gene expression observed in long-lived MnSOD over-expressing flies, 24 (approximately 5%) were in the opposite direction to a change observed for those same genes during normal aging [10] (Figure 4b), consistent with a true delay in physiological aging.

**Figure 5:**
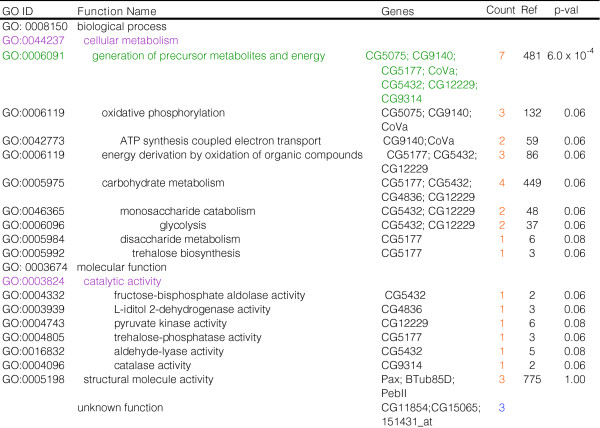
Candidate biomarkers of 'physiological age' include a highly regulated set of energy metabolism genes. GO classifications and functional overrepresentation of aging biomarkers. Orange or blue text denotes up- or down-regulated genes, respectively. 'Count' refers to the number of genes in the gene set belonging to a particular GO category. 'Ref' refers to the number of genes belonging to a particular GO category represented in the reference list (DrosGenome1 array).

### The targets of MnSOD over-expression share features with normal aging patterns

Genes that are differentially expressed between control and long-lived flies at both time points should represent the true targets of MnSOD. Surprisingly, a significant number of these genes were found to exhibit a similar change in expression during normal aging, being up-regulated in both conditions (*p *<< 0.001). Specifically, 52 genes exhibited this pattern and this list was enriched for genes involved in the defense response (*p *< 0.002), including those involved in the immune response (*AttB*, *Rel*, *Im2*, *PGRP-SD*, *PGRP-LB*, *TepII*), stress response (*hsp90*), and detoxification (*GstE1*, CG5224). Additionally, there was enrichment for genes involved in amino acid metabolism (*p *< 0.05) and aromatic compound metabolism (*p *< 0.001), such as purine (*ade2*, *ade3*, *ade5*, *CG11089*, *CG66657*), folate (*pug*, *Nmdmc*), and pyrimidine (CG8353, CG17224) metabolism genes. 

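Rel, which encodes the NF-κB factor Relish, and TepII, for a thioester-containing defence protein, were higher with DOX in control flies by 1.48 (standard error 0.131, adjusted p = 4.39e-08) and 0.71 (standard error 0.0914, adjusted p = 1.07e-05) according to the labels, and did not pass in the MnSOD line at day 73, at -0.11 (adjusted p = 0.934) and 0.04 (adjusted p = 0.976). PGRP-LB, for a peptidoglycan-cleaving enzyme, was higher in control flies by 1.57 (standard error 0.0903, adjusted p = 5.51e-11) and fell in the MnSOD line, at -0.66 (standard error 0.0903, adjusted p = 0.000105). After DOX correction Rel fell by 1.58 (standard error 0.185, adjusted p = 2.7e-06) and PGRP-LB fell by 2.23 (standard error 0.128, adjusted p = 3.53e-11), and with the control groups exchanged they rose by 1.37 (adjusted p = 0.000267) and 0.92 (adjusted p = 0.000363). BomS2, the name here of Im2, stood at 0.33 (adjusted p = 0.0281) with DOX in control flies, passing there without control +DOX replicate 4 (adjusted p = 0.00528), and at 0.33 (adjusted p = 0.237) in the MnSOD line. For the genes that the paper names here 14 probe sets were found, those of PGRP-SD and TepII through the additional data files. Of these 14, 10 fell and none rose at the same chronological age after correction, and 14 rose with the control groups exchanged. Directly, 2 fell in the MnSOD line at day 73 and none rose in limma, where 4 were higher and 6 lower at an unadjusted p under 0.05. The study selected these genes on these arrays, which makes their direction no independent evidence.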

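Pfas and Gart, the names here of ade2 and ade3, encode enzymes of purine synthesis and were higher with DOX in control flies by 1.63 (standard error 0.125, adjusted p = 3.9e-09) and 1.45 (standard error 0.128, adjusted p = 4.39e-08) according to the labels. Direct day 73 values were -0.32 (adjusted p = 0.32) and -0.46 (adjusted p = 0.0812). Nmdmc, for a folate enzyme, was higher in control flies by 1.19 (standard error 0.175, adjusted p = 4.81e-05) and stood at 0.63 (adjusted p = 0.0823) in the MnSOD line, in the same direction. The pyrimidine genes CG8353 and CG17224 were higher in control flies by 1.21 (standard error 0.196, adjusted p = 0.00011) and 0.69 (standard error 0.102, adjusted p = 4.95e-05), against -0.09 (adjusted p = 0.974) and -0.03 (adjusted p = 0.985) in the MnSOD line. After DOX correction at the same chronological age Pfas fell by 1.94 and Gart fell by 1.91, while Nmdmc stood at -0.55 (adjusted p = 0.12); with the control groups exchanged the corrected changes were 1.31, 0.98 and 1.82. Of 12 purine and folate probe sets, 10 were higher with DOX in control flies, and 10 when adjusted over the list alone, with a median of 0.92 and camera adjusted p = 2.99e-11 (adjusted p = 0.0425 with an estimated correlation). After correction 8 fell, 9 when adjusted over the list alone, with a median of -1.08 and adjusted p = 8.53e-15 (adjusted p = 0.0158); exchanged, 8 rose, 10 when adjusted over the list alone. Directly limma called none of the 12, of which 1 was higher and 6 lower at an unadjusted p under 0.05 and 1 rose and 4 fell when adjusted over the list alone. The camera test of that direct change gave adjusted p = 0.000348, lower, and adjusted p = 0.268 with an estimated correlation. This list holds genes that the paper names as changed on these arrays, so its tests are no independent evidence.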

Ten other genes were found to be down-regulated in both conditions. Although long-lived MnSOD over-expressing flies did not demonstrate an oxidative-stress hormesis response, the fact that so many gene expression changes were common to normal aging and involved in organismal defense raises the possibility of a more general hormesis-like mechanism.

A significant number of genes altered between control and long-lived flies of the same 'physiological age', but not the same chronological age, were also found to share the same pattern of expression during normal aging and may represent aspects of normal aging that are not delayed by MnSOD (Figure 4b). The 46 genes up-regulated in this set (*p *<< 0.001) included several immune response genes (*AttA*, *Drs*, *Def*, *IM1*), cytochrome P450s (*Cyp6a9*, *Cyp6a13*, *Cyp28a5*) as well as genes encoding the heat shock proteins Hsp26, Hsp68, and Hsp22. 

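Def and Drs fell in the MnSOD line at day 83 against -DOX flies at day 73, at -1.84 (standard error 0.225, adjusted p = 1.11e-05) and -1.12 (standard error 0.153, adjusted p = 3.24e-05). After DOX correction Def fell by 5.12 (standard error 0.318, adjusted p = 5.98e-11) by the labels, and rose by 1.44 (adjusted p = 0.00255) with the control groups exchanged. Cyp6a9, a cytochrome P450 gene, rose directly at day 83 by 0.54 (standard error 0.105, adjusted p = 0.00123), against 0.05 (adjusted p = 0.712) with DOX in control flies. Hsp26, for a small heat shock protein, rose by 0.43 (standard error 0.0971, adjusted p = 0.00368) and stood at 0.28 (adjusted p = 0.0235) in control flies, with a corrected change of 0.15 (adjusted p = 0.414). Hsp68 was higher with DOX in control flies by 0.42 (standard error 0.11, adjusted p = 0.0044), and in the MnSOD line at day 83 it stood at 0.27 (adjusted p = 0.0787). The day 83 call of Hsp26 was lost without MnSOD -DOX replicates 2 and 4 and MnSOD +DOX day 83 replicates 2 and 4, each left out alone (adjusted p = 0.0114 to 0.0176), and the DOX call of Hsp68 without control -DOX replicates 2 and 3 and control +DOX replicates 2 and 3, each left out alone (adjusted p = 0.0123 to 0.0211); Hsp26 passed with DOX without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00182 to 0.00955). Of 14 heat shock probe sets, 4 rose directly at day 83 and none fell, and 4 when adjusted over the list alone, with a median of 0.23 and camera adjusted p = 0.000109 (adjusted p = 0.395 with an estimated correlation). After DOX correction 3 rose and 1 fell by the labels, and 7 rose with the control groups exchanged; the number that rose was 1 without control -DOX replicates 2 and 4, control +DOX replicates 2 and 3, MnSOD -DOX replicates 2 and 4 and MnSOD +DOX day 83 replicates 2 to 4 and the number that fell 0 without MnSOD -DOX replicate 1 and 2 without control +DOX replicate 4, each array left out alone. Hsp22 is named only by probe sets that name several genes, which were not used here.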

Increased *hsp22 *mRNA levels in response to MnSOD over-expression were also confirmed by Northern blot analysis (Figure 1). 

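Jon25Bi, a serine protease gene of the Jonah family, fell in the MnSOD line at day 83 against -DOX flies at day 73, at -1.10 (standard error 0.147, adjusted p = 2.79e-05), with -0.18 (adjusted p = 0.324) for DOX in control flies. The family member Jon74E rose, by 0.62 (standard error 0.0912, adjusted p = 8.44e-05) directly and 1.39 after DOX correction, and was lower with DOX in control flies, at -0.77 (standard error 0.0912, adjusted p = 3.25e-06); with the control groups exchanged its corrected change was -0.16. Acp62F and Acp36DE, which encode accessory gland peptides, fell directly, at -0.60 (standard error 0.0916, adjusted p = 0.000111) and -0.71 (standard error 0.132, adjusted p = 0.000826), with 0.11 (adjusted p = 0.318) and 0.02 (adjusted p = 0.934) in control flies. After correction Acp36DE fell by 0.72 (adjusted p = 0.00563), a call lost without control -DOX replicates 2 and 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 1, 2 and 4 and MnSOD +DOX day 83 replicates 2 and 3, each left out alone (adjusted p = 0.011 to 0.0143). Of 14 Jonah probe sets 5 fell and 1 rose directly at day 83, 5 and 1 when adjusted over the list alone, with a median of -0.28 and camera adjusted p = 0.0149 (adjusted p = 0.694 with an estimated correlation). After correction 2 fell and 1 rose by the labels, against 9 that fell with the control groups exchanged; the label count that fell was 4 without MnSOD +DOX day 83 replicate 4, and the count that rose 2 without control +DOX replicate 4, MnSOD +DOX day 73 replicate 4 and MnSOD +DOX day 83 replicate 3, each array left out alone. In control flies with DOX 7 were lower, a count of 2 to 4 without control -DOX replicates 1 and 3 and control +DOX replicates 1 to 3, each left out alone. Of 16 accessory gland probe sets, which include the cuticle gene Acp65Aa by its name, 8 fell directly at day 83, 9 when adjusted over the list alone, with a median of -0.40 and camera adjusted p = 1.01e-05 (adjusted p = 0.395). That count was 5 without MnSOD -DOX replicates 1 to 4 and MnSOD +DOX day 83 replicate 2, each left out alone. In the same comparison 10 of 26 testis probe sets rose, with a median of 0.28, and the 3′ minus 5′ signal of the control transcripts was higher by 0.27 (two-sided exact permutation test, p = 0.0286). The paper names Jonah genes, Acp62F and Acp36DE as lowered at this age on these arrays. Tests of the Jonah and accessory gland lists are therefore no independent evidence.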

Amongst the 44 down-regulated genes (*p *= 0.70), many encode peptidases, including seven of the *Jonah *genes and the accessory gland-specific peptide genes *Acp62F *and *Acp36DE*. Genes altered in MnSOD over-expressing flies at the same 'physiological age' (but not chronological age) also included many (391 up-regulated and 1,034 down-regulated) that are not normally altered with age (Figure 4b). 

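Akt, the kinase gene written Akt1 in the paper, was higher with DOX in control flies by 0.46 (standard error 0.117, adjusted p = 0.00364) according to the labels, and bsk, for the JNK kinase, stood at 0.18 (adjusted p = 0.0738). In the MnSOD line at day 83 against -DOX flies at day 73, Akt stood at 0.14 (adjusted p = 0.413) and bsk at 0.26 (adjusted p = 0.0293), and neither passed in limma. After DOX correction Akt stood at -0.32 (adjusted p = 0.139), and at 0.60 (adjusted p = 0.00915) with the control groups exchanged. With DOX, the call of Akt was lost without control -DOX replicate 2 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0106 to 0.0198). Of 14 insulin and TOR probe sets, which include torso under the symbol tor, limma called none directly at day 83, where 4 were higher and 0 lower at an unadjusted p under 0.05. After correction at the same physiological age 2 rose and 1 fell by the labels, with 2 and 1 when adjusted over the list alone, and 3 rose and 1 fell with the groups exchanged. The label count that rose was 0 to 1 without control -DOX replicates 1 to 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 3 and 4, and the count that fell 0 without control -DOX replicates 1 to 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4 and MnSOD +DOX day 83 replicate 1, each array left out alone. Pi3K21B, Rheb and Thor are not named in the annotation used here.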

Interestingly, the up-regulated genes include ones implicated in longevity determination via the IIS pathway, such as the phosphoinositide 3-kinase (PI3K) genes *Pi3K21B *and *Akt1*, as well as *Rheb*, *d4E-BP *(*Thor*), and the *Drosophila *JNK homologue *bsk *[47]. Also notable was the up-regulation of the gene encoding HMG coenzyme-A synthase, an enzyme implicated in juvenile hormone biosynthesis and recently linked to the IIS pathway [48]. 

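Hmgs, for HMG coenzyme-A synthase, rose in the MnSOD line at day 83 against -DOX flies at day 73 by 0.43 (standard error 0.0908, adjusted p = 0.00202) in limma, and stood at 0.06 (adjusted p = 0.621) with DOX in control flies. Its DOX-corrected change at the same physiological age was 0.38 (adjusted p = 0.0273) by the labels, which did not pass, and it was called higher with the control groups exchanged. The direct call was lost without MnSOD -DOX replicate 1 (adjusted p = 0.0106), and the corrected change passed without control -DOX replicate 3 (adjusted p = 0.00374).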

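Nplp3, a neuropeptide precursor gene, and sad, for an ecdysteroid hydroxylase, fell in the MnSOD line at day 83 against -DOX flies at day 73, at -0.90 (standard error 0.119, adjusted p = 2.51e-05) and -0.37 (standard error 0.0777, adjusted p = 0.00226). EcR, for the ecdysone receptor, stood at -0.34 (standard error 0.0937, adjusted p = 0.0122) in this comparison and did not pass in limma. Under DOX in control flies EcR stood at -0.27 (adjusted p = 0.0253), Nplp3 at -0.34 (adjusted p = 0.0243) and sad at -0.06 (adjusted p = 0.523). After DOX correction Nplp3 stood at -0.56 (adjusted p = 0.0141) and EcR at -0.08 (adjusted p = 0.673) according to the labels, and at -1.24 (adjusted p = 0.000108) and -0.61 (adjusted p = 0.00226) with the control groups exchanged. The day 83 call of sad was lost without MnSOD -DOX replicate 1 (adjusted p = 0.0103), and EcR passed there without control -DOX replicates 1 and 2 and control +DOX replicate 4, each left out alone (adjusted p = 0.00722 to 0.00981). With DOX, EcR passed without control +DOX replicate 4 (adjusted p = 0.00583) and Nplp3 without control +DOX replicate 2 (adjusted p = 0.00627); the corrected Nplp3 change passed without control +DOX replicate 1 and MnSOD +DOX day 83 replicate 4, each left out alone (adjusted p = 0.00354 to 0.00472). Of 6 probe sets for endocrine genes named in the paper here, limma called none after correction by the labels, where 0 were higher and 2 lower at an unadjusted p under 0.05, and 6 lower with the control groups exchanged; the study picked these genes on these arrays. Of 30 ecdysone and juvenile hormone probe sets, 3 rose and 1 fell by the labels, 2 and 0 when adjusted over the list alone, and 3 rose and 6 fell exchanged. The fall by the labels was lost without control -DOX replicates 1 to 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1, 2 and 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 2 to 4.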

The gene encoding the ecdysone receptor (EcR) was down-regulated in MnSOD over-expressing flies relative to controls of the same 'physiological age' along with numerous other genes involved in endocrine activity, such as ecdysteroid hydroxylase (*sad*), ecdysone-induced genes (*Eip74EF*, *Eig71Ec*, *Edg84A*, *ImpE1*), insulin-like peptide-4 (*Ilp4*), and the neuropeptides (*Nplp4*, *Nplp3*). 

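Expression of sra, whose product regulates the phosphatase calcineurin, rose in the MnSOD line at day 83 against -DOX flies at day 73 by 0.50 (standard error 0.11, adjusted p = 0.00301) in limma. With DOX in control flies sra was higher by 0.42 (standard error 0.11, adjusted p = 0.00475) according to the labels, so its DOX-corrected change at the same physiological age was 0.08 (adjusted p = 0.699); it was called higher with the control groups exchanged. The direct call was lost without MnSOD -DOX replicates 1, 2 and 4 and MnSOD +DOX day 83 replicate 2, each left out alone (adjusted p = 0.0103 to 0.0127), and the DOX call without control -DOX replicates 2 and 3 and control +DOX replicates 1 to 3, each left out alone (adjusted p = 0.0111 to 0.0253).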

The *Drosophila *gene *sarah *(CG6072) was also up-regulated in long-lived versus control flies of the same 'physiological age' and is related to the human *RCAN *gene, which is induced in response to hydrogen peroxide and, in turn, regulates calcinuerin and oxidative stress resistance [49]. Also included amongst this gene set were genes encoding 14 odorant receptors, 5 gustatory receptors, and 3 odorant binding proteins, and 2 additional genes encoding proteins containing an odorant binding protein domain (IPR004272). That so many genes of this class were down-regulated is particularly intriguing since olfaction has been shown to negatively regulate lifespan [50,51]. 

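Or43b, an odorant receptor gene, was lower with DOX in control flies, at -0.52 (standard error 0.125, adjusted p = 0.00232) according to the labels, and stood at 0.19 (adjusted p = 0.287) in the MnSOD line at day 83. The odorant receptor gene Or85a stood at -0.47 (adjusted p = 0.000674) and 0.14 (adjusted p = 0.303), and the gustatory receptor gene Gr59b at -0.37 (adjusted p = 0.0023) and 0.24 (adjusted p = 0.0551). After DOX correction at the same physiological age Or43b rose by 0.72 (standard error 0.176, adjusted p = 0.00408), and with the control groups exchanged it stood at -0.33 (adjusted p = 0.14). Its DOX and corrected calls were lost without control -DOX replicate 3 and control +DOX replicates 1 and 3, each left out alone (adjusted p up to 0.012 and 0.0117), and the DOX call of Gr59b without control +DOX replicate 3 (adjusted p = 0.0133). Of 52 odorant receptor probe sets, 7 rose and 1 fell after correction by the labels, 6 and 1 when adjusted over the list alone, and 14 fell with the control groups exchanged, 17 when adjusted over the list alone. Camera gave adjusted p = 0.00982, higher, for the label contrast (adjusted p = 0.954 with an estimated correlation). In control flies with DOX 16 were lower and none higher, with a median of -0.21. In the MnSOD line at day 83, 3 fell, 2 when adjusted over the list alone. Of 28 gustatory receptor probe sets 2 rose after correction and 5 fell exchanged, 1 and 7 when adjusted over the list alone. Of 35 odorant binding protein probe sets 4 rose and 6 fell after correction, and 4 rose and 3 fell exchanged, or 4 and 5 when adjusted over the list alone. Each array left out alone, the odorant receptor counts were 5 to 10 without control -DOX replicate 2 and control +DOX replicates 1 to 3 lower with DOX, 3 to 4 without control +DOX replicates 1 and 3 and MnSOD -DOX replicate 1 higher after correction, and 1 without MnSOD -DOX replicates 1, 2 and 4 and MnSOD +DOX day 83 replicates 2 and 3 lower at day 83. Gustatory receptors after correction numbered 1 without control -DOX replicates 2 and 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1, 3 and 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 1 to 3, and higher odorant binding proteins 1 to 2 without control -DOX replicates 2 and 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4 and MnSOD +DOX day 83 replicates 3 and 4.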

A subset of these genes was also found to be down-regulated in experimental versus control flies of the same chronological age. It is possible that certain genes were not detected at the earlier time point because they display complex patterns of expression over time that could involve delayed induction (repression) and responses to other signals that cannot be explained by two time points. Additional data file 6 gives the categorization of the gene expression differences between MnSOD over-expressing flies and controls sampled at the same 'physiological age' into these gene sets.

### MnSOD likely mediates gene expression changes via a retrograde signal to the nucleus

MnSOD over-expression alters the expression patterns of genes belonging to a variety of functional classes. The most likely means by which MnSOD effects gene expression changes is via a retrograde signal to the nucleus that is mediated by hydrogen peroxide [52]. Hydrogen peroxide is the most stable and diffusible ROS signaling molecule and has been shown to activate various signaling cascades in mammalian cells, including c-Jun-N-terminal kinase (JNK) [53], mitogen-activated protein kinase (MAPK) [54,55], and nuclear factor kappa B (NF-κB) [56].

In accordance with hydrogen peroxide functioning in this manner, many components of these pathways were up-regulated by MnSOD at both time points (with additional genes being altered at only one of the time points assayed) (Figure 6). The fact that hydrogen peroxide signals through these pathways and that MnSOD upregulates expression of pathway components suggests the existence of a positive feedback loop. In particular, components of the MAPK (seven genes), JNK (five genes), NF-κB (five genes), Toll (three genes), JAK-STAT (two genes), IIS (two genes), cell cycle (nine genes), and ubiquitin proteolytic (five genes) pathways were up-regulated, many of which mediate either 'pro-apoptotic' or 'anti-apoptotic' signals (Figure 6).

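puc, which encodes a phosphatase that limits JNK signalling, and Ras85D, for a Ras GTPase of the MAPK pathway, were higher with DOX in control flies by 0.81 (standard error 0.16, adjusted p = 0.000545) and 0.71 (standard error 0.106, adjusted p = 5.48e-05) according to the labels. The MnSOD line at day 73 had them at 0.18 (adjusted p = 0.87) and -0.0092 (adjusted p = 0.995), and neither passed in limma. spz, for the ligand of Toll, was higher with DOX by 0.97 (standard error 0.128, adjusted p = 1.28e-05) and stood at -0.26 (adjusted p = 0.491). After DOX correction at the same chronological age puc stood at -0.64 (adjusted p = 0.0533), Ras85D fell by 0.72 (adjusted p = 0.00278) and spz fell by 1.24 (adjusted p = 6.11e-05); with the control groups exchanged they rose by 0.99, 0.70 and 0.71. th, which encodes an inhibitor of apoptosis, stood at -0.44 (adjusted p = 0.026) in the MnSOD line at day 83, passing without MnSOD +DOX day 83 replicate 2 (adjusted p = 0.00785). It was higher with DOX in control flies by 0.81 (adjusted p = 0.000155) and fell by 1.26 (adjusted p = 6.46e-05) after correction, with 0.37 exchanged. Of 22 probe sets for the genes that Figure 6 marks at both ages, 21 were higher with DOX, none changed directly at day 73 in limma (4 higher and 0 lower at an unadjusted p under 0.05), 6 fell after correction at the same chronological age and 7 at the same physiological age, and 22 and 21 rose with the groups exchanged. These genes were selected by the study from these arrays and are not independent evidence of a direction. Of 12 JNK and MAPK probe sets, 4 were higher with DOX, 4 when adjusted over the list alone, with camera adjusted p = 0.00469 (adjusted p = 0.355 with an estimated correlation); 1 fell after correction, and 2 rose exchanged, 4 when adjusted over the list alone. Each array left out alone, the Figure 6 genes that fell were 10 without control +DOX replicate 4 at the same chronological age and 4 without control +DOX replicate 1 and 11 without control +DOX replicate 4 at the same physiological age, and JNK and MAPK genes 2 without control +DOX replicate 4.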

**Figure 6:**
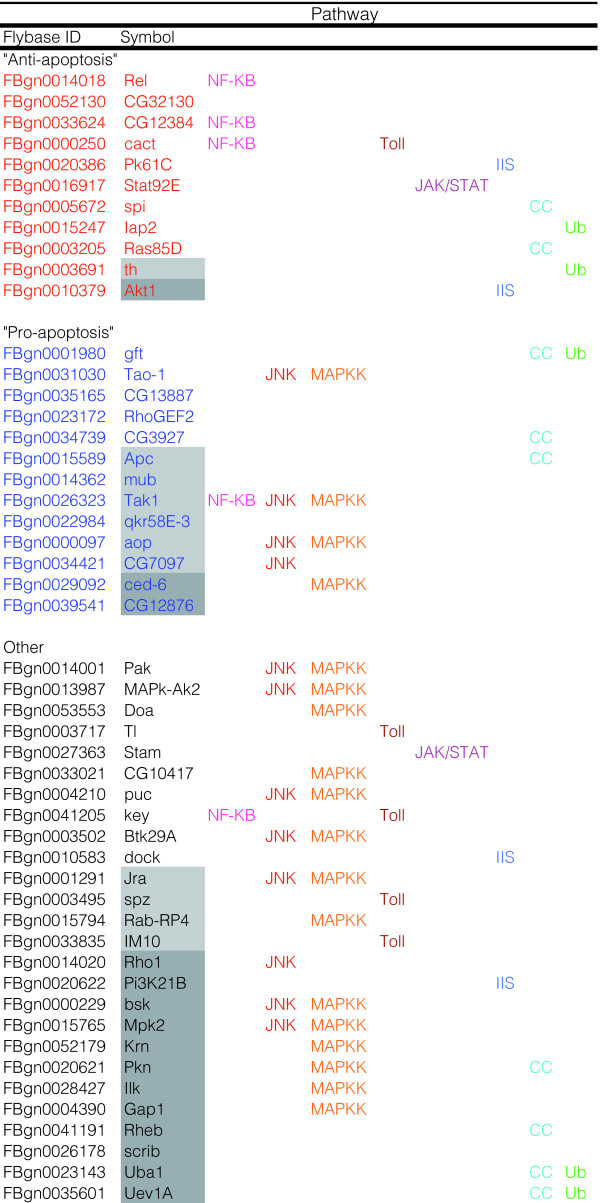
MnSOD over-expression induces numerous cellular signaling pathways. Components of signaling pathways altered by MnSOD over-expression participate in both apoptosis and cytoprotection. Light or dark grey shading indicates genes that were altered only at the first time point (same chronological age) or at the second time point (same 'physiological age'), respectively. Pathways include: NF-κB, JNK, MAPK, Toll, Janus kinase/signal transducer and activator of transcription (JAK/STAT), IIS, cell-cycle (CC), and ubiquitin mediated degradation (Ub).

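TrxT, a thioredoxin gene, stood at 0.48 (standard error 0.146, adjusted p = 0.125) in the MnSOD line at day 73 and at 0.32 (standard error 0.146, adjusted p = 0.0771) with DOX in control flies, neither passing in limma. Jafrac1, for a peroxiredoxin, stood at 0.31 (adjusted p = 0.0994) and 0.30 (adjusted p = 0.0106), and passed with DOX without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00187 to 0.00762). Irc, the peroxidase gene CG8913, was higher with DOX in control flies by 1.14 (standard error 0.116, adjusted p = 3.77e-07), stood at -0.24 (adjusted p = 0.477) in the MnSOD line and fell by 1.38 after DOX correction; with the control groups exchanged it rose by 0.89 (adjusted p = 0.00184). GstE1, a glutathione S-transferase gene, rose in the MnSOD line at day 83 by 0.73 (standard error 0.153, adjusted p = 0.00217) and stood at 0.48 (adjusted p = 0.151) at day 73, with 0.48 (adjusted p = 0.0157) for DOX in control flies and 0.0055 (adjusted p = 0.988) after correction, or 0.96 (adjusted p = 0.00484) with the control groups exchanged. GstT4, given as CG1681, was higher with DOX by 0.56 (standard error 0.101, adjusted p = 0.000258) and stood at 0.24 (adjusted p = 0.353) in the MnSOD line. The day 83 call of GstE1 was lost without MnSOD +DOX day 83 replicate 2 (adjusted p = 0.0106), and it passed with DOX without control -DOX replicate 1 and control +DOX replicate 4, each left out alone (adjusted p = 0.000606 to 0.00229). Of the 6 genes that the paper names in this class, selected on these arrays, 1 fell after correction at the same chronological age and 6 rose with the control groups exchanged; the fallen count was 2 without control +DOX replicate 4. Of 34 glutathione S-transferase probe sets, limma called none directly at day 73, where 8 were higher and 1 lower at an unadjusted p under 0.05, and camera gave adjusted p = 0.00246, higher (adjusted p = 0.481 with an estimated correlation). After correction 1 fell and 5 rose exchanged, 6 when adjusted over the list alone; the count that fell was 0 without control +DOX replicates 1 and 3, MnSOD -DOX replicate 4 and MnSOD +DOX day 73 replicate 4 and 2 to 4 without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone. Of 15 antioxidant probe sets, Sod2 among them, 1 rose directly at day 73, and 3 after correction with the groups exchanged.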

Another notable class of genes altered by MnSOD at both time points consisted of those encoding the antioxidants thioredoxin (*TrxT*), peroxidase (CG8913, *Jafrac1*), and multiple glutathione-S-transferases (GSTs; *GstE1*, CG5224, CG1681), each of which were up-regulated. 

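fbp, for fructose-1,6-bisphosphatase, and Gk1, the glycerol kinase gene written Gyk in the paper, were higher with DOX in control flies by 0.41 (standard error 0.0919, adjusted p = 0.0014) and 0.52 (standard error 0.0949, adjusted p = 0.000299) according to the labels. Their direct values at day 73 were 0.09 (adjusted p = 0.897) and 0.13 (adjusted p = 0.788), which did not pass in limma. Pgi, for phosphoglucose isomerase, was higher with DOX by 0.49 (standard error 0.0831, adjusted p = 0.00016), stood at 0.03 (adjusted p = 0.976) in the MnSOD line and at -0.46 (adjusted p = 0.0114) after DOX correction; with the control groups exchanged it rose by 0.53 (adjusted p = 0.00471). The corrected change of Pgi passed without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00304 to 0.00898). Of 13 probe sets for glycolysis and gluconeogenesis, 1 rose directly at day 73, 1 when adjusted over the list alone, with a median of 0.10 and camera adjusted p = 0.000799 (adjusted p = 0.268 with an estimated correlation). After correction 1 rose by the labels, 2 with 1 that fell when adjusted over the list alone, and 2 rose with the groups exchanged, 2 when adjusted over the list alone. The list's corrected median was -0.03 and became 0.04 after quantile normalization. The risers by the labels were 2 without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone.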

The expression of numerous carbohydrate metabolism genes was up-regulated, including those encoding enzymes involved in both glycolysis and gluconogenesis, such as fructose-1,6-bisphosphatase (*fbp*), glycerol kinase (*Gyk*), lactate dehydrogenase (*Imp-L3*), and phosphoglucose isomerase (*Pgi*). 

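Prosbeta5, which encodes a catalytic subunit of the proteasome, was higher with DOX in control flies by 0.75 (standard error 0.136, adjusted p = 0.000271) according to the labels, and stood at -0.45 (standard error 0.136, adjusted p = 0.0212) in the MnSOD line at day 83. After DOX correction at the same physiological age it fell by 1.21 (standard error 0.193, adjusted p = 8.62e-05), and with the control groups exchanged it stood at 0.30 (adjusted p = 0.223). Its day 83 change passed without control +DOX replicate 4 (adjusted p = 0.00266). Of 40 proteasome probe sets, limma called none directly at day 73, where 10 were higher and 0 lower at an unadjusted p under 0.05 and 2 rose when adjusted over the list alone. Their direct median was 0.11, with camera adjusted p = 2.84e-06 (adjusted p = 0.303 with an estimated correlation). After correction at the same chronological age 2 rose and none fell, and 5 rose with the control groups exchanged, 9 when adjusted over the list alone, where 1 fell. The label count was 0 to 1 without control -DOX replicate 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 2 and 3 and MnSOD +DOX day 73 replicates 2 and 3, each left out alone.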

Gene expression changes associated with lipid metabolism and ubiquitin mediated proteolysis were also altered. Additionally, an abundance of genes involved in purine and folate biosynthesis (*ATP-synβ*, *ade2*, *ade3*, *ade5*, CG3011, CG11089, CG17273, *pug*, *Nmdmc*) were up-regulated, as were components of the electron transport chain, such as the cytochrome P450s (*Cyp12d1-d*, *Cyp312a1*, *Cyp309a2*, *Cyp4p1 Cyp6d5*). 

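Shmt, the serine hydroxymethyltransferase gene CG3011, was higher with DOX in control flies by 0.91 (standard error 0.0852, adjusted p = 1.11e-07) according to the labels and stood at -0.38 (adjusted p = 0.0223) in the MnSOD line at day 73. ATPsynbeta, for the beta subunit of ATP synthase, was higher with DOX by 0.42 (standard error 0.109, adjusted p = 0.00466), a call lost without control -DOX replicates 2 to 4 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0131 to 0.0293), and stood at 0.36 (adjusted p = 0.124). The cytochrome P450 genes Cyp312a1 and Cyp309a2 were higher with DOX by 0.66 (standard error 0.102, adjusted p = 7.24e-05) and 0.72 (standard error 0.108, adjusted p = 5.82e-05). MnSOD flies had them at 0.48 (adjusted p = 0.0142) and -0.12 (adjusted p = 0.865), and Cyp312a1 passed without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00266 to 0.0031). After DOX correction Cyp309a2 fell by 0.84 (standard error 0.153, adjusted p = 0.000791), and rose by 0.60 (adjusted p = 0.00892) with the control groups exchanged. Of the 8 purine and folate genes that the paper names here and the annotation holds, selected by the study on these arrays, 6 fell after correction at the same chronological age and 8 rose exchanged. Of 83 cytochrome P450 probe sets, 4 rose and 6 fell after correction by the labels, 4 and 6 when adjusted over the list alone, and 6 rose and 2 fell exchanged. Each array left out alone, the label count that rose was 2 without control -DOX replicates 3 and 4, control +DOX replicate 2, MnSOD -DOX replicates 3 and 4 and MnSOD +DOX day 73 replicates 1 to 4, and the count that fell 3 without control +DOX replicate 1, MnSOD -DOX replicate 2 and MnSOD +DOX day 73 replicate 3. Directly at day 73, 1 rose, 2 when adjusted over the list alone, with camera adjusted p = 0.0137, higher (adjusted p = 0.422 with an estimated correlation); singly, the call of Cyp6d5 was lost without MnSOD -DOX replicates 1 and 3.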

Strikingly, *Cyp6d5 *has been reported to interact with *VhaSFD *[57], a vacuolar (V-type) H^+^-ATPase subunit previously implicated as a positive regulator of *Drosophila *lifespan [58]. Although the expression of this particular gene was not altered, that of *Vha100-1*, encoding another subunit of the V-type ATPase, was increased. 

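VhaSFD and Vha100-1, which encode subunits of the vacuolar ATPase, were higher with DOX in control flies by 0.72 (standard error 0.162, adjusted p = 0.00148) and 0.75 (standard error 0.138, adjusted p = 0.000327) according to the labels. At day 73 they stood at -0.05 (adjusted p = 0.984) and 0.12 (adjusted p = 0.929), and neither passed in limma. After DOX correction VhaSFD stood at -0.78 (adjusted p = 0.0236) and Vha100-1 at -0.64 (adjusted p = 0.0291); with the control groups exchanged Vha100-1 rose by 0.87 (adjusted p = 0.00484) and VhaSFD was not called. The corrected Vha100-1 change passed without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00296 to 0.00644). Of 29 vacuolar ATPase probe sets, 8 were higher with DOX, 8 when adjusted over the list alone, with a median of 0.11 that falls to -0.003 after quantile normalization, and camera adjusted p = 0.0278 (adjusted p = 0.443 with an estimated correlation). After correction 2 fell, and 4 rose exchanged, 5 when adjusted over the list alone. Each array left out alone, the count higher with DOX was 5 without control +DOX replicate 1, and the count that fell after correction 0 to 1 without control -DOX replicates 1 to 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 2 to 4 and 5 without control +DOX replicate 4.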

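eIF4E1, for the cap-binding initiation factor eIF-4E, was higher with DOX in control flies by 0.63 (standard error 0.0892, adjusted p = 2.94e-05) according to the labels and stood at 0.04 (adjusted p = 0.975) in the MnSOD line at day 73. After DOX correction it fell by 0.59 (standard error 0.126, adjusted p = 0.00316), and with the control groups exchanged it rose by 0.67 (adjusted p = 0.00206). The corrected call was lost without MnSOD +DOX day 73 replicate 3 (adjusted p = 0.0101). Of 37 cytosolic ribosomal protein probe sets, limma called none directly at day 73, where 6 were higher and 0 lower at an unadjusted p under 0.05. Their direct median was 0.09, with camera adjusted p = 3.21e-06, higher (adjusted p = 0.348 with an estimated correlation). None was called after correction by the labels either, with 7 higher and 3 lower at an unadjusted p under 0.05, and 3 rose with the control groups exchanged.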

The gene *eIF-4E*, encoding the eukaryotic translation initiation factor mRNA 5'cap-binding protein that functions to regulate cell growth, protein biosynthesis, and autophagic cell death [59] downstream of the TOR nutrient sensing pathway [60,61], was also up-regulated. Autophagy genes have previously been shown to be essential for IIS mutant lifespan extension and dauer development in *C. elegans *[27,62]. Up-regulation of several additional autophagy pathway component genes (*Atg8*, *Atg18*, *Cp1*, *l(2)01424*, *AGO2*, *eRF1*, *Rab7*, *Ect3*, *CecB*, CG12163, CG10992) correlated with lifespan extension by MnSOD. 

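Atg8a, for a protein of the autophagosome membrane, and Ect3, for a lysosomal beta-galactosidase, were higher with DOX in control flies by 0.41 (standard error 0.0771, adjusted p = 0.000421) and 1.69 (standard error 0.113, adjusted p = 4.46e-10) according to the labels. Direct day 73 values were 0.16 (adjusted p = 0.495) and -0.45 (adjusted p = 0.0463), the latter passing without MnSOD +DOX day 73 replicate 1 (adjusted p = 0.00592). CecB, an antimicrobial peptide gene, was higher with DOX by 1.64 (standard error 0.145, adjusted p = 4.39e-08) and stood at -0.29 (adjusted p = 0.522). Rab7, for a GTPase of late endosomes, stood at 0.34 (adjusted p = 0.0182) and 0.28 (adjusted p = 0.322), and passed with DOX without control +DOX replicate 2 (adjusted p = 0.00493). After DOX correction Ect3 fell by 2.14 (standard error 0.16, adjusted p = 1.59e-09), and rose by 1.24 (adjusted p = 0.000196) with the control groups exchanged. Of 21 autophagy probe sets, 5 were higher with DOX, 5 when adjusted over the list alone, and none was called directly at day 73 in limma, where 1 was higher and 0 lower at an unadjusted p under 0.05. After correction 2 fell, with camera adjusted p = 0.00859 (adjusted p = 0.448 with an estimated correlation), and 3 rose exchanged, 4 when adjusted over the list alone. The count that fell was 0 to 1 without control -DOX replicates 1 to 4, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 2 to 4, each left out alone.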

The expression of several genes implicated in circadian rhythm was altered by MnSOD; for example, *reg-5 *was up-regulated while *dunce *and *disco *were down-regulated. 

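Reg-5, a gene with rhythmic expression, was higher with DOX in control flies by 0.51 (standard error 0.0792, adjusted p = 7.52e-05) according to the labels and stood at 0.08 (adjusted p = 0.893) in the MnSOD line at day 73. dnc, for a cAMP phosphodiesterase, stood at -0.28 (adjusted p = 0.0553) and 0.04 (adjusted p = 0.985), and disco, for a zinc finger factor, was lower with DOX, at -0.32 (standard error 0.0809, adjusted p = 0.00331) and stood at -0.14 (adjusted p = 0.654). After DOX correction Reg-5 stood at -0.43 (adjusted p = 0.0122), and with the control groups exchanged it rose by 0.59 (adjusted p = 0.00218). cwo, a repressor gene of the clock itself, was higher with DOX by 0.89 (standard error 0.102, adjusted p = 2.36e-06) and stood at -0.05 (adjusted p = 0.972) in the MnSOD line. Of 8 circadian clock probe sets, 1 was higher and 1 lower with DOX, 1 fell after correction, and 1 rose exchanged, 2 when adjusted over the list alone. The lower one lost its call without control -DOX replicates 2 to 4 and control +DOX replicates 1 and 3, each left out alone. The DOX call of disco was lost without control -DOX replicate 1 and control +DOX replicates 1 to 3, each left out alone (adjusted p = 0.0105 to 0.0179); dnc passed with DOX without control +DOX replicate 4 (adjusted p = 0.00229), and the corrected Reg-5 change without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.00474 to 0.00888).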

Other gene classes down-regulated by MnSOD included those that encode the transmembrane receptors *Notch *and *frizzled*, numerous peptidases, and 28 transcription factors, including *eve*, *gsb*, and *otp*. 

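The homeobox genes eve, gsb and otp, which encode transcription factors of development, were lower with DOX in control flies, at -0.42 (standard error 0.0728, adjusted p = 0.000197), -0.47 (standard error 0.0865, adjusted p = 0.00032) and -0.34 (standard error 0.088, adjusted p = 0.00442) according to the labels. The MnSOD line at day 73 had them at -0.01 (adjusted p = 0.993), -0.15 (adjusted p = 0.647) and -0.16 (adjusted p = 0.594), and none passed in limma. After DOX correction eve stood at 0.41 (adjusted p = 0.0103), and with the control groups exchanged it fell by 0.43 (adjusted p = 0.0063). For otp the DOX call was lost without control -DOX replicates 1 and 2 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0109 to 0.028), and the corrected change of eve passed without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone (adjusted p = 0.000619 to 0.00814). Notch and frizzled are not named in the annotation used here.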

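Or46a, an odorant receptor gene, and Obp85a, for an odorant binding protein, were lower with DOX in control flies, at -0.53 (standard error 0.0926, adjusted p = 0.000208) and -0.40 (standard error 0.0718, adjusted p = 0.000254) according to the labels. The gustatory receptor gene Gr21a was lower, at -0.56 (standard error 0.108, adjusted p = 0.000473). Direct changes at day 73 were -0.22 (adjusted p = 0.369), -0.01 (adjusted p = 0.991) and -0.05 (adjusted p = 0.975), and limma called none of them. After DOX correction Gr21a stood at 0.51 (adjusted p = 0.0252), passing without control +DOX replicate 4 (adjusted p = 0.000564), and with the control groups exchanged it fell by 0.61 (adjusted p = 0.00804). Of 12 probe sets for chemosensory, circadian and transcription factor genes that the paper names as lower at both ages, 10 were lower with DOX in control flies. After correction at the same chronological age limma called none by the labels, where 6 were higher and 0 lower at an unadjusted p under 0.05, and 11 fell with the control groups exchanged. The study picked these genes on these arrays, so their direction carries no independent weight; the count that rose was 1 to 3 without control -DOX replicate 4, control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1.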

As mentioned above, a subset of olfactory and sensory perception genes was down-regulated at both time points, and this included genes encoding four odorant receptors (*Or46a*, *Or9a*, *Or22b*, *Or94b*), an odorant binding protein (*Obp85a*), and two gustatory receptors (*Gr21a*, *Gr57a*).

To determine whether MnSOD-regulated genes contain *cis*-regulatory elements that might be hydrogen peroxide responsive, the sequences 2,000 bp upstream of the transcriptional start site and the first intron were searched and enrichment detected using a stringent, two-step selection procedure. In particular, MnSOD-regulated genes were queried for hydrogen peroxide response elements (HREs) [63,64] and antioxidant response elements (AREs), which respond to hydrogen peroxide and phenolic antioxidants [65-67]. ARE-regulated genes are known to encode proteins involved in modulating the redox status of a cell, such as enzymes involved in glutathione synthesis or xenobiotic detoxification [66]. For example, a single ARE motif is required for the transcriptional up-regulation of glutathione in human HepG2 cells in response to hydrogen peroxide [65]. Sequences were also examined for the presence of the DNA replication-related element (DRE), which has been shown to be important for the transcriptional regulation of *Drosophila catalase *[68,69], the hypoxia induction factor (HIF)-1 response element to which the HIF-1 transcription factor binds in response to oxygen starvation [67], the DAF-16 binding element (DBE) [70], and the DAF-16 associated element (DAE) [23]. As shown in Table 1, the results indicate that both MnSOD up-regulated (*p *<< 0.001) and down-regulated (*p *< 0.05) genes are enriched for the HRE. Evidence was also found for overrepresentation of the ARE in both up-regulated (*p *< 0.001) and down-regulated (*p *< 0.05) genes, and for the DRE in up-regulated genes (*p *< 0.002). The DBE and DAE were also both enriched for (*p *<< 0.001) amongst up-regulated genes. In contrast, evidence for enrichment of the HIF-1 response element amongst MnSOD-regulated genes was not found. It is possible that the transcription factor regulating this response to hydrogen peroxide is the *Drosophila *c-Jun homologue, Jra, or the conserved transcription factor Nrf2, as it has previously been shown that human c-Jun and Nrf2 regulate ARE-mediated gene expression [67,71-73]. Taken together, these results indicate that genes altered in response to MnSOD over-expression are enriched for regulatory elements involved in the transcriptional response to hydrogen peroxide. This suggests that increased hydrogen peroxide as a result of MnSOD over-expression likely mediates some of the gene expression alterations observed in the data.

**Table 1:** MnSOD-regulated genes are enriched for hydrogen peroxide response elements

	HRE	ARE	DRE	DBE	DAE	HIF-RE
Ref	2,449	2,314	1,362	1,696	2,149	182
Up (mean no. of sites)	132 (2.4)	107 (2.4)	67 (1.2)	89 (1.9)	138 (2.0)	5 (1.0)
*P *value Up	4.10 × 10^-10 ^*	6.00 × 10^-5 ^*	3.12 × 10^-4†^	2.18 × 10^-6 ^*	1.00 × 10^-16 ^*	0.86
*P *value Up	4.10 × 10^-10 ^*	6.00 × 10^-5 ^*	3.12 × 10^-4†^	2.18 × 10^-6 ^*	1.00 × 10^-16 ^*	0.86
Dn (mean no. of sites)	77 (2.6)	74 (3.0)	18 (1.2)	38 (1.8)	49 (1.9)	3 (1.5)
*P *value Dn	0.038^†^	0.029^†^	0.99	0.85	0.86	0.71

For each motif, the number of genes for which the significance associated with finding that motif had a *p *value < 0.05 are listed. These values are reported for unique genes that were significantly up-reguated (Up) or down-regulated (Dn) by MnSOD in flies of both the same chronological and 'physiological age' and for the reference list (Ref), which derives from the Affymetrix DrosGenome1 array. The mean number of regulatory sites identified in the promoter region of the genes for which the motif was significant for a particular gene set is also reported (in parentheses). The significance of the enrichment for a given motif within a particular gene set is reported in the form of a *p *value:; ^† ^significant, * highly significant.

### Cross-species, cross-condition comparisons reveal shared longevity gene-expression signatures

Based upon the hypothesis that longevity may be mediated by common sets of target genes that are effectors of upstream signaling pathways, and that the transcriptional targets of FOXO are likely to include direct mediators of increased longevity, the gene expression profiles resulting from MnSOD over-expression in *Drosophila *were compared to those of genes regulated by *daf-2 *in a *daf-16 *dependent manner in *C. elegans *[74,75]. Remarkably, comparison of MnSOD target genes (genes whose expression was altered at both time points) to those genes regulated by *daf-2 *in a *daf-16 *dependent manner [74] revealed 25 genes (Figure 7) out of 3,542 unique fly genes with a stringent worm ortholog that were up-regulated in both conditions, and this overlap is non-random (*p *<< 0.001; Additional data file 5). When the list of MnSOD-regulated genes was expanded to include those genes altered at the same chronological age, but not the same 'physiological age', five additional conserved genes (CG15099, *Jra*, *PHGPx*, *n-syb*, *Hrb98DE*) were identified (Additional data file 7). 

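CG15099, with no product named in the annotation, and Jra, for the fly homologue of c-Jun, were higher with DOX in control flies by 0.68 (standard error 0.109, adjusted p = 9.09e-05) and 0.53 (standard error 0.103, adjusted p = 0.000508) according to the labels. Hrb98DE, for an RNA-binding protein, was higher by 0.69 (standard error 0.122, adjusted p = 0.000254), and Gtpx, the name here of PHGPx, for a glutathione peroxidase, stood at 0.15 (adjusted p = 0.0908). The MnSOD line at day 73 gave 0.0081 (adjusted p = 0.997), 0.08 (adjusted p = 0.939), 0.19 (adjusted p = 0.711) and 0.25 (adjusted p = 0.0869), none of which passed in limma. After DOX correction CG15099 fell by 0.67 (standard error 0.154, adjusted p = 0.00513) and Jra stood at -0.45 (adjusted p = 0.0353); with the control groups exchanged they rose by 0.69 (adjusted p = 0.00458) and 0.61 (adjusted p = 0.00652). The corrected call of CG15099 was lost without control -DOX replicates 1 and 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 2 and 3 and MnSOD +DOX day 73 replicates 1 to 3, each left out alone (adjusted p = 0.0104 to 0.015), and that change was 0.01 with no subtraction of DOX; Jra passed without control +DOX replicate 4 (adjusted p = 0.00313). nSyb, the name here of n-syb, for a synaptic protein, was higher with DOX by 0.57 (standard error 0.104, adjusted p = 0.000299) and stood at 0.04 (adjusted p = 0.978) in the MnSOD line at day 73.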

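CG8112, for a sterol acyltransferase, and Ras64B, for a Ras-like GTPase, were higher with DOX in control flies by 0.89 (standard error 0.143, adjusted p = 0.000103) and 0.46 (standard error 0.11, adjusted p = 0.00249) according to the labels. ninaB, for an enzyme that cleaves carotenoids to retinal, stood at 0.36 (adjusted p = 0.0121). At day 83 against -DOX flies of the MnSOD line at day 73 the changes were -0.16 (adjusted p = 0.447), 0.13 (adjusted p = 0.421) and 0.32 (adjusted p = 0.045). After DOX correction CG8112 fell by 1.05 (standard error 0.203, adjusted p = 0.000585), and rose by 0.73 (adjusted p = 0.00971) with the control groups exchanged. With DOX, the call of Ras64B was lost without control +DOX replicate 3 (adjusted p = 0.0128); ninaB passed with DOX without control +DOX replicate 4 and MnSOD +DOX day 83 replicates 1 and 3, each left out alone (adjusted p = 0.00318 to 0.0049) and at day 83 without MnSOD +DOX day 83 replicate 3 (adjusted p = 0.00372). Of 9 probe sets for genes conserved with daf-2 worms that the paper lists at this age only, 7 were higher with DOX, a count of 4 without control +DOX replicates 1 and 3, each left out alone. After correction 1 fell by the labels and 9 rose exchanged, the first count being 2 without control +DOX replicate 4; limma called none directly at day 83, where 4 were higher and 0 lower at an unadjusted p under 0.05. The list was drawn by the study from these arrays and is no independent evidence.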

When genes altered at the same 'physiological age', but not the same chronological age were considered, ten additional genes were identified (*Akt1*, *Ras64B*, *Ank*, *syt*, *cib*, *ninaB*, *Cyp6a13*, CG7337, CG8112, CG3860; Additional data file 7). Of notable interest are genes known to be involved in programmed cell death (*Stat92E*, *Pk61C*, *Rab7*, *Ect3*, CG13887), insulin signaling (*Pk61C*), histone acetylation (*Ada2b*), nutrient sensing (CG8057), intracellular transport (*Rab7*, *Rab2*, CG13887), hormone secretion and the xenobiotic response (*Hr96*, CG9066), purine biosynthesis (*ade3*, *ade5*, CG17273, CG11089), carbohydrate metabolism (*Ect3*, CG14935, CG4670, *Gapdh2*), lipid metabolism (CG2789, *Anxb11*), electron transport (*TrxT*, CG4670), and ubiquitin-mediated degradation (CG9153) (Figure 8). 

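Rab2, for a GTPase of vesicle transport, and Ada2b, for a histone acetylation factor, were higher with DOX in control flies by 0.87 (standard error 0.129, adjusted p = 4.76e-05) and 0.65 (standard error 0.107, adjusted p = 0.000132) according to the labels, and stood at 0.05 (adjusted p = 0.981) and 0.02 (adjusted p = 0.994) in the MnSOD line at day 73. Pdk1, the kinase gene written Pk61C in the paper, was higher with DOX by 0.56 (standard error 0.0962, adjusted p = 0.000197) and stood at 0.18 (adjusted p = 0.572). Tspo, for a mitochondrial outer membrane protein, rose in both, by 0.29 (standard error 0.08, adjusted p = 0.00661) with DOX and 0.42 (standard error 0.08, adjusted p = 0.00436) in the MnSOD line at day 73, and by 0.59 at day 83. Its DOX call was lost without control -DOX replicates 1 to 3 and control +DOX replicates 1 to 3, each left out alone (adjusted p = 0.0115 to 0.0316), and its day 73 call without MnSOD -DOX replicates 1, 2 and 4 and MnSOD +DOX day 73 replicates 1 to 3, each left out alone (adjusted p = 0.014 to 0.0234). Stat92E, for the JAK-STAT transcription factor, was higher by 0.41 (adjusted p = 0.0095) with DOX and rose by 0.47 (adjusted p = 0.0091) at day 83; the first call was lost without control -DOX replicates 1 and 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 2 to 4 and MnSOD +DOX day 83 replicates 3 and 4, each left out alone (adjusted p = 0.0101 to 0.0572), the second without control -DOX replicate 3, control +DOX replicate 3, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 2 to 4 and MnSOD +DOX day 83 replicates 2 to 4, each left out alone (adjusted p = 0.0101 to 0.0357), and another probe set was called lower with DOX. Hr96, a nuclear receptor gene of the xenobiotic response, was higher with DOX by 0.43 (standard error 0.0798, adjusted p = 0.000315) and stood at 0.03 (adjusted p = 0.791) in the MnSOD line at day 83. Its corrected change was -0.40 (adjusted p = 0.00998), a fall whose call was lost without control -DOX replicates 2 to 4, control +DOX replicates 1 and 2, MnSOD -DOX replicates 1 to 4, MnSOD +DOX day 73 replicates 1, 2 and 4 and MnSOD +DOX day 83 replicates 2 to 4, each left out alone (adjusted p = 0.0123 to 0.023), and 0.47 (adjusted p = 0.00416) with the control groups exchanged. MSBP, given as CG9066, was higher with DOX by 0.83 (standard error 0.13, adjusted p = 8.1e-05) and stood at 0.24 (adjusted p = 0.19) in the MnSOD line at day 83, while a dimmer probe set of it was called lower with DOX. Of 24 probe sets for the conserved genes up at both ages in the paper, 10 fell and 1 rose after correction at the same chronological age, and 24 rose exchanged; the fallen count was 6 without control +DOX replicates 1 and 3, MnSOD -DOX replicate 3 and MnSOD +DOX day 73 replicate 3, each left out alone. Directly at day 73, 2 rose, Sod2 and Tspo. Because the study chose these genes on these arrays, this is not independent evidence.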

An additional level of conservation is suggested by the observation that 6/25 genes (CG8057, CG17273, CG9066, *Stat92E*, *Ect3*, CG1637) common to the *Drosophila *MnSOD and *C. elegans daf-2 *longevity pathways are also shared by long-lived dauer worms. That these MnSOD targets are conserved from worms to flies and altered in multiple conditions that extend lifespan suggests they may play a significant role in mediating longevity.

**Figure 7:**
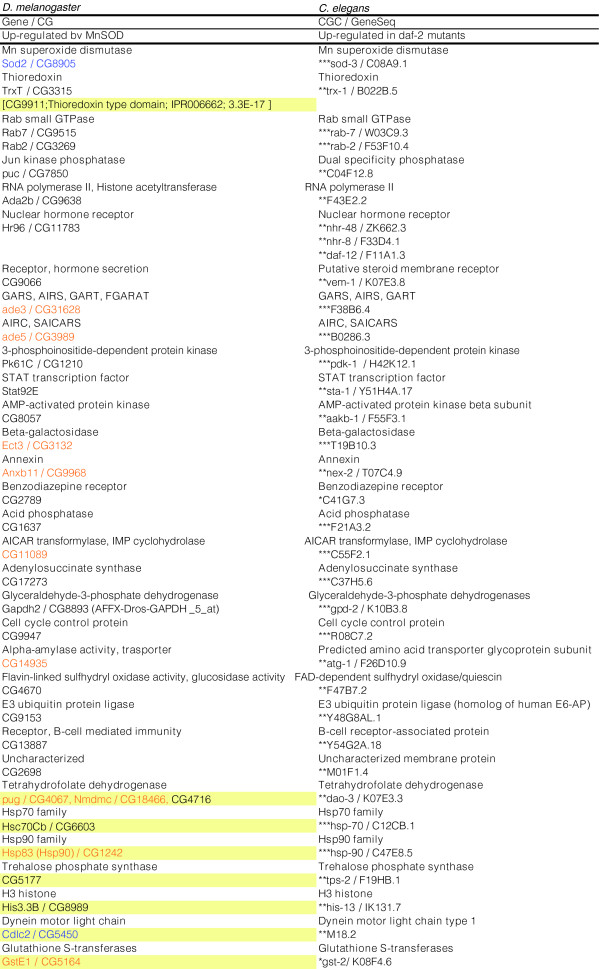
Longevity promoting genes conserved between *C. elegans daf-2 *mutants and MnSOD over-expressing *Drosophila*. *Drosophila *and *C. elegans *ortholog matches that are differentially expressed in response to MnSOD over-expression (both time points) and in *daf-2 *mutants in a *daf-16 *dependent manner. Expected values from BLASTP are indicated as follows: *5 × 10^-10 ^<*p *≤ 5 × 10^-02^, **5 × 10^-70 ^<*p *≤ 5 × 10^-10^, *** *p *≤ 5 × 10^-70^. Beige shading indicates genes that are not reciprocal best BLAST hits, but are members of the corresponding gene family. Orange or blue text indicates genes that are up-regulated or down-regulated during normal *Drosophila *aging, respectively. AIRS, 5' phosphoribosyl-5-aminoimidazole synthetase; AIRC, 5'-phosphoribosyl-5-aminoimadizole carboxylase; AICAR, 5'-phosphoribosyl-4-carboxamide-5 aminoimadizole carboxylase; FGARAT, 5'-phosphoribosyl-N-formylglycinamide amidotransferase; GARS, 5'-phosphoribosylglycinamide synthetase; GART, 5'-phosphoribosylglycinamide transformylase; SAICAR, 5' phosphoribosyl-4-(N-succinocarboxaminde)-5 amidoimidazole synthetase.

**Figure 8:**
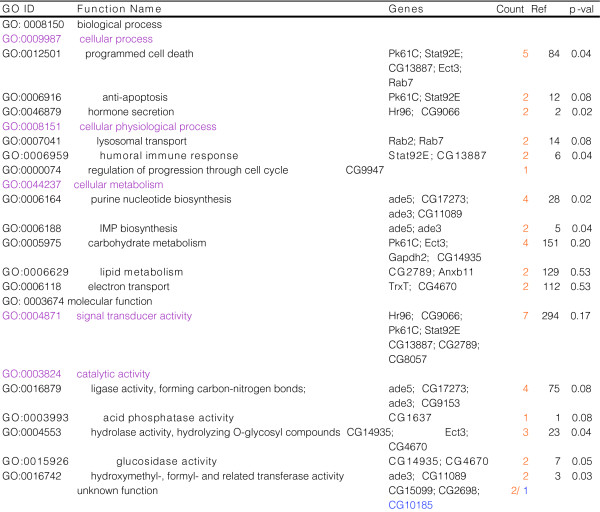
GO classifications and functional overrepresentation of conserved longevity promoting genes. Orange or blue text denotes up- or down-regulated genes, respectively. 'Count' refers to the number of genes in the gene set belonging to a particular GO category. 'Ref' refers to the number of genes belonging to a particular GO category represented in the reference list (worm-fly orthologs).

### Xenobiotic detoxification gene expression correlates with *Drosophila *longevity

Prompted by the finding that HR96 is up-regulated by *Drosophila *MnSOD (Figures 7 and 8) and given its known role in the xenobiotic stress response, this relationship was investigated in greater detail. The data presented here were compared to those of King-Jones *et al. *[76], who examined the transcriptional response of Canton S (*CanS*) wild-type flies to phenobarbital (PB) and compared this response to those of PB-treated HR96 mutants using Affymetrix Drosophila2 arrays. Their analysis revealed 503 up-regulated and 484 down-regulated genes, respectively, in PB-treated *CanS *wild-type versus untreated flies. Of these genes, 102 were also differentially expressed between PB-treated *CanS *wild-type flies and PB-treated *Hr96 *mutants. Differences in the design of the Affymetrix DrosGenome1 arrays (used here) and the Drosophila2 arrays were accounted for by considering only those 8,636 genes that are designated 'good matches' by the manufacturer. In this way it was found that a significant portion of MnSOD up-regulated genes (59 out of 411, or 14.36%) are also involved in the *Drosophila *response to the xenobiotic PB (*p *<< 0.001; Additional data file 5). These genes include those encoding numerous detoxification enzymes, such as the P450s and GSTs, and *PHGPx*, as well as the gene encoding the juvenile hormone inducible protein JhI-26 (Additional data file 8). This list also includes folate metabolism genes and purine biosynthesis pathway components, including several conserved longevity-associated genes, such as *ade3*, *ade5*, CG11089, CG14935, and *Anxb11*, thus implicating detoxification in *Drosophila *longevity determination.

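JhI-26, a juvenile hormone inducible gene, rose in the MnSOD line at day 73 by 0.49 (standard error 0.09, adjusted p = 0.00298) and stood at 0.13 (adjusted p = 0.241) with DOX in control flies. GstE7, a glutathione S-transferase gene, stood at 0.33 (adjusted p = 0.181) and 0.28 (adjusted p = 0.0441), which did not pass in limma. The direct call of JhI-26 was lost without MnSOD -DOX replicates 1 and 4 and MnSOD +DOX day 73 replicate 1, each left out alone (adjusted p = 0.0176 to 0.0219). Of 47 probe sets for the genes of Additional data file 8, 38 were higher with DOX in control flies according to the labels and none was lower. At the same chronological age after DOX correction 16 fell and 1 rose, Cyp6d5, and 47 rose with the control groups exchanged. At the same physiological age 25 fell and 1 rose, against 34 that rose exchanged. Without correction, in the MnSOD line, 3 rose at day 73, Tspo, JhI-26 and Cyp6d5, and 2 fell, PGRP-LB and PGRP-SD. Without control +DOX replicate 4, 27 fell at the same chronological age; the count that rose directly was 0 to 1 without MnSOD -DOX replicates 1 and 4 and MnSOD +DOX day 73 replicate 1, each left out alone. The study took these genes from its own calls on these arrays, so the directions are not independent evidence.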

## Discussion

Here, over-expression of MnSOD in adult flies using the DOX-regulated system was found to increase mean and maximal lifespan by 20%, while over-expression during development had no detectable effect on subsequent adult life span. It should be noted that the lifespan of the controls used here (mean lifespan approximately 73 days at 25°C; Table S1C in Additional data file 2) compares favorably to the extended mutant lifespans reported for *InR *(60 days), JNK pathway (65 days), *chico *(65 days), *dTOR *(72 days) and *Methuselah *(77 days) [4,20,38,77]. Therefore, it is unlikely that MnSOD over-expression rescues some defect specific to the strains used. Preliminary data suggest that there is a limit to the amount of lifespan extension that can be achieved by over-expression of MnSOD alone: MnSOD transcript levels have been further increased by combining two MnSOD transgenic target constructs and/or by using a more active rtTA transactivator line [18], although this has so far yielded negative effects on lifespan [78]. Greater increases in life span (+40%) have been achieved by combining MnSOD with other lifespan-extending genes, such as Cu/ZnSOD [16].

Surprisingly, our studies reveal that MnSOD over-expression neither resulted in increased resistance to oxidative stress nor did it cause increased oxidative stress, and these long-lived flies exhibited diminished resistance to heat. The findings dispel the hypothesis that lifespan extension by over-expression of the antioxidant MnSOD proceeds through a mechanism that necessitates increased stress resistance. Long-lived MnSOD over-expressing flies were characterized by reduced metabolic rates as measured by CO_2 _production, but it is interesting to note that the decrease in mortality rate appeared to precede the decrease in CO_2 _production. It has been suggested [37] that longevity can be uncoupled from reduced metabolism, since O_2 _consumption was not detectably changed in long-lived *InR *mutant flies [20]. However, these assays were performed at a young time point rather than across lifespan. Furthermore, CO_2 _measurements are a more precise measure of metabolic rate than those of O_2 _consumption and so were employed in this study. Here, they indicate that metabolic rates were decreased in long-lived MnSOD over-expressing flies whereas a previous study that instead considered O_2 _consumption did not detect a difference [17]. 

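Of 66 probe sets for the nuclear-encoded respiratory chain and ATP synthase, limma called none in the MnSOD line at day 73, with 25 higher and 0 lower at an unadjusted p under 0.05. Their median direct change was 0.16, and camera gave adjusted p = 1.95e-18, higher than other genes, which was lost with an estimated correlation (adjusted p = 0.182). Of 13 tricarboxylic acid cycle probe sets none was called directly, with 7 higher and 0 lower at an unadjusted p under 0.05, a median of 0.21 and camera adjusted p = 2.84e-06 (adjusted p = 0.0738 with an estimated correlation). At the same chronological age after DOX correction 3 respiratory chain genes rose and none fell by the labels, 3 when adjusted over the list alone, and 4 rose with the control groups exchanged. Camera gave adjusted p = 0.00545 by the labels (adjusted p = 0.764) and 0.000177 exchanged (adjusted p = 0.384), both higher. For the tricarboxylic acid cycle 2 rose by the labels and 2 exchanged, 3 when adjusted over the list alone. At the same physiological age 5 respiratory chain genes rose and 2 fell by the labels, and 1 rose exchanged. With arrays left out singly, the respiratory chain count at the same chronological age was 0 to 1 without MnSOD -DOX replicates 1 and 3 and MnSOD +DOX day 73 replicates 2 and 3 and 5 to 7 without control -DOX replicate 2 and MnSOD +DOX day 83 replicate 1, and that of the tricarboxylic acid cycle 1 without control -DOX replicate 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 2 and 3 and MnSOD +DOX day 73 replicate 2. At the same physiological age the respiratory chain count that rose was 3 without control +DOX replicate 3, MnSOD -DOX replicate 3 and MnSOD +DOX day 83 replicates 2 and 3, and the count that fell 0 to 1 without control -DOX replicates 2 and 3, control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 and 3 and MnSOD +DOX day 83 replicate 2 and 11 without control +DOX replicate 4.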

In accordance with the measured alterations in CO_2 _production, energy metabolism genes were over-represented amongst those induced by MnSOD over-expression. This may also reflect increased requirements for energy costly processes such as endobiotic and xenobiotic detoxification or cellular maintenance that might contribute to longevity.

It is interesting to note that a subset of the genes whose expression was altered by MnSOD tended to be changed in the opposite direction by DOX alone. 

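Of 22 probe sets for peptidoglycan recognition and Toll or Imd signalling, 6 fell after DOX correction at the same chronological age, 7 when adjusted over the list alone, with a median of -0.33, against 0.33 for DOX in control flies. Antimicrobial peptide genes had a corrected median of -4.56 and 6 of 6 fallen, against 2.73 for DOX. With the control groups exchanged 8 of the 22 and 2 of the 6 rose. The corrected change is the change of the MnSOD line minus the DOX change, so a list that moves with DOX and little in the MnSOD line reads the other way after correction under either naming, and the opposed signs are no separate evidence. Without that subtraction, in the MnSOD line at day 73, 3 of the 22 fell, with a median of -0.03, and 4 of the 6, with a median of -1.83. Without control +DOX replicate 4, 10 of the 22 fell after correction. Across all probe sets, which are not independent replicates, the DOX and corrected changes correlated at r = -0.918 (Spearman's rho = -0.910) at the same chronological age and r = -0.865 at the same physiological age, and at -0.890 and -0.761 with the groups exchanged. The corrected change contains minus the DOX change, so a negative value arises with no effect. Simulated unchanged groups gave r = -0.707 and a covariance of -0.0106, against a covariance of -0.122 here. The simulation gave all groups 1 spread per probe set. Real arrays deviated more from their group mean in control -DOX and +DOX (mean root mean square 0.144 and 0.136) than in MnSOD -DOX and +DOX at day 73 (0.0825 and 0.0939). More of the observed correlation could therefore be built in than the simulated value shows. With control arrays split so that no array served in both changes, the median over 36 splits was r = -0.768 (-0.861 to -0.607), which removes shared noise and keeps the subtraction of the DOX change itself. The direct change of the MnSOD line at day 73 and the DOX change of control flies correlated at r = -0.175 (Spearman's rho = 0.188), with signs that differ between the coefficients. Of 69 probe sets called in both lines, 3 went the same way by the labels and 66 the opposite way, and these numbers trade places with the groups exchanged.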

One conceivable explanation for this observation might be that MnSOD over-expression reduces DOX uptake or effective concentration in the flies, thereby reducing the effects of DOX on gene expression. However, since the gene expression changes due to DOX were most often smaller than those due to MnSOD, this is unlikely. Moreover, DOX-regulated expression of a LacZ reporter construct was not altered by coincident over-expression of MnSOD to a greater extent than an unrelated control transgene, suggesting that MnSOD does not affect DOX uptake (Additional data file 1, and Figure S8 in Additional data file 2). 

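Among probe sets called at the same chronological age after DOX correction, the DOX change of control flies was the larger of the pair for 58 of the 311 that rose and 48 of the 530 that fell, Sod2 not among them. The median corrected size was 0.58 for the risers and 0.79 for the fallers, against 0.46 and 0.62 for DOX. With the control groups exchanged the DOX change was larger for 132 of 656 and 44 of 642. These probe sets were selected for a large corrected change, which favours that side of the pair. Over all probe sets the median size was 0.198 for DOX and 0.193 after correction, or 0.227 with the control groups exchanged. The direct change of the MnSOD line was smaller: its median size was 0.15 among the risers and 0.17 among the fallers by the labels, and the DOX change exceeded it for 264 of 311 and 486 of 530. With the groups exchanged DOX exceeded the direct change for 594 of 656 and 625 of 642. Of the 311 risers 22 were also called directly, CG1648 and CG12057 among them, and 265 were called lower with DOX; of the 530 fallers these were 62, DptB among them, and 494 called higher.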

A more likely explanation for the negative correlation observed between DOX-regulated and MnSOD-regulated genes is that DOX causes a slight down-regulation of MnSOD as well as two putative Cu/Zn SOD encoding enzymes, CG9027 and *Sh3β*/CG8582. 

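Sod3 and Sh3beta, the genes of CG9027 and CG8582, were higher in the control arrays labelled +DOX by 0.41 (standard error 0.0917, adjusted p = 0.00146) and 1.10 (standard error 0.186, adjusted p = 0.000161) in limma, in the direction opposite to the study's, as was Sod2. All 3 calls were lost without control +DOX replicates 1 to 3 together, an alternative chosen after seeing the data that leaves 1 control +DOX array: Sod3 stood at 0.07 (adjusted p = 0.881), Sh3beta at 0.67 (adjusted p = 0.341) and Sod2 at 0.03 (adjusted p = 0.965). With the control groups exchanged all 3 are lower by the same sizes. In the MnSOD line at day 73 Sod3 stood at -0.03 (adjusted p = 0.98) and Sh3beta at -0.08 (adjusted p = 0.975). After DOX correction Sh3beta fell by 1.18 (adjusted p = 0.00437), a call lost without control -DOX replicates 2 and 3, control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 and 3 and MnSOD +DOX day 73 replicates 3 and 4, each left out alone (adjusted p = 0.0102 to 0.0139), and it rose by 1.02 (adjusted p = 0.00921) exchanged. Another probe set of Sod3 was called lower in the arrays labelled +DOX, so the direction for this gene depends on the probe set.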

Another plausible contributing factor is the mild inhibitory effect of tetracyclines and their analogs on mitochondrial translation and proliferation [79,80], since MnSOD causes alterations in mitochondria-related genes. Despite knowledge of this small effect for over two-decades, DOX-regulated systems have still been successfully employed to study mitochondrial function in detail, including mitochondrial translation [81,82]. Thus, the combined effect of a slight reduction in MnSOD and two other Cu/Zn superoxide-dismutase encoding genes along with a decrease in mitochondrial translation can readily account for the negative correlation observed between DOX-regulated and MnSOD-regulated genes.

### Candidate aging biomarkers include carbohydrate metabolism and electron transport genes

Based upon their opposing expression pattern between control and long-lived flies of the same chronological age and that of normal aging, a set of 24 potential aging biomarkers was identified and found to consist primarily of highly regulated carbohydrate and energy metabolism genes (Figure 5). In the future, it may be possible to validate such biomarkers by examining their longitudinal expression profiles and ability to predict remaining lifespan in individual flies [10,83].

Of these potential biomarkers, CG9140 and *CoVa *are expected to participate in electron transport. This is interesting in light of the finding that electron transport chain genes are consistently diminished with age in flies, mice, and humans (but not worms) [84], suggesting that diminished expression of the electron transport pathway with age may be an important marker of 'physiological age' and supporting our findings. 

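betaTub85D, for a tubulin of the testis, and cocoon, the name here of CG7804, were higher with DOX in control flies by 0.50 (standard error 0.12, adjusted p = 0.00244) and 0.45 (standard error 0.113, adjusted p = 0.0032) according to the labels. Their direct values at day 73 were 0.28 (adjusted p = 0.392) and 0.21 (adjusted p = 0.585). Vha68-3, the name here of CG5075, for a vacuolar ATPase subunit, stood at 0.27 (adjusted p = 0.0668) with DOX and 0.39 (adjusted p = 0.123) in the MnSOD line, and CG9920, a chaperonin-like gene at 0.25 (adjusted p = 0.062) and 0.35 (adjusted p = 0.136). None of the direct changes passed in limma, and each of these genes has the same sign in both lines. The DOX call of betaTub85D was lost without control -DOX replicate 2 and control +DOX replicate 1, each left out alone (adjusted p = 0.013 to 0.0147), and that of cocoon without control -DOX replicates 2 and 3 and control +DOX replicates 1 to 3, each left out alone (adjusted p = 0.0112 to 0.0204).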

Three of the potential biomarkers are expected to function in nucleotide binding (CG9920, *betaTub85D*, CG5075), and two in nucleobase metabolism (CG7804, CG5075). CG9220 encodes a glucuronosyltransferase and, based on sequence similarity, may participate in protein folding, *betaTub85D *functions in microtuble-based movement, and CG5075 encodes a hydrogen-exporting ATPase. In addition, four genes comprising key regulatory components of the glycolytic pathway were represented amongst this class of potential biomarkers, including pyruvate kinase (CG12229) and fructose-bisphosphate aldolase (*delilah*) as well as genes that act in peripheral pathways, such as those encoding trehalose-phosphatase (CG5177) and L-iditol 2-dehydrogenase (CG4836). Trehalose-phosphatase catalyzes the de-phosphorylation of trehalose-6-phosphate to trehalose and orthophosphate. In insects, trehalose and glucose are the only circulating sugars found in the hemolymph. While glucose is obtained from the diet, trehalose is a key homeostatic molecule that derives from the fat body and is involved in sugar transport to peripheral tissues and energy storage [85]. This non-reducing sugar is thought to increase desiccation tolerance by preventing protein aggregation, and trehalose phosphate synthase protects *Drosophila *during anoxia [86,87]. Previously, the reduced thermotolerance of long-lived median neurosecretory-cells (mNSC)-ablated flies was attributed to lowered circulating trehalose concentrations in the hemolymph [40]. These flies exhibited an altered pattern of circulating carbohydrates, having reduced circulating trehalose (approximately 15%), increased circulating glucose (100%), and increased whole body energy stores of trehalose, glycogen, and lipids [40]. Additionally, both male and female *InR *mutants have been shown to be hyper-trehalosemic [88]. These results are in line with the finding that lifespan extension by MnSOD is characterized by diminished thermotolerance, alterations in carbohydrate metabolism gene expression, and the up-regulation of trehalose phosphatase. Furthermore, they corroborate the observation that specific carbohydrate metabolism genes are potential biomarkers of aging. Trehalose has previously been touted as a longevity-assurance sugar in *C. elegans *based upon the increased expression of trehalose phosphate synthase in *daf-2 *mutants and increased levels of trehalose in dauer larvae and IIS *age-1 *(hx546) mutants [89-91].

### The targets of MnSOD over-expression share features with normal aging patterns

An intriguing finding is that a significant number of genes (52) up-regulated by MnSOD at both time points are also up-regulated during normal aging and this list is enriched for genes involved in the defense response, such as immune response genes (*AttB*, *Rel*, *Im2*, *PGRP-SD*, *PGRP-LB*, *TepII*), heat shock proteins (*Hsp90*), GSTs (*GstE1*, CG5224), and peroxidase (CG8913). Enrichment for heterocyclic-compounds and amino acid metabolism was also found. Notably, several of the genes in this set (*ade3*, *ade5*, CG11089, *Ect3*, *Anxb11*, CG14935) were also identified as species-conserved, longevity-associated genes (Figure 7). These findings suggest that MnSOD may partially mediate lifespan extension by effecting a species-general, non oxidative-stress, hormesis response.

### MnSOD over-expression causes reduced expression of genes that negatively regulate lifespan

Endocrine signals have been demonstrated to regulate life cycles and affect aging in all higher organisms [92]. Both juvenile hormone and 20-hydroxyecdysone are decreased in IIS mutants [20]. Additionally, EcR mutant heterozygotes are long-lived [93]. This suggests that, in *Drosophila*, reduced IIS activity may extend lifespan, in part, by diminishing signaling through juvenile hormone and ecdysone. It is interesting, therefore, that the gene encoding the EcR was down-regulated in MnSOD over-expressing flies relative to controls of the same 'physiological age' along with numerous other genes involved in endocrine activity, such as ecdysteroid hydroxylase (*sad*), ecdysone-induced genes (*Eip74EF*, *Eig71Ec*, *Edg84A*, *ImpE1*), insulin-like peptide-4 (*Ilp4*), and the neuropeptides (*Nplp4*, *Nplp3*). Since MnSOD may be a downstream effector of FOXO in flies, this suggests that lifespan extension in IIS mutants may involve a MnSOD-mediated reduction in signaling through the EcR.

The finding that numerous genes involved in olfaction and gustation are down-regulated by MnSOD is also intriguing. Olfactory and gustatory neurons are known to negatively regulate lifespan in *C. elegans *[50,51], and it was recently shown that in *Drosophila*, exposure to nutrient-derived odors reduces lifespan extension caused by dietary restriction [94]. Furthermore, mutation in the *Drosophila Or83b *receptor resulted in defective olfaction, altered metabolism, increased stress resistance, and lifespan extension [94].

### Cross-species, cross-condition comparisons reveal shared longevity gene-expression signatures

The gene expression profiles in *Drosophila *upon MnSOD over-expression were compared to the expression profiles that result from long-lived *C. elegans daf-2 *insulin receptor (InR)-like mutants and dauer larvae [74,75]. Strikingly, this comparison revealed numerous genes with similar expression patterns that are conserved between the worm and fly and likely represent longevity promoting genes (Figure 7, Additional data file 7). This is in contrast to a recent study [95] that identified conservation only at the process level, but not the gene level. Amongst the genes identified are those involved in the purine biosynthetic pathway, programmed cell death, intracellular protein transport, ribosome biogenesis, insulin signaling, and hormone secretion. Of particular interest is the finding that an energy sensing AMP-activated protein kinase (CG8057) and the nuclear hormone receptor HR96, a xenobiotic stress sensor, are up-regulated by MnSOD. Gene expression profiling of individual nematodes identified the AMP-activated protein kinase (AMPK) *beta *subunit as a gene that differentiates wild-type and *daf-2 *mutants with respect to age [96]. Recently, over-expression of the AMPK *alpha *subunit, *aak-2*, in *C. elegans *was shown to increase longevity, and lifespan extension by mutation of *daf-2 *or *sir-2.1 *over-expression was found to be dependent on *aak-1*. It is notable, therefore, that, in *Drosophila*, CG8057, which encodes an AMPK, is up-regulated by MnSOD over-expression as well as reduced IIS signaling, and concomitantly down-regulated upon yeast re-feeding after dietary restriction [97]. Thus, the profiles observed in response to lifespan altering interventions in *Drosophila *support the view that as in *C. elegans*, AMPK coordinates metabolism at an organismal level by integrating positive and negative cues to maintain cellular ATP levels [98]. In *C. elegans*, the HR96 homologue, DAF-12, acts at the intersection of pathways that regulate larval diapause, development, stress responses, and adult longevity [99,100]. While a similar role for HR96 in mediating *Drosophila *longevity has not been previously reported, we find further support for this connection by demonstrating that a significant portion of genes regulated by MnSOD are also similarly altered in response to xenobiotic stress induced by phenobarbital. This finding is of particular interest since McElwee and colleagues [74,75] have previously reported that the phase I and phase II class of enzymes involved in xenobiotic detoxification are shared between *C. elegans *dauers and *daf-2 *mutants. Several of the species-conserved, potential longevity promoting genes are described in further detail in Additional data file 10.

### MnSOD-regulated targets downstream of dFOXO

The cross-species, cross-condition comparison described above was aimed at identifying genes and processes that broadly mediate lifespan and, hence, are robust signatures of longevity mechanisms. However, certain downstream targets of dFOXO may have been missed by a comparison of stringent orthologs. In order to identify species specific MnSOD-regulated targets that act downstream of dFOXO as well as potential lifespan promoting mechanisms that might be unique to *Drosophila*, the transcriptional profile of MnSOD over-expression was compared to those resulting from altered insulin signaling in *Drosophila*. These comparisons are described in Additional data file 10.

### MnSOD-mediated mitochondria to nucleus signaling and crosstalk with the IIS pathway

Taken together with results from *C. elegans*, the data suggest a model in which MnSOD is a direct transcriptional target of the FOXO transcription factor and MnSOD catalyzed detoxification of superoxide results in increased intracellular hydrogen peroxide levels that mediate numerous signaling events. Based on kinetic arguments, it has been suggested that it is unlikely that over-expression of MnSOD could significantly increase cellular hydrogen peroxide levels [101]. One way to reconcile these observations is to suggest a localized region of hydrogen peroxide increase such as might be afforded by physical proximity between the mitochondria and nucleus [102]. Although it is not possible to rule out decreased superoxide as the retrograde signal at this time, that hydrogen peroxide is the relevant signal is supported by previous studies demonstrating that catalase over-expression on its own, in combination with Cu/ZnSOD [15] or MnSOD [17], has neutral or slightly negative effects on lifespan. Additionally, previous studies in cultured mammalian cells suggest that MnSOD-mediated growth suppression is due to elevated hydrogen peroxide levels resulting in oxidative environments in the mitochondria and subsequently in the cytoplasm [103]. It is also of interest to note that hydrogen peroxide and the antifungal para-hydroxymethyl-benzoic acid are reported to favor survival of flies restricted to a sugar only diet [104].

In further support of a hydrogen peroxide signal, there is a highly significant overlap in the genes altered by MnSOD over-expression and those altered upon direct stimulation with 3% hydrogen peroxide (C Curtis, G Landis, D Skvortsov, D Abdueva, K Tozer, J Tower and S Tavaré, in preparation). Specifically, 312 (*p *value < 4.0 × 10^-42^) and 260 (*p *value < 4.3 × 10^-43^) genes were also up-regulated upon hydrogen peroxide treatment as well as in MnSOD over-expressing flies of the same physiological and chronological age, respectively. A significant overlap was also found for genes down-regulated by hydrogen peroxide and down-regulated upon MnSOD over-expression in flies of the same physiological (216; *p *value < 0.003) and chronological (103; *p *value < 0.003) age, respectively, although to a lesser extent than genes up-regulated in both conditions.

The comparison of MnSOD-regulated gene expression changes to *daf-16 *dependent changes in IIS mutants suggests that MnSOD modulates the expression of numerous genes downstream of FOXO. It is interesting to note, therefore, that some of these targets contain both hydrogen peroxide responsive *cis*-regulatory elements, such as the HRE and ARE, as well as DAF-16 related elements, such as the canonical DBE and the DAE. This raises the possibility that such targets might be regulated both by MnSOD, through hydrogen peroxide signaling, and FOXO (Additional data file 9). Other genes that lack both the DBE and DAE might be indirect effectors of FOXO that are regulated by MnSOD.

Recently, JNK has been reported to extend lifespan in *Drosophila *[47], and its activation by hydrogen peroxide may facilitate the interplay between ROS mediated apoptotic and protective signals in a pathway that also involves the NF-κB cascade and mitochondria to nucleus signaling [52] (Figure 9). Hydrogen peroxide has also been shown to reversibly inactivate purified human PTEN, a tumor suppressor and upstream inhibitor of insulin signaling through phosphatidylinositol (3,4,5)-triphosphate, by oxidation of the essential cysteine residue in the active site of the PTEN lipid phosphatase [105]. In further support of a role for MnSOD in the redox regulation of PTEN, it has recently been demonstrated in *Drosophila *that thioredoxin (shown here to be induced by MnSOD) inhibits PTEN through disulfide bond formation and that over-expression of human thioredoxin in fly heads resulted in increased Akt phosphorylation [106]. In accordance with these findings, the gene encoding *Drosophila *phosphoinositide dependent kinase, *Pk61C*, is up-regulated in response to MnSOD over-expression. Downstream of *Pk61C*, additional components of the IIS pathway are up-regulated, including *eIF-4E*. eIF-4E is repressed by its binding protein, Thor, a direct transcriptional target of dFOXO that mediates cues from changing environmental conditions, including starvation and oxidative stress to control cell number during development [107,108]. Increased IIS results in inactivation of FOXO by phosphorylation and exclusion from the nucleus and since MnSOD may be a direct transcriptional target of dFOXO, this suggests the possibility of negative feedback regulation between MnSOD and the IIS pathway (Figure 9). Notably, while nucleo-cytoplasmic shuttling of DAF-16 in *C. elegans *is an important component of its regulation, recent studies suggest [109] that the nuclear localization of this FOXO transcription factor may not be required for all of its activity [110]. Furthermore, it is of interest that additional components of the IIS pathway, such as *Pi3K21B*, *Akt1*, *Rheb*, and *Thor*, are up-regulated in MnSOD over-expressing flies relative to controls sampled at the same 'physiological age', but not the same chronological age. One possible explanation for this is delayed induction or complex time-dependencies in the expression patterns that might result from feedback regulation. An interesting consequence of such a feedback loop would be control of MnSOD expression levels. This may be important for maintaining redox balance and is supported by the finding that high levels of MnSOD expression are toxic [78]. An adaptive response of MnSOD expression levels to the mitochondrial redox state has previously been suggested [103]. The importance of tight regulation of MnSOD is underscored by the fact that optimal enzyme activity levels should be such that the lower limit is sufficient to remove mitochondrial superoxide, whereas the upper limit does not exceed mitochondrial hydrogen peroxide removal capacity [103]. Furthermore, the fact that in these flies lifespan is extended, while much higher-level over-expression of MnSOD is toxic [78], suggests that in these experiments hydrogen peroxide levels are being manipulated within the normal physiological range for signaling, and, therefore, are consistent with the observation that there was no obvious oxidative stress response or inactivation of aconitase enzyme.

**Figure 9:**
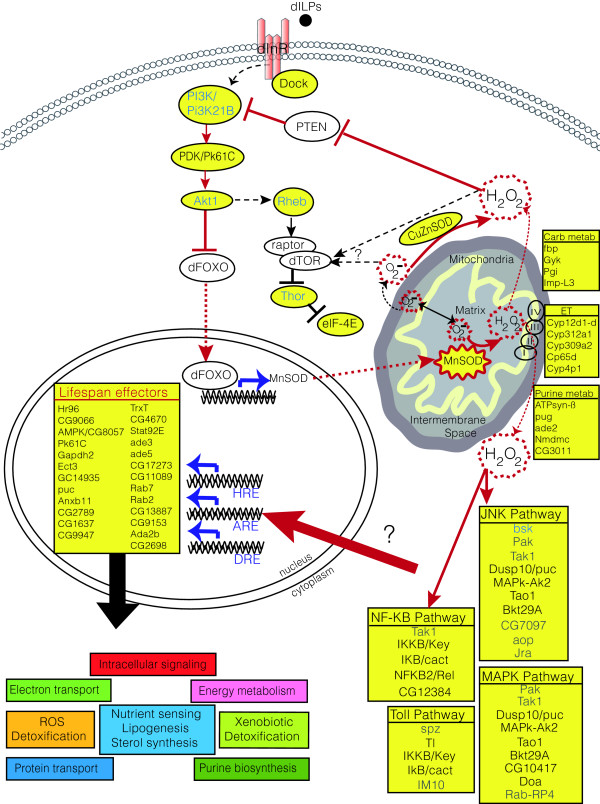
Proposed mechanism for MnSOD-mediated mitochondria to nucleus signaling and crosstalk with the IIS pathway. The data suggest a model in which MnSOD catalyzed detoxification of superoxide results in increased intracellular hydrogen peroxide levels that mediate various signaling events. Such events include the activation of the JNK and NF-κB pathways. Pathway components that demonstrate increased expression due to MnSOD over-expression are highlighted in yellow. Note that genes up-regulated at both time points are indicated by black text, those up-regulated only at the first time point assayed are indicated by grey text, whereas those up-regulated only at the later time point are denoted by blue text. Solid lines indicate direct interactions, dashed lines indicate indirect interactions, dotted lines indicate translocation events, and '?' indicates hypothetical or speculative elements. The proposed retrograde signal from the mitochondria to the nucleus mediated by hydrogen peroxide is shown in red. Numerous genes are up-regulated as a result of these signaling events and some were also identified as being similarly altered in long-lived *C. elegans *IIS mutants, suggesting their role as species-general lifespan effectors. These genes are indicated as are the biological processes that they contribute to. Hydrogen peroxide reversibly inhibits PTEN [105], an upstream inhibitor of IIS, resulting in activation of phosphoinositide 3-kinase (PI3K) signaling. In accordance with this, *Pk61C *gene expression levels are up-regulated as are some downstream components of the IIS pathway in response to MnSOD over-expression. Increased IIS activity results in dFOXO inactivation and since MnSOD may be a direct transcriptional target, this suggests that feedback regulation may occur. The proposed feedback loop between MnSOD and the IIS pathway is also shown in red. Crosstalk between TOR and its binding partner, raptor, with the mitochondrion has been suggested [111], although the molecular basis has not been elucidated. As shown here, hydrogen peroxide may participate in this mechanism. ET, electron transport; ILP, insulin-like peptide.

Other pathways involved in nutrient sensing have also been shown to crosstalk with the mitochondria through feedback mechanisms. For example, TOR is implicated in regulating the balance between glycolysis and mitochondrial metabolism, although the molecular basis has yet to be elucidated [111,112]. Additionally, oxidative capacity correlates with TOR-raptor complex stability [111], suggesting that a retrograde signal from the mitochondria influences TOR activity. It is possible that hydrogen peroxide signaling participates in this mechanism.

## Conclusion

A surprising aspect of the data is that a single, albeit important, enzyme can have a profound effect on the organism's longevity, metabolic rate, and gene expression. MnSOD likely mediates some of these beneficial changes in nuclear gene expression by a retrograde signal of increased hydrogen peroxide. Lifespan extension by MnSOD appears to proceed through a regulatory response that involves an intricate network of genes, orthologs of which are implicated in lifespan extension from reduced IIS activity in *C. elegans*. This implies that part of lifespan regulation by IIS normally proceeds through MnSOD, and identifies likely species-general effectors of longevity.

## Materials and methods

### *Drosophila *strains

All *Drosophila melanogaster *strains were as described [18,113,114].

### Plasmid construction

PCR products (MnSOD-1, MnSOD-2) were obtained using a pBlue Script vector containing the MnSOD cDNA as a template [17]. MnSOD-1 was generated using primers Mn1F (5'GTCGAATAAAACGCAGATATGTTCG-3') and Mn1R (5'-CCATGGTTAAATAATCGGCGTTGAA-3'). MnSOD-2 was generated using primers MnSOD2F (5'-TGCAGTCGAATAAAACGCAGATATGTTCG-3') and MnSOD2R (5'-TTAACCATGGTTAAATAATCGGCGTTGAA-3'). Both products were generated using pfu DNA polymerase (Stratagene, San Diego, CA, USA). Products MnSOD-1 and MnSOD-2 were boiled for 10 minutes at 95°C and cooled to room temperature to generate a reannealed MnSOD gene with a *Pst*I site engineered at the 5' end and an *Eco*RI site at the 3' end. This fragment was cloned into the *Pst*I and *Eco*RI sites of USC1.0 [115] to generate the construct USC1.0-MnSOD.

### P element mediated transformation

Five independent germ-line transformants of the USC1.0-MnSOD construct (*MnSOD(2)4*, *MnSOD(2)12*, *MnSOD(2)20*, *MnSOD(2)22 *and *MnSOD(2)38*) were generated using standard methods [116], using the *y-ac-w1118 *recipient strain [117]. Southern analysis indicated the presence of single inserts for all lines.

### *Drosophila *culture and lifespan assays

*Drosophila *were cultured on standard agar/molasses/corn meal/yeast media [118]. Where indicated, flies were cultured on food supplemented to a final concentration of 240 μg/ml DOX and 64 μg/ml ampicillin, while control vials were adjusted 64 μg/ml ampicillin alone. To obtain adult flies, the *Oregon R *control strain (provided by the Bloomington *Drosophila *stock center) and MnSOD transgenic lines (*MnSOD(2)4*, *MnSOD(2)12*, *MnSOD(2)20*, *MnSOD(2)22*, *MnSOD(2)38*) were crossed to the *rtTA(3)E2 *transactivator line [18], cultured at 25°C in urine specimen bottles, and the hybrid adult male progeny resulting from these crosses were used in all experiments. Prior to eclosion of the majority of pupae, bottles were cleared of adults and newly eclosed flies were allowed to emerge over the next 48 hours. The majority of the males will have mated during this time. The males only were then removed and were designated one day old, and were maintained at 25°C at 40 flies per vial in culture vials with food. All flies were transferred every other day into fresh media unless otherwise indicated. At 4 days of age the males were split into control and experimental groups of 200 males each, with the experimental group (+DOX) placed on culture media supplemented with 240 μg/ml DOX. The number of dead flies was counted at each passage, and the number of vials was progressively reduced to maintain approximately 40 flies per vial. To calculate the mean lifespan for the experimental (+DOX) and control (-DOX) cohorts, each fly's lifespan was tabulated, the data averaged, and the mean, median and standard deviation were calculated.

### Northern analyses

Flies were cultured on plus and minus DOX for one week. RNA was isolated from male adult *Drosophila *using the RNAqueous kit (Ambion, Austin, TX, USA), fractionated on 1.0% agarose gels and transferred to GeneScreen membranes (PerkinElmer, Waltham, MA, USA). 1X = 5 mg, and 2X = 10 mg. The PCR product MnSOD-1 was used as a specific probe for the MnSOD gene. The probe for the *hsp22 *gene was generated from a genomic subclone. The loading control was *Rp49*, which encodes a ribosomal protein [119]. DNA probes were ^32^P-labelled using the Prime-It II DNA labeling kit (Stratagene). Hybridization was carried out in Church-Gilbert solution at 65°C overnight. Hybridization signals were visualized and quantified using the phospho-imager and ImageQuant software (Molecular Dynamics, Sunnyvale, CA, USA). Transcript size was determined by comparison with 1 Kb RNA ladder (Gibco-BRL, Gaithersburg, MD, USA) according to the manufacturer's instructions.

Relative RNA levels and the fold induction of transcripts were estimated from Northern blot data as follows: a box was drawn around the band for each gene transcript and intensity measured in arbitrary units using the Phosphoimager and ImageQuant. An equal size box was drawn around a region of the lane containing no bands and that value was subtracted as background. *Rp49 *loading control was quantified in the same way for each lane. Each *Rp49 *intensity value was divided by the median *Rp49 *intensity value to generate a loading correction factor for each lane. A normalized intensity value for each gene transcript was then calculated by multiplying by the *Rp49 *correction factor for that lane. This quantification was done twice for each phospho-image. The 1X and 2X Northern lanes for each RNA sample were quantified and the numbers were averaged. The resulting relative expression levels are presented in arbitrary units ± standard deviation.

#### *MnSOD *probe data

*MnSOD(2)4 *-DOX = 8,194,986 ± 282,073, +DOX = 105,246,261 ± 4,133,376, fold induction approximately 13. *MnSOD(2)12 *-DOX = 9,130,631 ± 509,194, +DOX = 118,636,517 ± 4,449,685, fold induction approximately 13. *MnSOD(2)20 *-DOX = 9,786,260 ± 612,061, +DOX = 135,629,576 ± 18,497,585, fold induction approximately 14. *MnSOD(2)22 *-DOX = 14,089,283 ± 1,569,894, +DOX = 210,419,748 ± 2,779,774, fold induction approximately 15. *MnSOD(2)38 *-DOX = 10,211,365 ± 1,113,851, +DOX = 57,845,424 ± 2,076,761, fold induction approximately 6.

#### *hsp22 *probe data

*MnSOD(2)4 *-DOX = 2,077,692 ± 33,078, +DOX = 5,122,305 ± 576,188, fold induction approximately 2.5. *MnSOD(2)12 *-DOX = 2,565,603 ± 274,446, +DOX = 5,256,513 ± 91,162, fold induction approximately 2.0. *MnSOD(2)20 *-DOX = 3,479,575 ± 346,431, +DOX = 5,679,243 ± 710,345, fold induction approximately 1.6. *MnSOD(2)22 *-DOX = 4,684,510 ± 14,391, +DOX = 9,017,229 ± 1,220, fold induction approximately 1.9. *MnSOD(2)38 *-DOX = 2,528,625 ± 100,005, +DOX = 2,288,297 ± 279,032, fold induction approximately 0.9.

### Statistical analysis of the effect of DOX-induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels

Additional data file 1 includes a complete description of the analyses performed and Additional data file 2 includes the results.

### Assaying the effect of MnSOD over-expression during development and adulthood

*MnSOD *males of the indicated lines were mated to *rtTA(3)E2 *virgins and their progeny allowed to develop in bottles containing food plus and minus DOX. At eclosion, age-synchronized cohorts of *MnSOD/rtTA(3)E2 *males were transferred to vials containing five flies each. Both the progeny from the -DOX and +DOX bottles were split into two groups, one in +DOX vials, and one in -DOX vials, resulting in four sets of lifespan assays of 100 males each: +DOX in adulthood only, +DOX in development only, +DOX throughout lifespan, and no DOX. The plus DOX vials and bottles included 240 μg/ml DOX. The flies were transferred into fresh vials every other day and survival was determined by counting the number of dead flies in each vial. A description of the statistical analyses performed is presented in Additional data file 1 and the results are shown in Tables S1-S4 in Additional data file 2.

### Statistical analysis of the effect of MnSOD on lifespan

The effect of DOX treatment during adulthood on mean and maximal lifespan were assessed using log-rank and Chi-squared tests, respectively (Tables S1-S3 in Additional data file 2). The effect of MnSOD over-expression on the mean, median, and the 90th percentile of lifespan was further examined by employing a bootstrap resampling scheme [33] to construct 95% confidence intervals for the ratio of the means and for the ratio of percentiles of the control and treatment populations [35,120]. Such robust methods have been shown to provide confidence intervals with coverage much closer to the nominal value than classical methods in certain instances. For the ratio of percentiles, where no simple variance estimator is known, a double-bootstrap approach was taken to estimate the variance. For each bootstrap sample (B1), an additional bootstrap sample (B2) was employed to compute estimates of û**, the sample variance of which is the bootstrap estimate of the variance of û*. For the ratio of means, four different types of equi-tailed, two-sided nonparametric confidence intervals were constructed: the normal approximation, bootstrap-t interval, the basic bootstrap interval, and the double bootstrap interval. For the ratio of percentiles, the basic bootstrap interval and the double bootstrap interval were computed. In all cases, B1 = 5,000, B2 = 1,000, and α = 0.05. Results are shown in Table S4 in Additional data file 2.

### Hydrogen peroxide survival assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food for one week. They were then transferred to vials containing tissue (Kimwipes) saturated with 0%, 2.5%, and 5% hydrogen peroxide in a 1% sucrose solution. The +DOX vials included 240 μg/ml DOX. The flies were transferred into fresh vials each day, and survival was determined by counting the number of dead flies in each vial.

### Paraquat survival assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food for one week. They were then transferred to vials containing tissue saturated with 20 mM paraquat in a 1% sucrose solution. Paraquat solutions were made fresh for each experiment, as this was found to be necessary for reproducible results. The +DOX vials included 240 μg/ml DOX. The flies were transferred into fresh vials each day, and survival was determined by counting the number of dead flies in each vial.

### 100% Oxygen survival assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food for one week. They were then placed in an enclosed chamber with 100% oxygen gas flow [10], transferred into fresh vials each day, and survival was determined by counting the number of dead flies in each vial.

### Thermal stress survival assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food for one week. They were then placed in an incubator at 34°C, transferred onto fresh food each day, and survival was determined by counting the number of dead flies in each vial.

### Desiccation resistance assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food for one week, after which the flies were briefly anesthetized with CO_2 _and transferred to an empty 8-dram glass vial. A foam stopper was placed approximately 3 cm down into the vial and approximately 4.5 g of Drierite was placed on top of the stopper. The open end of the vial was then sealed with Parafilm. The flies were checked hourly for mortality, which was characterized by the inability of the flies to resume an upright position after the vial was shaken. Desiccation resistance was expressed as survival time (hours) and was estimated for 50 flies (10 vials, each containing 5 flies) from each treatment group.

### Oxygen consumption and carbon dioxide production assay

Age synchronized cohorts of adult male flies were cultured on plus and minus DOX food and transferred to fresh vials every other day. The rate of CO_2 _emission was used to determine the metabolic rate of the flies and was measured using flow-through respirometry. The CO_2 _emission of 6 groups of flies (14-21 individuals per group) from each treatment was measured once a week for 8 weeks. During the respirometry assays, room air was pumped through three silica gel columns plus one Drierite/Ascarite/Drierite column to remove water vapor and CO_2_. The water and CO_2_-free air then flowed through six respirometer chambers containing the flies, as well as an empty control chamber, and subsequently to the CO_2 _analyzer. Air flow through the respirometry chambers was regulated by a system of computer-controlled valves (Sable Systems, Henderson, NV, USA), which allowed each of the six groups of flies to be measured sequentially. The volume of the respirometry chambers was 12 ml, and the rate of air flow through the chambers was 20 ml/minute. The rate of CO_2 _emission of each fly group was measured for 15 minutes weekly using a Sable Systems Licor LI-6251 infrared CO_2 _analysis system. The room temperature was maintained at 25 ± 1°C. The CO_2 _levels (ppm) were averaged and recorded once/second using Sable Systems data acquisition software. To ensure that the CO_2 _recordings had reached steady-state levels, only data from the last 5-7 minutes of the measurements were used in the data analyses. Oxygen concentrations (Pa) in the outflowing air were measured using an Oxilla (Sable Systems) differential oxygen analyzer. The respiratory quotient of the control and experimental flies was compared at every time interval and not found to be statistically significantly different. We therefore used the CO_2 _measurements to describe the metabolic rate since these measurements are more precise than those of oxygen consumption.

### Aconitase enzyme assay

The effect of MnSOD over-expression on aconitatse activity was examined in age-synchronized cohorts of male progeny from the following lines: Control, *MnSOD(2)12*, and *MnSOD(2)20*. Cohorts were cultured on plus and minus DOX food and passaged to fresh vials every other day. On days 7, 21, 35, 49 and 63, triplicate samples of 5 male flies from each of 6 conditions (3 genotypes +/- DOX) were frozen at -72°C. Aconitase was measured on fresh fly homogenates using a modification of the method of Rose and O'Connell [121] that employs a coupled assay with isocitrate dehydrogenase. Aconitase activity was measured with and without activation. Fly homogenates were prepared on ice by grinding 5 flies in 1.5 ml Eppendorf tubes containing 38 μl 100 mM Tris pH 7.4, 1 mM DTPA and 1 mM MgCl_2_. After centrifugation at 16,000 × g (Sorvall Biofuge Fresco; Kendro, Newtown, CT, USA), supernatants were collected and SOD (1,440 units/μl) was added. To activate aconitase, supernatants were placed in a 96-well plate (Cat.# 3371, Corning Inc., Lowell, MA, USA) and diluted with 9 volumes of freshly prepared ice-cold activation buffer (5.5 mM cysteine, pH 7.4, 600 μM ferrous ammonium sulfate, 94 mM Tris pH 7.4) and held for 1 h on ice. Non-activated samples were diluted with 9 volumes of ice cold 100 mM Tris pH 7.4 and assayed immediately. For the assay, a 30 μl sample (activated or non-activated) was placed in a UV transparent 96-well assay plate (Costar 3635). To start the assay, 200 μl of 37°C assay buffer was added to sample wells using a multichannel pipettor. Final assay conditions were 1 mM NADP, 5 mM MgCl_2_, 2 mM sodium citrate, and in 99 mM Tris pH 7.4 at 37°C containing 260 milli-units of isocitrate dehydrogenase (USB 17798)/ml. Aconitase activity was measured by following the rate of formation of NADPH at 340 nm between 2 and 5 minutes in a Spectramax Plate Reader (Molecular Devices, Sunnyvale, CA, USA). Protein concentrations were determined using the Bradford method [122] with bovine serum albumin as a standard. Unless otherwise noted, all reagents were from Sigma-Aldrich.

### RNA isolation and microarray data analysis

An average of 35 μg RNA was isolated from groups of 30 adult male *Drosophila *using the RNAqueous kit (Ambion), and a portion (3 μg) was fractionated on 1.0% agarose gels to determine purity. Total RNA (10 μg) was used as substrate to generate biotinylated cRNA according to standard Affymetrix protocol (Childrens Hospital, Los Angeles, CA, USA).

DrosGenome1 arrays were used to monitor the expression of 13,500 predicted *Drosophila *transcripts in response to specific MnSOD over-expression under the control of a tetracycline-inducible promoter. In total, 20 gene chips were employed with four replicates for each of five conditions. To control for the effect of a 20% delay in aging caused by MnSOD over-expression, cohorts of MnSOD transgenic flies were sampled at the same chronological age (approximately 50% survival of -DOX flies, day 73) as well as at the same 'physiological age' (approximately 50% survival for both +DOX and -DOX flies, day 83 and day 73, respectively). To control for the effect of DOX, control flies treated with or without DOX were sampled at the same chronological age (approximately 50% survival of -DOX flies, day 78) since DOX does not dramatically delay aging. Thus, the following samples were hybridized to the GeneChips: control (DOX) sampled at 50% survival, control (+DOX) sampled at -DOX 50% survival, *MnSOD(2)22 *(-DOX) sampled at 50% survival, *MnSOD(2)22 *(+DOX) sampled at -DOX 50% survival, and *MnSOD(2)22 *(+DOX) sampled at 50% survival.

Gene expression measures were computed using the robust multichip average [123] in the *affy *package for the R statistical programming language [124]. Linear modeling and empirical Bayes analysis [125] was performed using the R *limma *(Linear Models for Microarray data) package [126] to identify genes significantly differentially expressed in response to MnSOD in treated and untreated flies of the same chronological age and, likewise, in flies of the same 'physiological age' while controlling for the effect of DOX on gene expression. *limma *computes an empirical Bayes adjustment for the *t*-test, and is more robust than the standard two-sample *t*-test comparison. Multiple testing was corrected for by the Benjamini and Hochberg method, which controls the FDR [127]. Using this robust method, genes were found to be significantly differentially expressed by both biological and statistical criteria (± 1.2-fold change, FDR 1% (*p *< 0.01)). Notably, a 1.2-fold change cutoff was selected since relatively small changes have been shown to be important for a variety of biological phenomena, including aging [128]. The microarray data discussed in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [129] and are accessible through GEO Series number GSE7159.

### Identification and enrichment of DNA response elements

MnSOD-regulated genes were examined for the presence of specific DNA response elements in the region 2 Kb upstream of the transcriptional start site and the first intron using a custom program (T Goldman, M Lebo, and M Arbeitman, personal communication). The enrichment for a specific motif in a gene list was determined based on a two-stage selection procedure: one at the gene level, and another at the gene set level. First, the statistical significance of finding a specified motif in a particular gene was computed based on a second order Markov model of the background sequence [130] to determine the probability of finding this motif within the region examined versus a designated number of strings (1,000) that were 'randomly' constructed using Markov model nucleotide probabilities. These probabilities were computed for each motif and each gene within the lists of unique up-regulated (409) or down-regulated (322) genes and in the reference list compoised of genes (12,189) represented on the DrosGenome1 Array. Each motif was considered separately, and only genes for which the significance associated with finding that motif had a *p *value < 0.05 were employed in the subsequent enrichment analysis. At the second stage, the number of genes for which a given motif was found to be significant (*p *value < 0.05) in the set of MnSOD-regulated genes (test set) was then tested for enrichment based on the hypergeometric distribution by comparison to the reference set (genes represented on the DrosGenome1 Array). In particular, MnSOD-regulated genes were queried for the following motifs: the ARE core motif, TGACNNNGC [65,66]; HRE, GGAAGC [64]; DRE, TATCGATA [68,69]; HIF-1 response element (HIF-RE), TCACGTCC [67]; DBE, TTGTTTAC [70]; and DAE, CTTATCA [23].

### Functional annotation and statistical overrepresentation of Gene Ontology classifications

Lists of differentially expressed genes were mapped onto the GO classification [44] to allow for the examination of specific molecular functions, biological processes, and cellular components that were influenced by MnSOD over-expression or other interventions. Comparisons of the distribution of MnSOD and age-dependent changes across the functional categories described by GO allowed for the identification of statistically and biologically relevant patterns of gene expression, as it did for the other comparisons of interest. To this end, GOstat [45,46] was employed to translate lists of differentially expressed genes into functional characterizations of the effect of the condition being examined. Briefly, the number of appearances of each GO term annotated to a gene differentially expressed in a particular condition or group was determined and compared to the number of appearances in a reference list based either on the DrosGenome1 Array or some subset thereof. Statistically overrepresented GO categories were identified by the calculation of a *p *value denoting the probability that the observed numbers of counts could have resulted from randomly distributing a particular GO term between the test and reference group. The *p *value is approximated by a Chi-square distribution (Fisher's Exact test when the expected number of counts is <5), and multiple testing was corrected for by controlling the FDR at a level of 1% (*p *< 0.01).

### Comparison of MnSOD-regulated genes to published data

A more thorough comparison of the results presented here with other published data would require a full treatment of the raw data to ensure a common normalization routine and statistical determination of differential gene expression. In several instances the raw data were not available in microarray repositories, nor upon request, and more rigorous comparisons could not be made. This was especially unfortunate for studies in which the number of replicates was low and primitive statistical procedures were employed to process the data, since methods in microarray data analysis continue to improve considerably. Since the raw data were not available for all the studies of interest, the processed data were utilized for all comparisons. In support of this approach, a recent study aimed at the identification of biomarkers from multiple cancer datasets discussed similar issues in the use of raw versus processed data [131]. The authors concluded that a meta-review approach using processed data was highly concordant with a meta-analysis approach based on re-analysis of the raw data.

### Comparison of gene expression changes in *Drosophila *resulting from MnSOD over-expression to normal aging

Previously, Landis *et al. *[10] examined the transcriptional profile of normal aging in male *Drosophila *using DrosGenome1 arrays and reported the up-regulation of 271 genes and the down-regulation of 656 genes. The gene expression patterns of MnSOD over-expression were compared to those of normal aging by considering genes that were altered in either the same or opposing directions.

### Comparison of gene expression changes resulting from MnSOD over-expression in *Drosophila *to *C. elegans daf-2 *mutants

McElwee and colleagues [74,75] previously described the transcriptional outputs of long-lived dauers and identified genes regulated by *daf-2 *in a *daf-16 *dependent manner. The gene expression patterns of MnSOD over-expressing *Drosophila *were compared to these lists by mapping pairs of *D. melanogaster *and *C. elegans *reciprocal best BLAST hits [31] onto the respective microarrays with allowance for fly genes with multiple close worm homologues. Worm-fly orthologs representing 3,542 unique fly genes and 4,940 total worm-fly pairs resulted. Of the 412 genes up-regulated by MnSOD in flies sampled at both the same chronological and the same 'physiological' age, 169 have a worm ortholog based on the above mapping. Of the 1,160 genes up-regulated in the *daf-2/daf-16 *dataset, 185 have fly orthologs with 25 genes being identified in both studies. If the list is expanded to include all 656 genes (265 have a corresponding worm ortholog) that are up-regulated by MnSOD when flies are sampled at the same chronological age, five additional genes are identified in the overlap. Likewise, if the list includes all 858 (337 have a corresponding worm ortholog) genes up-regulated by MnSOD when flies are sampled at the same 'physiological age', 10 additional genes are identified in the overlap.

### Comparison of gene expression changes in *Drosophila *resulting from MnSOD over-expression to phenobarbital induced xenobiotic stress

Previously, King-Jones *et al. *[76] studied the *Drosophila *xenobiotic response by treating *CanS *flies with PB and examining the resultant transcriptional profiles using Drosophila2 arrays. Comparisons between MnSOD-regulated genes (identified using Affymetrix DrosGenome1 arrays) and xenobiotic regulated genes (identified using Drosophila2 arrays) were made by considering only those probesets that represent 'good matches', according to the manufacturer. This resulted in 8,636 genes being mapped to probes on both arrays. Out of the 656 genes up-regulated at the same chronological age due to MnSOD over-expression, 411 are considered matches between these two arrays based on this criterion. Likewise, of the 503 genes up-regulated by PB treatment [76], 337 are considered matches. From these lists, 59 genes were found to be up-regulated in both conditions.

### Comparison of gene expression changes in *Drosophila *resulting from MnSOD over-expression to altered insulin signaling

Puig *et al. *[108] previously reported the up-regulation of 277 genes in response to insulin stimulation in S2 cells that expressed the constitutively active dFOXO construct, dFoxoA3, using DrosGenome1 arrays. A separate study by Junger *et al. *[107] also examined the transcriptional response of *Drosophila *tissue culture cells to insulin stimulation. In this study, stationary Kc167 cells treated with 100 nM insulin for 2 hours were compared to untreated controls using DrosGenome1 arrays. A selection of candidate genes demonstrating two-fold or greater repression upon insulin stimulation was reported in the published work, and examination of the previously processed data suggests that 481 and 199 genes were up- and down-regulated, respectively, greater than two-fold 2 hours post insulin stimulation.

### Comparison of gene expression changes in *Drosophila *resulting from MnSOD over-expression to yeast re-feeding

Recently, Gershman *et al. *[97] characterized the transcriptional profiles of female *Drosophila *during the first 12 hours of yeast re-feeding after dietary restriction using DrosGenome1 arrays. Using a change point statistic, the authors identified 3,519 differentially expressed genes, of which 2,310 were up-regulated and 1,209 down-regulated. The authors also compared these profiles to those described by Puig *et al. *[108] to identify potential nutrient-mediated dFOXO targets. In this study, MnSOD-regulated genes were compared to those either up- or down-regulated upon yeast re-feeding.

### Statistical significance of overlapping gene sets

The statistical significance of the overlap between various gene sets was evaluated by computing the *p *value representing the probability of obtaining the observed number of overlaps by chance under a hypergeometric distribution. Additionally, the significance of the observed level of overlap between differentially expressed genes for several of the comparisons was assessed by Monte Carlo simulation using custom scripts. In cases where a mapping between orthologs or between Affymetrix probe identifiers was necessary, this step was included in the simulation. For example, for the comparison of genes that were up-regulated by MnSOD over-expression in *Drosophila *to those that were up-regulated in *daf-2 *worms in a *daf-16 *dependent manner, 412 and 1,199 genes were randomly selected from the appropriate total list of genes represented on the DrosGenome1 array and *C. elegans *whole genome Affymetrix array, respectively. These genes were then mapped onto the list of ortholog pairs, and the number of overlaps between these two lists was counted. This procedure was repeated 10,000 times to produce a distribution of overlap results from the random simulations and an approximate *p *value was computed by comparing the actual overlap to this distribution (Additional data file 5). Using the appropriate total gene lists, simulations were also performed for the comparison used to identify aging biomarkers as well as for the comparison of MnSOD-regulated genes and xenobiotic detoxification genes.

## Abbreviations

AMPK, adenosine monophosphate (AMP)-activated protein kinase; ARE, antioxidant response element; CI, confidence interval; DAE, DAF-16 associated element; DBE, DAF-16 binding element; DOX, doxycycline; DRE, DNA replication-related element; EcR, ecdysone receptor; ET, electron transport; FDR, false discovery rate; GO, Gene Ontology; GST, glutathione-S-transferase; HIF, hypoxia induction factor; HIF-RE, hypoxia induction factor-1 (HIF-1) response element; HRE, hydrogen peroxide response element; IIS, insulin/insulin-like growth factor-like signaling; ILP, insulin-like peptide; InR, insulin receptor; JNK, c-Jun-N-terminal kinase; MAPK, mitogen-activated protein kinase; NF-κB, nuclear factor-kappa beta; PB, phenobarbital; ROS, reactive oxygen species; SOD, superoxide dismutase.

## Authors' contributions

JT conceived and designed the study with help from GNL and ST. NH created the transgenic constructs and strains, and GNL, NH, MW, DFord, AL, and AB assayed life span, transgene expression and stress resistance. NBW and RLL designed and carried out aconitase assays, and DFolk and TJB designed and carried out CO_2 _production and dessication-resistance assays. CC, DA, DS, and ST designed and carried out the statistical and bioinformatic analyses. CC designed and carried out cross-dataset comparisons and contributed analysis tools. CC wrote the paper.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 provides additional methods, including statistical analysis of the effect of DOX-induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay. Additional data file 2 provides additional results for the effect of DOX-induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay. Additional data file 3 lists DOX regulated immune response genes. Additional data file 4 lists annotated differentially expressed genes resulting from MnSOD over-expression. Additional data file 5 shows the statistical significance of overlapping gene sets. Additional data file 6 is a categorization of the gene expression differences between MnSOD over-expressing flies and controls sampled at the same 'physiological age'. Additional data file 7 shows additional longevity promoting genes conserved between *C. elegans daf-2 *mutants and MnSOD over-expressing *Drosophila*. Additional data file 8 shows MnSOD-regulated xenobiotic detoxification genes. Additional data file 9 gives the DNA regulatory elements in the set of conserved longevity promoting genes. Additional data file 10 provides supporting results and additional explanatory text. Additional data file 11 describes the proposed role for HR96 in the endocrine regulation of lifespan.

## Supplementary Material

Additional data file 1 Statistical analysis of the effect of DOX induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay. Click here for file

Additional data file 2 Additional results for the effect of DOX-induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay. Click here for file

Additional data file 3 DOX regulated immune response genes. Click here for file

Additional data file 4 Annotated differentially expressed genes resulting from MnSOD over-expression. Click here for file

Additional data file 5 Statistical significance of overlapping gene sets. Click here for file

Additional data file 6 Categorization of the gene expression differences between MnSOD over-expressing flies and controls sampled at the same 'physiological' age. Click here for file

Additional data file 7 Additional longevity promoting genes conserved between *C. elegans daf-2 *mutants and MnSOD over-expressing *Drosophila*. Click here for file

Additional data file 8 MnSOD-regulated xenobiotic detoxification genes. Click here for file

Additional data file 9 DNA regulatory elements in the set of conserved longevity promoting genes. Click here for file

Additional data file 10 Supporting results and additional explanatory text. Click here for file

Additional data file 11 Proposed role for HR96 in the endocrine regulation of lifespan. Click here for file

# Supplementary material for: Transcriptional profiling of MnSOD-mediated lifespan extension in Drosophila reveals a species-general network of aging and metabolic genes
**Source:** Genome Biol. 2007 Dec 9;8(12):R262. doi: 10.1186/gb-2007-8-12-r262
**Supplement:** Additional data file 1 — Statistical analysis of the effect of DOX induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay.

Additional methods:**Statistical analysis of the effect of DOX induced MnSOD over-expression on lifespan, stress resistance, desiccation, metabolism, and aconitase levels and LacZ expression assay****The effect of DOX induced MnSOD expression during development and adulthood.**

The nature of the effect of DOX on lifespan in MnSOD transgenic flies was investigated on age-synchronized cohorts of male progeny for control, *MnSOD(2)12*, and *MnSOD(2)22* flies. The 1146 flies were evenly divided by line and cultured in one of four DOX conditions: No DOX exposure, DOX during development only, DOX during adulthood only, or DOX exposure throughout the entire lifespan.

For each of the above lines, the effect of DOX on mean lifespan for the various treatments was examined using ANOVA and Tukey's Honestly Significant Difference (HSD) multiple comparison with the experiment-wise significance level $\alpha = 0.05$. For the control, DOX did not have a significant impact on mean lifespan, regardless of the time when the flies were exposed, whereas *MnSOD(2)12* and *MnSOD(2)20* exhibited significant differences in mean lifespan due to the timing of DOX treatment (Table S1). For *MnSOD(2)12*, the timing of DOX exposure had a significant effect on lifespan such that flies exposed during adulthood or across the entire lifespan lived significantly longer than flies with no DOX exposure or exposure only during development. Likewise, for *MnSOD2(22)* flies that were exposed to DOX during adulthood or across the entire lifespan lived significantly longer than flies that were exposed to DOX only during

development, or flies that received no DOX exposure. Bar graphs of the results are shown in Additional data file 2, Figure S7 (a).

For each line and treatment the effect of DOX on maximum lifespan was also assayed. Chi-squared (χ^2) analyses were performed, comparing the proportion of flies alive before and after this point (treating maximum lifespan as the dependent variable). For the control, the maximum lifespan was found to be significantly longer for flies exposed to DOX during adulthood only (Pearson $\chi^2(1) = 11.40, p \leq 0.01$), as compared to flies with no DOX exposure. For *MnSOD(2)12*, maximum lifespan was significantly increased by DOX exposure during adulthood only (Pearson $\chi^2(1) = 10.61, p \leq 0.001$), and by DOX exposure across the entire lifespan (Pearson $\chi^2(1) = 11.48, p \leq 0.001$). For *MnSOD(2)22*, maximum lifespan was significantly increased by DOX exposure during adulthood only (Pearson $\chi^2(1) = 25.96, p << 0.001$), and by DOX exposure across the entire lifespan (Pearson $\chi^2(1) = 17.21, p << .0.0001$). Bar graphs of the results are shown in Additional data file 2, Figure S7 (b).

The effect of DOX on mean adult lifespan.

Statistical analyses were conducted for three different cohorts of several MnSOD lines, and the corresponding control. To determine if DOX treatment had an effect on lifespan, ANOVAs were performed twice for each line, once including all flies in the analysis and once excluding flies that died within the first two weeks. Very similar results were obtained with or without censoring the early-dying flies. For the control (cohorts 1, 2, and 3 combined), the effect of the presence of DOX on lifespan was similar regardless of

whether all flies are included or if early-dying flies were excluded (Table S2). *MnSOD(2)12* (cohorts 1, 2, and 3 combined) also showed a significant effect for DOX, with DOX+ flies living significantly longer than DOX- flies. For *MnSOD(2)20* (cohorts 1 and 3 combined), DOX had a significant effect on lifespan such that DOX+ flies lived longer than DOX- flies. For *MnSOD(2)22* (cohorts 1, 2, and 3 combined), DOX also had a significant positive effect on lifespan. In general, when flies that died early were excluded from the analysis, the significance of the DOX effect was more pronounced, although the magnitude of the difference in lifespan remained consistent. A summary of these results is presented in Additional data file 2, Table S2.

The effect of DOX treatment during adulthood on lifespan, stress-resistance, and desiccation.

The effect of DOX treatment during adulthood on mean and maximal lifespan (defined here as the 90th percentile of lifespan) was assessed using log-rank and Chi-squared tests, respectively. The effect of DOX on stress and desiccation resistance was also assayed by measuring survivorship and significant differences between control and treated samples were assessed using the log-rank test (unpaired t-test for desiccation assay). A summary of the results for the effect of DOX on lifespan, stress resistance, and desiccation resistance is presented in Additional data file 2, Table S3.

The effect of DOX treatment on the mean, median, and the 90th percentile of lifespan were further assessed by constructing 95% bootstrap confidence intervals for the ratio of the means and for the ratio of percentiles of the control and treatment populations.

Likewise, bootstrap confidence intervals were constructed for the CO₂ production and heat stress resistance assays. In all cases, B1 = 5,000, B2 = 1,000, and $\alpha = 0.05$. The results are presented in Additional data file 2, Table S4.

The effect of DOX on CO₂ production, O₂ consumption, and Respiratory Quotient.

Statistical analyses were carried out to investigate the nature of the effect of DOX on CO₂ production, O₂ consumption, and Respiratory Quotient (RQ = CO₂ production/O₂ consumption) as indicators of metabolic rate, in both MnSOD transgenic flies and the control. Once a week for eight weeks, CO₂ production was measured for six samples of flies from the control, *MnSOD(2)12*, *MnSOD(2)20*, and *MnSOD(2)22* lines in both treatment conditions (DOX+ or DOX-), for a total of 96 measures per line. The values presented represent the average CO₂ production per fly. O₂ consumption measures were also taken at each time for the MnSOD lines. The effect on respiratory quotient (RQ) was also examined. For the control, only three samples were measured each week for a total of 48 measures per line. The data were analyzed by ANOVA with DOX treatment as the independent variable and either CO₂ production (nl CO₂/ minute), O₂ consumption (nl O₂/ minute), or RQ (CO₂ production/O₂ consumption) as the dependent variable, averaged across the weeks and results are shown in Additional data file 2, Table S5 and S6.

For control A, CO₂ production did not differ significantly for DOX+ and DOX- flies, indicating similar metabolic rates. For *MnSOD(2)12* A, DOX significantly impacted CO₂ production such that DOX- flies produced more CO₂ than DOX+ flies. For *MnSOD(2)20*

A, DOX- flies showed higher CO₂ production than DOX+ flies. As with the other transgenic lines, *MnSOD(22)* A DOX- flies also produced significantly more CO₂ than DOX+ flies. Similarly, for lines *MnSOD(2)12* B, *MnSOD(2)20* B, and *MnSOD(22)* B, DOX had a significant impact on CO₂ production such that DOX- flies produced more CO₂ than DOX+ flies. Note that there was no control B in this assay. For the O₂ consumption assays, a statistically significant difference in O₂ consumption between DOX+ and DOX- control flies was not detected. *MnSOD(2)12* flies consumed significantly more oxygen in the absence of DOX than in the presence of DOX. Although the difference only approached significance, *MnSOD(2)20* DOX- flies also consumed more oxygen than DOX+ flies. DOX treatment had no effect on oxygen consumption for *MnSOD(2)22*. For all lines tested, a statistically significant difference in RQ between DOX+ and DOX- flies was not detected. The impact of DOX on CO₂ production, O₂ consumption, and RQ is summarized in Additional data file 2, Table S6.

The effect of DOX on RQ across lifespan. In order to assess whether RQ changes during lifespan, regression analyses were performed for each line and treatment with RQ as the outcome variable and age (by week) as the predictor variable. The results indicate that for the untreated (DOX-) control and *MnSOD(2)22*, RQ decreased over time. For all treated (DOX+) lines, RQ remained stable over time (Additional data file 2, Figure S7).

The effect of DOX on aconitase levels. To determine whether aconitase levels were altered by DOX treatment, ANOVAs were performed for each of the lines treating

aconitase levels (mU/mg) as the dependent variable. In all analyses, the effect of DOX was not found to be statistically significant (Additional data file 2, Table S8).

LacZ expression assay. In order to test the possibility that MnSOD over-expression reduces DOX uptake or the effective concentration in transgenic flies, the expression of lacZ driven by a DOX-inducible promoter was quantified in flies coincident with the over-expression of MnSOD, using two independent MnSOD transgenic lines (Additional data file 2, Figure S8). To control for possible rtTA dosage effects, unrelated genotypes with varying numbers of target constructs were also assayed. Assay of lacZ activity in fly extracts was performed essentially as previously described [1]. Young adult male flies of the indicated genotypes were cultured on +DOX and –DOX vials for two weeks. Three flies were homogenized in an eppendorf tube using a fitted pestle, in 100 µl of ice-cold homogenization buffer (50 mM KPO₄). Then 400 µl of additional homogenization buffer was added to each sample, the extracts were centrifuged for 5 minutes to spin down the debris, and the supernatants were retained. Each extraction was done in triplicate. The Bradford assay (Bio-Rad) was used to measure protein concentration of each extract. 5 µl of each fly extract was added to a well in a 96 well plate. Then 250 µl of 1X Bradford reagent was added, and the assay was allowed to incubate at room temperature for ten minutes prior to measuring absorbance at 595 nm. BSA standards were used to generate a standard curve. To assay beta-galactosidase activity, fly extract was added to the wells of a 96 well plate at 5 µl per sample, and 200 µl of CPRG (chlorophenol red-beta-D-galactopyranoside) reagent (Sigma) dissolved in H₂O was added. The plate was incubated at 37°C, and absorbance was then measured at 574 nm at 0, 30, 45, and 60

minute time points. The amount of extract protein used was adjusted so that the reaction was linear with regard to amount of extract and time of reaction. Beta-galactosidase activity was measured as the difference between the 60 minute and 30 minute time points divided by the protein concentration of each extract to generate specific activity in relative units. Data are presented as the average $\pm$ standard deviation of the triplicate extracts. The lacZ reporter strain $w^{1118}; p\{7T40-lacZ\}E1$ is as previously described [2]. The “Ubb” transgenic strains will be described in detail elsewhere (N. Hoe and J.Tower, submitted). Strain Ubb^{wt118D} contains the wild-type *Drosophila ubiquitin* cDNA cloned downstream of the doxycycline-regulated promoter, with two inserts on the second chromosome. Strains Ubb^{+1-1D} and Ubb^{+1-11D} contain a 3' deleted *ubiquitin* cDNA that does not encode a full-length protein, and each strain contains two inserts on the second chromosome. The control genotype, *LacZ*/+;+/+, was generated by crossing strain $w^{1118}; p\{7T40-lacZ\}E1$ to w^{1118} . The experimental genotypes contain the *rtTA(3)E2* driver insertion on the third chromosome. Statistical significance was determined using unpaired, two-sided t-tests. LacZ activity was found to vary somewhat across genotypes, and the expression of LacZ in the presence of MnSOD over-expression was within the range observed with the various controls. These data indicate that MnSOD over-expression does not significantly alter the uptake or effective concentration of DOX relative to controls.

As an additional means of assessing the uptake of DOX in the MnSOD transgenic lines as compared to controls, we assayed the effective concentration of DOX in fly extracts based upon the ability of the extracts to inhibit the growth of *E.coli*, a DOX-sensitive

bacteria, in liquid culture. However, we found that DOX-fed flies did not detectably inhibit bacterial growth, so DOX uptake in flies could not be determined by such a direct assay (data not shown).

References

1. Simon JA, Lis JT: **A germline transformation analysis reveals flexibility in the organization of heat shock consensus elements.** *Nucleic Acids Res* 1987, **15**:2971-2988.
2. Bieschke ET, Wheeler JC, Tower J: **Doxycycline-induced transgene expression during *Drosophila* development and aging.** *Mol Gen Genet* 1998, **258**(6):571-579.

# Supplementary material for: Transcriptional profiling of MnSOD-mediated lifespan extension in Drosophila reveals a species-general network of aging and metabolic genes
**Source:** Genome Biol. 2007 Dec 9;8(12):R262. doi: 10.1186/gb-2007-8-12-r262
**Supplement:** Additional data file 8 — MnSOD-regulated xenobiotic detoxification genes.

GO ID	Function Name	Genes	Count	Ref	p-val
**GO: 0008150**	**biological process**				
GO:0008152	metabolism	<i>PGRP-SD; Cyp12a4; CG3011; CG6687; wal; PHGPx; ade2; Cyp12d1-p; Tal; CG6214; NA; Nmdmc; CG10444; CG3036; tok; ade3; CRMP; CG10960; eas; CG11796; Gyk; Ance-4; Cyp6d5; CG8132; pug; Got1; Hn; CG12428; fbp; CG9009; ade5; CG5493; CG2789; CG5567; Pcaf; CG11963; ref(2)P; CG6045; PGRP-LB; CG10638; CG32549; GstE7; CG17836; CG11899; GstE1</i>	45	3157	0.005
GO:0006807	nitrogen compound metabolism	<i>Got1; CG3011; CG12428; eas; CG11796; Hn; CG8132; pug; Nmdmc; CG5493; CG11899;</i>	11	260	0.002
GO:0044271	nitrogen compound biosynthesis	<i>Got1; CG11899; CG3011; eas; Nmdmc; pug</i>	6	55	0.001
GO:0009308	amine metabolism	<i>Got1; CG3011; CG12428; eas; CG11796; Nmdmc; pug; CG5493; Hn; CG11899;</i>	10	247	0.004
GO:0009309	amine biosynthesis	<i>Got1; CG11899; CG3011; eas; CG11796; CG5493; Hn; CG11899;</i>	6	55	0.001
GO:0006519	amino acid and derivative metabolism	<i>Got1; CG3011; CG12428; eas; CG11796; pug; CG5493; CG11899; Nmdmc;</i>	10	191	0.001
GO:0006520	amino acid metabolism	<i>Got1; CG3011; CG12428; CG11796; CG5493; Hn; CG11899; Nmdmc; pug</i>	9	173	0.002
GO:0008652	amino acid biosynthesis	<i>Got1; CG11899; CG3011; Nmdmc; pug</i>	5	47	0.003
GO:0019752	carboxylic acid metabolism	<i>Got1; CG3011; CG12428; CG9009; CG11796; Nmdmc; pug; CG5493; Hn; CG11899;</i>	10	252	0.004
GO:0006725	aromatic compound metabolism	<i>CG6045; CG32549; CG11796; ade5; Hn; Nmdmc; pug</i>	9	92	1.5 x 10 ⁻⁴
GO:0046483	heterocycle metabolism	<i>ade5; CG6045; ade2; ade3; CG32549; Nmdmc; pug</i>	7	91	0.001
GO:0006144	purine base metabolism	<i>ade5; CG6045; ade2; ade3; CG32549</i>	5	36	0.001
GO:0009127	purine nucleoside monophosphate biosynthesis	<i>ade5; ade2; ade3</i>	3	11	0.004
GO:0009168	purine ribonucleoside monophosphate biosynthesis	<i>ade5; ade2; ade3</i>	3	11	0.004
GO:0006188	IMP biosynthesis	<i>ade5; ade2; ade3</i>	3	7	0.001
GO:0006732	coenzyme metabolism	<i>CG10444; CG2789; Tal; CG6687; Nmdmc; CG11963; pug</i>	7	145	0.008
GO:0009396	folic acid and derivative biosynthesis	<i>Nmdmc; pug</i>	2	2	0.003
**GO: 0003674**	**molecular function**				
GO:0003824	catalytic activity	<i>PGRP-SD; Cyp12a4; CG3011; CG4716; PHGPx; Cyp12d1-p; CG6687;</i>	40	2375	0.001
GO:0016491	oxidoreductase activity;	<i>Nmdmc; ade2; CRMP; eas; CG11796; Gyk; Tal; CG8132; Cyp6d5; wal; CG11899; GstE1 pug; Got1; tok; CG1681; ade3; CG12428; fbp; CG9009; ade5; CG6045; PGRP-LB; Pcaf; CG5493; CG5567; ref(2)P; CG11963; CG10638; CG32549; CG6214; GstE7; Hn; CG4716; Nmdmc; pug</i>	14	401	0.001
GO:0016645	oxidoreductase activity, acting on the CH-NH group of donors	<i>CG4716; Nmdmc; pug</i>	3	12	0.004
GO:0051213	dioxygenase activity	<i>CG11796; CG5493</i>	2	4	0.008
GO:0004486	methylenetetrahydrofolate dehydrogenase activity	<i>CG4716; Nmdmc; pug</i>	3	3	2.8 x 10 ⁻⁶
GO:0016810	hydrolase activity	<i>PGRP-SD; PGRP-LB; CRMP; CG8132; Nmdmc; pug</i>	6	53	0.001
GO:0019238	cyclohydrolase activity	<i>Nmdmc; pug</i>	2	3	0.005
GO:0004372	transferase activity	<i>ade3; CG3011</i>	2	3	0.005

Additional data file 8: MnSOD-regulated xenobiotic detoxification genes. Gene Ontology classifications and functional overrepresentation of MnSOD up-regulated genes that are also up-regulated due to the xenobiotic response to phenobarbital.

# Supplementary material for: Transcriptional profiling of MnSOD-mediated lifespan extension in Drosophila reveals a species-general network of aging and metabolic genes
**Source:** Genome Biol. 2007 Dec 9;8(12):R262. doi: 10.1186/gb-2007-8-12-r262
**Supplement:** Additional data file 11 — Proposed role for HR96 in the endocrine regulation of lifespan.

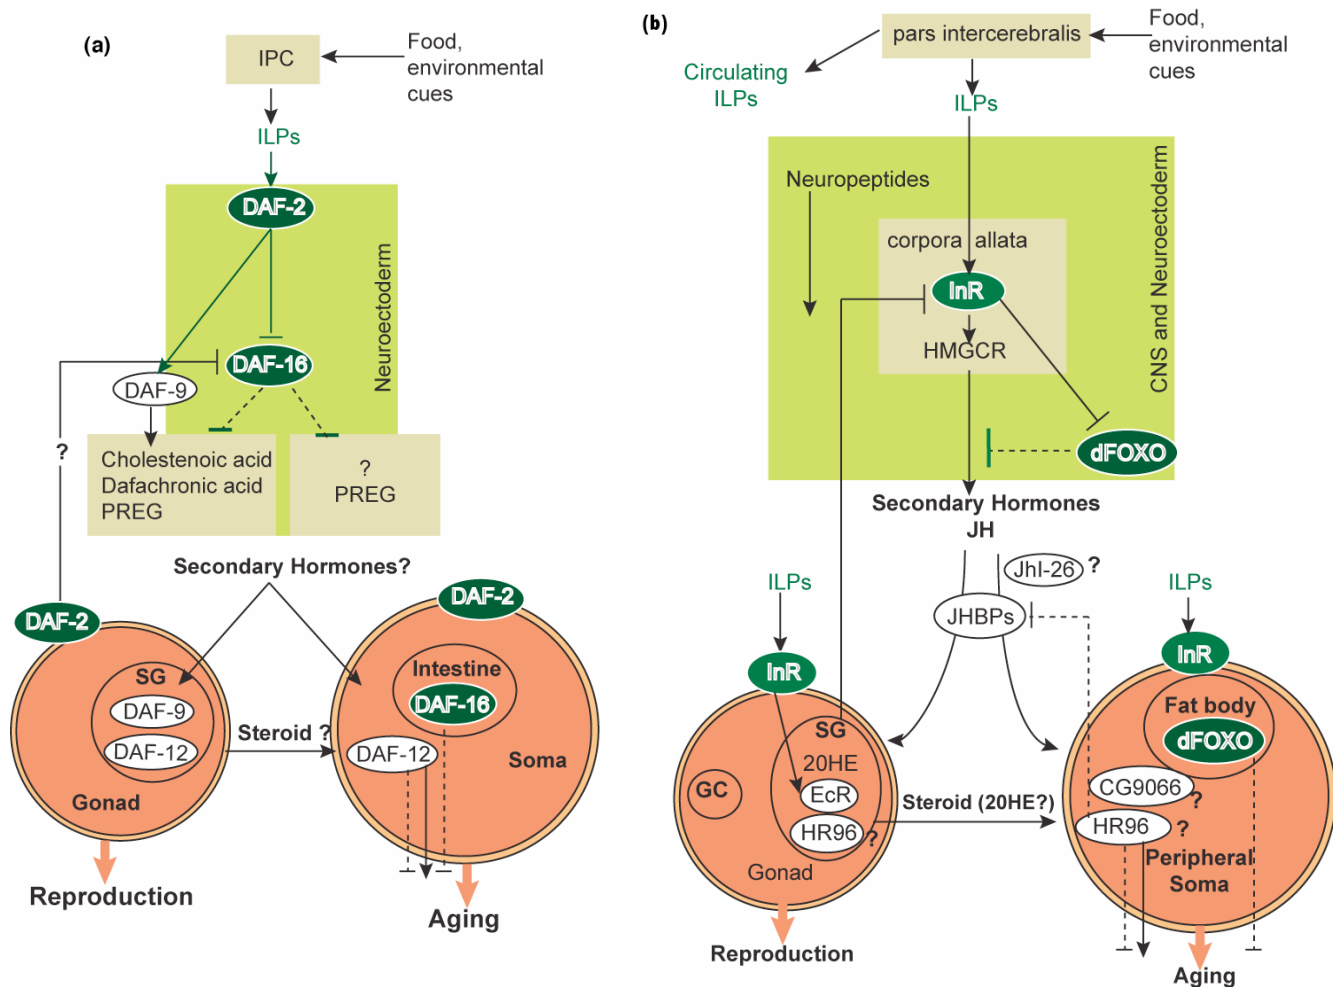

Additional data file 11: Proposed role for HR96 in the endocrine regulation of lifespan. Models for the endocrine regulation of aging in *C. elegans* and *D. melanogaster*. The CNS responds to environmental and dietary cues resulting in activation of the reproductive, pro-aging mode via endocrine signaling. Pathways contributing to the active reproductive mode are denoted by solid lines whereas, broken lines indicate down-regulated pathways. IIS pathway components are shown in green. Note that arrows indicate activation whereas bars indicate inhibition. Hypothetical or speculative elements are denoted by a "?". (A) *C. elegans*. In response to environmental cues, insulin-like peptides (ILPs) are produced in the insulin producing cells (IPCs). DAF-2 becomes activated in target tissues, such as the neuroectoderm, resulting in putative secondary endocrines that stimulate reproductive mode such as Cholestenic acid, Dafachronic acid, and PREG (pregnenolone). In the gonad, signals from the germ line cells (GC) inhibit production of a life-extending steroid produced by DAF-9, potentially synthesized in somatic gonad (SG) tissue. Secondary endocrines could inhibit the life-extending activities of DAF-16 and DAF-12 nuclear hormone receptor in multiple target or endocrine tissues. (B) *D. melanogaster*. In response to environmental cues, cells of the pars intercerebralis produce ILPs. Insulin signaling stimulates juvenile hormone (JH) production in the corpora allata. This results in increased egg production and development in the gonad as well as, synthesis of 20-hydroxyecdysone (20HE). ILPs also act in the peripheral soma on the fat body to influence the rate of aging. Here, *Hr96* and

CG9066 are proposed to contribute to an anti-aging mode based on their identification as potential longevity promoting genes. Based on orthology to *C. elegans* DAF-12, HR96 may also integrate pro-reproductive signals in the gonad. Since juvenile hormone binding proteins (JHBPs) act as carriers for JH to its target tissues, the repression of JHBPs by HR96 might represent a feedback loop such that delivery of JH to its potential receptor in specific target tissues (such as the fat body) is inhibited. In the absence of ligand, reproductive mode would be inactive, while the pro-longevity mode would be active (dashed lines). *Jhl-26* may also participate in this pathway to promote longevity since its expression is up-regulated due to altered IIS activity in *Drosophila* and in response to MnSOD over-expression. Adapted from Tatar *et al.*, 2003 [22].

How the deposited data were processed for this re-analysis (not part of the article)

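RNA from 30 adult male flies per sample had been hybridized to 20 Affymetrix DrosGenome1 arrays, 4 for each of 5 groups: MnSOD -DOX at day 73, MnSOD +DOX at day 73, MnSOD +DOX at day 83, control -DOX and control +DOX. The paper gives day 78 for the control groups and the sample labels give day 73. Groups were taken from the sample labels throughout. The labels call the replicates biological, and the sources used here do not say more about how they were raised.

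The authors normalized all arrays by RMA in the affy package and deposited the log2 values as 1 table, whose 20 columns were all used. The version of affy is not given in the sources used here. Intensities before RMA and the arrays of the earlier aging study were not analysed here, nor was the search for promoter motifs, which needs a genome sequence. The range, the SD of each array and the equality of the log2 changes with the listed fold changes of Additional data file 3 were checked, the latter to within 0.001 once the sign is turned.

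The table was analysed in R 4.3.3 with limma 3.58.1, and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. All 20 arrays entered 1 linear model with a mean for each group, followed by empirical Bayes moderation, with p-values adjusted by Benjamini-Hochberg within each contrast. A probe set was called at an adjusted p under 0.01 and a fold of at least 1.2, as the Methods of the paper state. The main contrasts were DOX in control flies, and the change of the MnSOD line at day 73 or day 83 minus that of control flies. Direct changes of the MnSOD line, the change between day 73 and day 83 with MnSOD on, and the difference between the lines without DOX were further contrasts. Differences of single values between groups of 4 arrays were tested by exact permutation, for which the smallest two-sided p is 0.0286.

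Gene names came from the platform annotation, with symbols updated through gene identifiers. Where the paper names a gene that could not be found there, its probe set was taken from the additional data files if these name it, as for AttA, PGRP-SD, ImpL3, Ras85D, Jafrac1, Rab7, TepII, th and n-syb among the genes with printed values. Lists of gene groups and cell types used the annotation alone, so AttA, AttC, CecA1, CecA2, CecC, Dpt and Dro are outside the antimicrobial peptides, wupA is outside the muscle genes, and ImpL3, Jafrac1 and Ras85D are outside theirs. The annotation names 1 gene for 12444 probe sets, several for 327 and lists none for 1239, among them the 44 AFFX control probe sets; no gene was named from a probe set with several. Where a gene has several probe sets, the one with the highest mean is given. Members of gene lists that matched no probe set were left out.

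The genes named in the text follow a rule. It takes genes that the paper names for these arrays, the 10 largest rises and falls of each main contrast among called probe sets with 1 gene, up to 4 called members of each gene list, and Sod2, CG9027 and CG8582. The passages print only part of the genes that meet the rule, and this part was chosen after their values were seen. Some of the genes in the closing part on lists between the lines and between the days come from the same lists and were also chosen after their values were seen. Values of immune genes in Additional data file 3 had been seen earlier.

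Gene lists, 23 of gene groups and 9 of cell types, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the 32 lists within each contrast at 0.05. Lists of genes named by the paper were counted and not tested, since the study chose them on these arrays. Some tested lists, purine and folate synthesis among them, also hold genes that the paper names as changed on these arrays. The p-values of such lists are not independent of the study's choice.

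The steps were tested on simulated data with 100 changed probe sets per size. At a log2 change of 0.5, 75 were recovered for DOX in control flies, 32 at day 73 and 44 at day 83, and at a change of 1, 98, 87 and 96, with 0 in the wrong direction. Of 13810 unchanged probe sets, 0, 2 and 1 were called. For lists, a list of 30 members shifted by 0.3 was called by both versions of camera, and 0 of the 31 unshifted lists.

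Alternatives covered the DOX subtraction, the control used, the arrays in the fit, a replicate block, a filter on the lowest 40% of probe sets, 2 further normalizations, the variance model, array weights, the adjustment across contrasts, the thresholds, the AFFX probe sets and each array left out in turn. Exchanging the control +DOX and -DOX groups gives the same corrected changes as turning the sign of the control change with the labels kept. This exchange, leaving out control +DOX replicates 1 to 3 together, and a spike-in covariate were alternatives chosen after seeing the data.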

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

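All tests weighed in this part were set before their values were computed, and 1 bound was judged too loose after its value was seen, as noted there.

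Acp26Aa, for a seminal fluid protein, was lower at day 83 than at day 73 with MnSOD on, at -0.68 (standard error 0.118, adjusted p = 0.00129) in limma, and it is named here after its value was seen. Between these days, which the paper does not compare, 517 probe sets changed, 133 higher and 384 lower. Of 16 accessory gland probe sets 4 were lower (Acp26Aa, Acp62F, Acp63F and Acp95EF), and 1 to 2 without MnSOD +DOX day 73 replicates 1, 2 and 4 and MnSOD +DOX day 83 replicates 1 and 2, each left out alone. The MnSOD and control lines differed without DOX at 917 probe sets, 450 higher and 467 lower in the MnSOD line, also a comparison that the paper does not make. The change from -DOX to +DOX differed between the lines at 841 probe sets at day 73, by a test of the difference itself. By the same test, the change from MnSOD -DOX at day 73 to MnSOD +DOX at day 83 differed from the control change at 2468. The latter mixes DOX and MnSOD with the difference in age. Of 44 AFFX control probe sets, which the paper does not discuss, 19 were called with DOX in control flies, and 36 passed an unadjusted p under 0.05.

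Single arrays stood apart from the other 3 of their group in 4 of 55 cases, by a ratio of gap to range above Dixon's 95% critical value; chance gives about 1 in 20 groups, here 2.75. MnSOD +DOX day 83 replicate 1 had an array median of 5.49 and a root mean square deviation from its group of 0.218. Control -DOX replicate 1 had a lowest value of 2.935, and control -DOX replicate 2 a mean of the spike-in probe sets of 10.24, both on the log2 scale.

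These counts were set against other splits of the same arrays, with a bound of 0.05 on the share of splits that call as many. Each count met that bound, which speaks only against a random division of these arrays. A difference between cultures or batches that goes with the groups cannot be excluded this way. For the corrected counts the DOX labels were shuffled within both lines. That tests for no change from -DOX to +DOX in either line, and not for equal changes in both. For DOX in control flies 1 of 35 splits, the real one, called as many as 3672, and the highest other called 1490. At day 73 after DOX correction 2 of 100 drawn splits called at least 841, the highest other 878, and at day 83 1 of 100 called at least 2468, the highest other 459. The split that exchanges the control groups was not among those drawn; it called 1298 at day 73 and 2329 at day 83, and counting it 3 of 101 and 1 of 101 called at least the real numbers. That it calls so many points to the structure of the groups. Between the days 1 of 35 called at least 517, the highest other 1, and between the lines 1 of 35 called at least 917, the highest other 0.

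Most calls of the corrected MnSOD contrasts come from the difference between the control groups: at day 73 limma called 22 of the 311 rises and 62 of the 530 falls directly in the MnSOD line as well, and at day 83 230 of 1139 and 431 of 1329. The change of control +DOX replicate 4 against 2 control -DOX arrays correlated across probe sets with that of the other 3 against the other 2 at a median of 0.639 (0.512 to 0.712 over 6 splits), where the other arrays gave medians of 0.816 to 0.848. This value of 0.639 lies above the bound of 0.5 set for a difference shared by all 4 arrays, by DOX or otherwise. A technical difference of the other 3 arrays stays open and cannot be told apart: the same bound was set to exclude it, but too loosely, because the test rests on 1 array whose slope was 0.421 against 0.853 to 1.13 for the others, so part of the change could lie in those 3 alone. Within these groups DOX is confounded with anything else that differed between the arrays.

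More probe sets changed directly at day 83 than at day 73 in the MnSOD line, 1299 against 93; these were 990 and 347 with only the groups of each contrast in the fit and 2164 and 515 with array weights. The tables argue against 1 array that stands apart as the whole cause, since 1000 changed at day 83 without MnSOD +DOX day 83 replicate 1. With the 3′ minus 5′ value of each array as a covariate, 324 probe sets changed between the days in place of 517, with 1065 directly at day 83 and 111 at day 73, so signal along the transcripts may account for part; it differs with the groups and cannot be told apart from them. Of 1221 probe sets called at day 83 and not at day 73, 372 (30.5%) were called between the days in the same direction, which lies between the shares set for and against 10 more days of age and DOX as the cause. That cause stays open, as no group at day 83 without DOX was among these arrays.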

How the results depend on the processing

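The values reported above are, in probe sets, 1692 higher and 1980 lower with DOX in control flies, 311 higher and 530 lower with MnSOD at day 73, 1139 higher and 1329 lower with MnSOD at day 83, 256 higher and 488 lower at both ages; 517 changed between the days with MnSOD on, 917 changed between the lines without DOX, 93 changed directly at day 73, 1299 changed directly at day 83, 0 called in opposite directions at the 2 ages, 19 control probe sets called in any main contrast, 33 of 96 list tests past the threshold, a correlation of DOX and MnSOD changes of -0.918 at day 73 and -0.865 at day 83. Over 18 results and all settings, 594 values were computed. Of these, 460 stayed within 1.5 times for a count or within 1 SD, taken over the arrays left out, for a correlation. The other 134 moved further, and 0 turned their sign, which a count cannot do. With the control groups exchanged the 1692 and 1980 trade places and count as staying, although every DOX change turns its sign. The rise of Sod2 with MnSOD at day 73 kept its direction and its side of the threshold under every setting run for it; its change with DOX in control flies turns its sign with the groups exchanged and was 0.0269 without control +DOX replicates 1 to 3.

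The values that moved further were these, and the cause was not tested apart from what a setting's own construction shows, such as fewer arrays, fewer probe sets or another threshold. With only the groups of each contrast in the fit they were 777 higher and 553 lower with DOX in control flies, 133 changed between the days with MnSOD on, 347 changed directly at day 73 and 6 control probe sets called in any main contrast. Without the 40% of probe sets with the lowest mean they were 1023 lower with DOX in control flies and 609 higher with MnSOD at day 83. With each array centred on its median they were 199 higher with MnSOD at day 73 and 169 higher at both ages. With array weights they were 3074 lower with DOX in control flies, 1806 higher and 1597 lower with MnSOD at day 73, 2159 higher with MnSOD at day 83, 1300 higher and 1302 lower at both ages, 1228 changed between the days with MnSOD on, 1536 changed between the lines without DOX, 515 changed directly at day 73, 2164 changed directly at day 83 and a correlation of DOX and MnSOD changes of -0.873 at day 83. With p-values adjusted over the 3 main contrasts together they were 534 higher with MnSOD at day 73 and 399 higher at both ages. At an adjusted p under 0.05 and no fold minimum they were 2656 higher and 3668 lower with DOX in control flies, 1258 higher and 1202 lower with MnSOD at day 73, 2316 higher and 2419 lower with MnSOD at day 83, 987 higher and 1074 lower at both ages, 1974 changed between the days with MnSOD on, 2125 changed between the lines without DOX, 193 changed directly at day 73, 2934 changed directly at day 83 and 33 control probe sets called in any main contrast. At a fold of at least 1.5 they were 541 higher and 191 lower with DOX in control flies, 153 higher with MnSOD at day 73, 543 higher with MnSOD at day 83, 118 higher at both ages, 62 changed between the days with MnSOD on, 237 changed between the lines without DOX, 54 changed directly at day 73 and 213 changed directly at day 83. Without subtracting the DOX change of control flies they were 28 higher and 65 lower with MnSOD at day 73, 422 higher and 877 lower with MnSOD at day 83, 20 higher and 58 lower at both ages and a correlation of DOX and MnSOD changes of -0.175 at day 73 and -0.267 at day 83. With MnSOD +DOX set against control +DOX they were 751 higher and 939 lower with MnSOD at day 73 and 1 called in opposite directions at the 2 ages. With the control arrays split 2 and 2 there was a correlation of DOX and MnSOD changes of -0.768 at day 73 and -0.746 at day 83. Quantile normalization again, the trend and robust variance model, and leaving out the AFFX probe sets moved none of the counts by over 1.5 times.

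The next 3 settings were chosen after seeing the data. With the control +DOX and -DOX groups exchanged the values were 656 higher with MnSOD at day 73, 412 higher at both ages, 2523 changed between the lines without DOX, 59 list tests past the threshold and a correlation of DOX and MnSOD changes of -0.89 at day 73 and -0.761 at day 83. With the spike-in mean as a covariate the values were 80 higher and 21 lower with DOX in control flies, 95 higher and 180 lower with MnSOD at day 73, 334 higher and 483 lower with MnSOD at day 83, 77 higher and 169 lower at both ages, 826 changed between the days with MnSOD on, 1 control probe sets called in any main contrast and a correlation of DOX and MnSOD changes of -0.813 at day 83. Without control +DOX replicates 1 to 3 together the values were 55 higher and 9 lower with DOX in control flies, 37 higher and 104 lower with MnSOD at day 73, 96 higher and 203 lower with MnSOD at day 83, 27 higher and 91 lower at both ages, 0 control probe sets called in any main contrast and a correlation of DOX and MnSOD changes of -0.901 at day 73 and -0.823 at day 83. In the last of these settings limma called none of the 44 control probe sets, and 5 passed an unadjusted p under 0.05 in any of the 3 main contrasts. There the 1 control +DOX array left is assumed to vary like the arrays of the other groups.

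Leaving out each of the 20 arrays in turn gave 1039 to 2236 higher and 979 to 2812 lower with DOX in control flies, 163 to 1095 higher and 350 to 1090 lower with MnSOD at day 73, 783 to 1771 higher and 985 to 1871 lower with MnSOD at day 83, 131 to 880 higher and 329 to 975 lower at both ages, 160 to 742 changed between the days with MnSOD on, 549 to 1259 changed between the lines without DOX, 64 to 110 changed directly at day 73, 719 to 1580 changed directly at day 83 and 14 to 28 control probe sets called in any main contrast. The correlation of DOX and MnSOD changes ran from -0.93 to -0.901 at day 73 and from -0.884 to -0.852 at day 83, and the log2 change of Sod2 from 3.58 to 3.76. Among counts, moves of over 1.5 times came with single arrays: each count with DOX in control flies was lower without control +DOX replicates 1 and 3; the higher count at day 73 was lower without control +DOX replicates 1 and 3, MnSOD -DOX replicates 1 to 3 and MnSOD +DOX day 73 replicates 2 and 3 and higher without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1; the higher count at both ages was lower without control +DOX replicates 1 to 3, MnSOD -DOX replicates 1 to 3 and MnSOD +DOX day 73 replicates 2 and 3 and higher without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1; the lower count at day 73 was lower without MnSOD +DOX day 73 replicate 3 and higher without control +DOX replicate 4; the count between the days was lower without MnSOD +DOX day 73 replicates 1 to 4 and MnSOD +DOX day 83 replicates 1 and 2; the count between the lines was lower without MnSOD -DOX replicates 1 to 3; the direct count at day 83 was lower without MnSOD -DOX replicates 1 to 4. The higher count at day 83 and the lower count at both ages moved so only without control +DOX replicate 4.

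With the replicate number as a replicate block the counts were 1618 higher and 1922 lower with DOX in control flies, 271 higher and 461 lower with MnSOD at day 73, 1053 higher and 1265 lower with MnSOD at day 83, 221 higher and 427 lower at both ages, 512 changed between the days with MnSOD on, 826 changed between the lines without DOX, 87 changed directly at day 73, 1327 changed directly at day 83 and 17 control probe sets called in any main contrast, none over 1.5 times from its value without the block. The numbers share no source that the paper or the labels name. The deviations of same-numbered arrays from their group means correlated from -0.39 to 0.36 (median -0.0399), above 0.1 in 6 of 40 pairs, and in 8 of the 40 the best partner had the same number. Of 287 values of named genes, 281 kept their side of the threshold under the block.

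For the named genes, the values on the same side of the threshold with the same sign were, by setting: 251 of 287 (only the groups of each contrast: 23 lost the call, 13 gained one), 266 of 269 (without the lowest 40%: 3 gained one), 250 of 287 (quantile normalization: 18 lost the call, 9 gained one, 10 uncalled changed sign), 271 of 287 (median centring: 5 lost the call, 9 gained one, 2 uncalled changed sign), 286 of 287 (trend and robust: 1 gained one), 240 of 287 (array weights: 1 lost the call, 42 gained one, 4 uncalled changed sign), 162 of 167 (joint adjustment: 2 lost the call, 3 gained one), all but 32 of 287 (adjusted p under 0.05: 32 gained one), 234 of 287 (fold of 1.5: 53 lost the call), 287 of 287 (without AFFX probe sets), 5460 of 5740 (single arrays left out: 183 lost the call, 51 gained one, 46 uncalled changed sign), 189 of 287 (without control +DOX replicates 1 to 3: 83 lost the call, 3 gained one, 12 uncalled changed sign), 187 of 287 (spike-in covariate: 75 lost the call, 5 gained one, 20 uncalled changed sign), 17 of 51 (no subtraction: 16 lost the call, 4 gained one, 11 uncalled changed sign), 36 of 51 (against control +DOX: 5 lost the call, 5 gained one, 3 uncalled changed sign), 9 of 54 (groups exchanged: 1 lost the call, 6 gained one, 1 uncalled changed sign). With the groups exchanged 37 changes called under at least 1 of the 2 settings turned sign, to these log2 values: at day 73 DptB 1.67, CG12057 -0.29, CG1648 -0.030, Rel 1.37, PGRP-LB 0.92, Pfas 1.31, Gart 0.98, Nmdmc 1.82, CG5177 0.65, BomS5 -0.50, Irc 0.89, Pgi 0.53, eIF4E1 0.67, Vha100-1 0.87, Reg-5 0.59, eve -0.43, Gr21a -0.61, puc 0.99, Ras85D 0.70, spz 0.71, Ect3 1.24, Jra 0.61, CG15099 0.69, Sh3beta 1.02 and Cyp309a2 0.60, at day 83 Def 1.44, CG14742 -0.74, Jon74E -0.16, Akt 0.60, Or43b -0.33, CG8112 0.73, Hr96 0.47, th 0.37, Prosbeta5 0.30, Fbp1 -0.56 and nSyb 0.23, and between the lines without DOX DptB -0.47. Other turned signs were Cyp6d5 -0.020 at day 73 and Jon25Bii 0.33 at day 83 against control +DOX, eIF4E1 0.040 at day 73, CG15099 0.0081 at day 73 and Hr96 0.035 at day 83 without subtraction. The cause was not tested.

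The 8 control arrays enter both MnSOD contrasts, so whatever sets their 2 groups apart enters both with its sign turned. Values for each probe set were summarized before they were deposited, so signal over background was not separated here, and a low value includes background.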

Differences from the paper's values

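At the thresholds the paper states, the paper counts 656 probe sets up with MnSOD at the same chronological age, and 311 rose here by the sample labels. Of the alternatives set before the data were examined, adjustment over the 3 contrasts together and MnSOD +DOX against control +DOX came within 1.5 times of the paper's count, as did 1 of the 20 with an array left out, and the others did not. For probe sets up at both ages the paper has 412 and the count here was 256; quantile normalization again, adjustment over the 3 contrasts together and 2 of the 20 with an array left out came within 1.5 times. The paper has 244 up and 252 down at the same chronological age only, against 55 and 42 here. The count up came within that range at an adjusted p under 0.05 with no fold minimum and with 1 of the 20 arrays left out, the count down with array weights and with MnSOD +DOX against control +DOX, and under none of the others. At the same physiological age only the paper has 446 up, against 883 here; using only the groups of each contrast, leaving out the lowest 40% of probe sets, a fold of at least 1.5, no DOX subtraction and 2 of the 20 with an array left out came within 1.5 times. Additional data file 4 lists a fold of 21.876, the paper's value, for Sod2 at the same chronological age, and 12.94 was found here; no DOX subtraction and MnSOD +DOX against control +DOX came within 1.5 times, and none of the others did. Leaving out control +DOX replicates 1 to 3 together and the spike-in covariate, both chosen after seeing the values, also brought Sod2 within 1.5 times.

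With the control +DOX and -DOX groups exchanged, an alternative chosen after seeing the values, each of these equals the paper's value, as they do if the sign of the control change is turned with the labels kept, and it drops 0 of the 62 items of Additional data file 3 and 0 of the 544 items held of Additional data file 4. On the scale of the listed values, Additional data file 3 matches the labels only after a change of direction: its median log2 change of the lowered genes is -0.74, the paper's value, and 0.74 here. Its raised genes have a median of 0.40, the paper's value, and -0.40 here.

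The paper states that DOX lowers immune response genes. By the labels all 46 genes it lists as lowered were called higher with DOX in control flies. All 16 listed as raised were called lower. In the MnSOD line, compared directly, antimicrobial peptide genes were lower with DOX, the direction the paper gives for DOX. There DOX also induces MnSOD, so that change combines both. The paper has the genes of Additional data file 4 raised by MnSOD at the same chronological age; by the labels 3 of 544 were called higher, 150 lower and 391 neither, with a median of -0.43. In the MnSOD line directly 8 were called higher, 10 lower and 526 neither, while 434 had the paper's sign and 110 the opposite one, with a median of 0.12. Additional data file 6 lists 351 items as up at both ages and not changed in old flies. Of these, 1 was up and 91 down at both ages here. Of the 375 items held that it lists as down at both ages and not changed in old flies, 0 were down and 42 up. The paper has purine and folate genes raised at both ages, and 6 of 8 fell here at each age. Of the signalling genes that Figure 6 shows as raised at both ages 0 of 22 rose in limma, and 6 fell at day 73 and 7 at day 83, counts of 10 and 11 without control +DOX replicate 4 and, at day 83, of 4 without control +DOX replicate 1. Of the translation, vacuolar ATPase and autophagy genes that the paper names as raised, 0 of 13 rose, and 4 fell at day 73 and 6 at day 83; the day 73 count was 2 without MnSOD +DOX day 73 replicate 3, 7 without MnSOD +DOX day 83 replicate 1 and 8 without control +DOX replicate 4, and the day 83 count 3 without control +DOX replicate 3, each left out alone. Of the genes named as raised in both MnSOD flies and old flies, 10 of 14 fell at each age. The paper has MnSOD, CG9027 and Sh3beta lowered by DOX, and the brightest probe set of each was called higher with DOX in control flies by the labels, while another probe set of CG9027 was called lower. With the control groups exchanged 8 of the 8, 22 of the 22 at day 73 and 21 at day 83, 13 of the 13 and 14 of the 14 rose.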

Other observations

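The tests of the 3 explanations in the last paragraph of this part were chosen after the result was seen.

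Mst84Dc, for a protein of the sperm tail, was lower in the MnSOD line than in control flies without DOX, at -1.20 (standard error 0.108, adjusted p = 7.71e-08) in limma, and Act88F, for an actin of flight muscle, was higher by 1.44 (standard error 0.196, adjusted p = 2.77e-05). DptB was higher by 3.74 (standard error 0.315, adjusted p = 3.21e-08); set against the group labelled control +DOX it stood at -0.47 (adjusted p = 0.239). Mst84Dc and Act88F stood against that group at -0.58 (adjusted p = 0.00055) and 1.30 (adjusted p = 7.74e-05). These genes were picked from their lists after their values were seen. Of 26 testis probe sets 10 were lower, 11 when adjusted over the list alone, with a median of -0.41 (camera adjusted p = 2.85e-08, and 0.057 with an estimated correlation). Of 13 muscle probe sets 4 (Act88F, Mlp60A, sls and TpnC4) were higher, 6 within the list, with a median of 0.37 (adjusted p = 5.22e-06, and 0.103). Antimicrobial peptide genes were higher in 5 of 6 (AttD, Def, DptB, Drs and Mtk), with a median of 2.23 (adjusted p = 3.51e-09, and 0.053), and purine and folate genes in 5 of 12 (Adsl, Adss, Gart, pug and Shmt), with a median of 0.39 (adjusted p = 7.44e-08, and 0.103). Against the group labelled control +DOX, set in place of control -DOX after the data were seen, 10 of the testis probe sets were lower and 1 higher (median -0.15), 3 of the muscle ones higher and 2 lower (median 0.13), none of the antimicrobial peptide ones higher and 2 lower (median -0.50), and none of the purine and folate ones higher and 8 lower (median -0.46), so the direction of the last pair of lists depends on the naming. The lines differ in parents and, by the paper, in age, and neither was tested.

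With DOX in control flies, as labelled, srp, for a factor of blood cell formation, was higher by 0.90 (standard error 0.105, adjusted p = 2.57e-06), and Hml and NimC1, for proteins of haemocytes, by 0.51 and 0.51, while Pxn, for peroxidasin, was lower, at -0.42; these are all that were called of 7 haemocyte probe sets (camera adjusted p = 0.0449, and 0.443 with an estimated correlation). The call of Hml was lost without control -DOX replicates 2 and 3 and control +DOX replicates 1 and 3, each left out alone (adjusted p = 0.0115 to 0.0179). The muscle genes sls and bt, for titin-like proteins, were higher by 0.89 and 0.86, 2 of 4 called higher of 13 with Tm2 and Mlp84B. Vm26Aa, for an eggshell protein, was lower, at -0.46. With Vm34Ca, Cp19 and Yp1 it made up the 4 called of 16 probe sets for female germ line, chorion and yolk. The flies were all males, so these calls do not show a change of that tissue. The number called was 1 without control -DOX replicates 2 and 3 and control +DOX replicates 1 to 3, each left out alone. It was 7 to 8 without control +DOX replicate 4 and MnSOD +DOX day 83 replicate 1, each left out alone. Of 26 digestive tract probe sets 7 were higher and 7 lower. Mst84Dc was higher at day 83 in the MnSOD line directly by 0.85, 1 of 10 testis probe sets of 26 that were higher, with 5 to 6 without MnSOD -DOX replicates 1 to 3 and MnSOD +DOX day 83 replicate 3. At day 83 after DOX correction Lsd-1, for a lipid droplet protein, was at -1.45 and Fbp1, for a fat body receptor, was higher by 0.66, the 2 called of 7 fat body probe sets, and nSyb, for a synaptic protein, was at -0.91, the 1 called of 10 neuron probe sets. At day 73 limma called 0 of 8 photoreceptor probe sets, with 1 higher and 1 lower at an unadjusted p under 0.05. Mitochondrial ribosomal protein genes had 0 of 64 called directly at day 73, with 3 higher at an unadjusted p under 0.05 (camera adjusted p = 0.00297, and 0.531 with an estimated correlation).

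The difference between the control groups runs opposite to the fold changes of Additional data file 3, which lists DOX changes in control flies. The tables argue against a DOX effect that differs between the lines as the cause: 62 of its 62 changes equal those between these control arrays within 0.001 on the log2 scale with the sign turned, where such an effect needs the listed sign to be that of the control arrays. A candidate explanation is that the control +DOX and -DOX labels are exchanged in the deposited records: 66 of 69 probe sets called in both lines go opposite ways by the labels at day 73, which an exchange predicts, with 253 opposite, 44 higher in both and 49 lower in both at day 83; over all probe sets the changes of the lines at day 73 correlated at -0.175 by Pearson, the sign an exchange predicts, and 0.188 by Spearman, the other sign. Another is that the labels are right and the sign of the control contrast was turned in the analysis behind the additional data files, which does not predict the 66 of 69. These predictions assume that DOX acts alike in both lines. They also assume that MnSOD induction, which the change of the MnSOD line includes, does not turn these genes. MnSOD -DOX differs from control -DOX at 917 probe sets and from control +DOX at 2523, where an exchange predicts the reverse order, and control +DOX replicates 1 to 3 stand apart in their spike-in signal. With 1 control array kept, in a test added after the data were seen that takes the spread from the other groups alone, the count was 98 to 976 for control -DOX arrays, 355 to 2124 for these 3 and 55 for control +DOX replicate 4, so part of this order could lie in those 3 arrays, and single arrays do not show how much. The gene lists were mixed. Of 6 antimicrobial peptide probe sets, MnSOD -DOX differed at 5 from control -DOX (median 2.23) and at 2 from control +DOX (median -0.50), as an exchange predicts. Of 12 purine and folate probe sets it differed at 5 (median 0.39) and at 8 (median -0.46), the reverse. These lists were picked after their values were seen. Both explanations give the same changes for Additional data file 3 and for the 544 items held of Additional data file 4, and they cannot be told apart here, since no value in these arrays marks DOX in control flies without assuming the labels. If the labels are exchanged, the exchanged values are the DOX-corrected ones; if the sign was turned, the values by the labels are, and the exchanged values add the DOX change instead of subtracting it.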
